# Progressive intestinal tumor cell plasticity, Myc activation, and loss of Lgr5^+^ tumor stem cell lineage commitment upon Wnt depletion

**DOI:** 10.1126/sciadv.aeb8564

**Published:** 2026-07-10

**Authors:** Marika Lassila, Fatemeh Seyednasrollah, Cinzia Bessone, Maritta Räisänen, Inkeri Vuori, Davide G. Berta, Johanna Aspholm, Tatiana V. Petrova, Lauri A. Aaltonen, Kari Alitalo, Pauliina Kallio

## Abstract

Plasticity, the capability of tumor cells to go through phenotypic transitions, promotes colorectal cancer (CRC) progression and treatment resistance. Although plasticity is evident in advanced CRCs, little is known about plasticity in early-stage tumors and tumor stem cells. Here, we demonstrate that a plastic cell state (PCS) is present already in polyps from patients with familial adenomatous polyposis and in mouse intestinal adenomas, in which PCS is associated with *PROX1*^+^ tumor stem cells. We furthermore analyzed progressive plasticity upon loss of the canonical wingless-related integration site (Wnt) effector *Tcf7* or *Lef1* in *Apc* mutant mice. Deletion of either gene led to emergence of new plastic tumor cell populations, failure of leucine-rich repeat–containing G protein-coupled receptor 5 (Lgr5) tumor stem cell differentiation into enterocyte-like cells, enhanced Myc pathway activation, and increased tumor cell proliferation and tumorigenesis. Together, we demonstrate that PCS is associated with early CRC development and identify multiple potentially druggable mechanisms activated during progressive tumor cell plasticity.

## INTRODUCTION

Colorectal cancer (CRC) is one of the leading causes of cancer-related mortality worldwide (*1*). The prognosis of CRC is greatly affected by the presence of distant metastasis, and recent studies have shown, that among other factors, tumor cell plasticity drives CRC metastasis (*2*–*5*). Phenotypic plasticity, which is one of the cancer hallmarks, includes intralineage and translineage plasticity (*6*, *7*). Intralineage plasticity allows cells to revert from mature states back to progenitor states and promotes inhibition of differentiation (*6*, *7*). Upon translineage plasticity, cells can transdifferentiate from their own developmental lineage toward distinct cell lineages, as has been reported in CRC (*6*–*10*). In the context of CRC, translineage plasticity is characterized by loss of the canonical intestinal cell identity and the emergence of oncofetal and noncanonical transcriptional gene programs (*8*–*10*). It has been suggested that one of the initiating steps of progressive plasticity in CRC is loss of wingless-related integration site (Wnt)/β-catenin signaling (*9*). However, the steps following the loss of canonical tumor cell state via depletion of canonical Wnt signaling are incompletely characterized.

The Wnt/β-catenin signaling pathway is hyperactivated in most patients with CRC due to mutations in the *Adenomatous polyposis coli* (*APC*) gene, which is considered to initiate the adenoma-carcinoma sequence of CRC development (*11*–*14*). One of the target genes of the Wnt/β-catenin signaling, leucine-rich repeat–containing G protein-coupled receptor 5 (LGR5), is expressed by CRC stem cells (*15*–*17*). Paradoxically, cells expressing low levels of Lgr5 can form CRC metastases (*18*). Moreover, pharmacological inhibition of the RAS-Gly12Asp (RAS-G12D) oncoprotein converted plastic *Emp1*^+^ metastatic cells to a WNT-driven *Lgr5*^+^ state (*19*). On the other hand, the Lgr5^+^ cancer stem cells are essential for liver metastasis in preclinical mouse models (*20*). Thus, the role of Lgr5^+^ tumor cells upon plasticity and metastasis remains complex. Another Wnt/β-catenin signaling target gene in CRC is transcription factor Prospero homeobox 1 (*PROX1*), which was previously shown to be expressed by treatment-resistant tumor stem cells (*21*–*23*). The *Lgr5*^+^ and *Prox1*^+^ tumor stem cells show distinct lineage commitment in *Apc^Min/+^* tumors (*23*).

To date, tumor cell plasticity has been studied in samples derived from patients with advanced CRC and in preclinical mouse tumor models harboring multiple mutations typical of advanced CRC (*8*–*10*, *19*, *24*). To address the early developmental steps of plasticity, we first investigated tumor cells in preclinical mouse tumor models containing only *Apc* deletion. Furthermore, we investigated polyp samples from patients with familial adenomatous polyposis (FAP), which harbor mutations in the *APC* gene. In both models, we found a plastic cell state (PCS) in the *PROX1*^+^ tumor–specific stem cells of polyps and adenomas, indicating the presence of plasticity already from the earliest phase of the adenoma-carcinoma sequence. In addition, we investigated whether deletion of Wnt/β-catenin signaling mediators, T cell factor *Tcf7* or lymphoid enhancer–binding factor *Lef1* (*11*), induces progressive plasticity as speculated in a previous study (*9*). To focus on the tumor stem cells, these deletions were induced using Lgr5-Cre^ERT2^ recombinase. Deletion of either *Tcf7* or *Lef1* led to a transcriptional shift, consistent with translineage plasticity, and emergence of additional highly plastic tumor cell populations. These deletions led also to increased intralineage plasticity, reflected in the failure of *Lgr5*^+^ stem cells to commit to enterocyte-like cells, and increased expression of Inhibitor of DNA binding 1-3 (*Id1-3*) and SRY-box transcription factor 9 (Sox9) that act as inhibitors of differentiation (*25*, *26*). Moreover, we found increased expression of transcripts involved in the noncanonical Wnt signaling, increased tumor cell proliferation, and accelerated tumorigenesis via enhanced Myc signaling, all of which represent previously undescribed features of progressive plasticity.

## RESULTS

### Tumor stem cells in intestinal human polyps and mouse adenomas are highly plastic

To analyze plasticity in early-stage tumors of the large intestine, we reanalyzed published single-cell RNA sequencing (scRNA-seq) data from healthy individuals and from patients with FAP or colon carcinoma (GSE201348) (*8*, *27*). Upon clustering of the epithelial cells, we found a tumor-specific cluster, which was shared by both the FAP-polyp and carcinoma samples (Fig. 1A, fig. S1, A and B, and table S1). As expected, cells in this cluster showed high expression of *PROX1*, but unexpectedly, they also expressed multiple translineage plasticity markers, reflecting their HPCS (Fig. 1B).

**Fig. 1.**
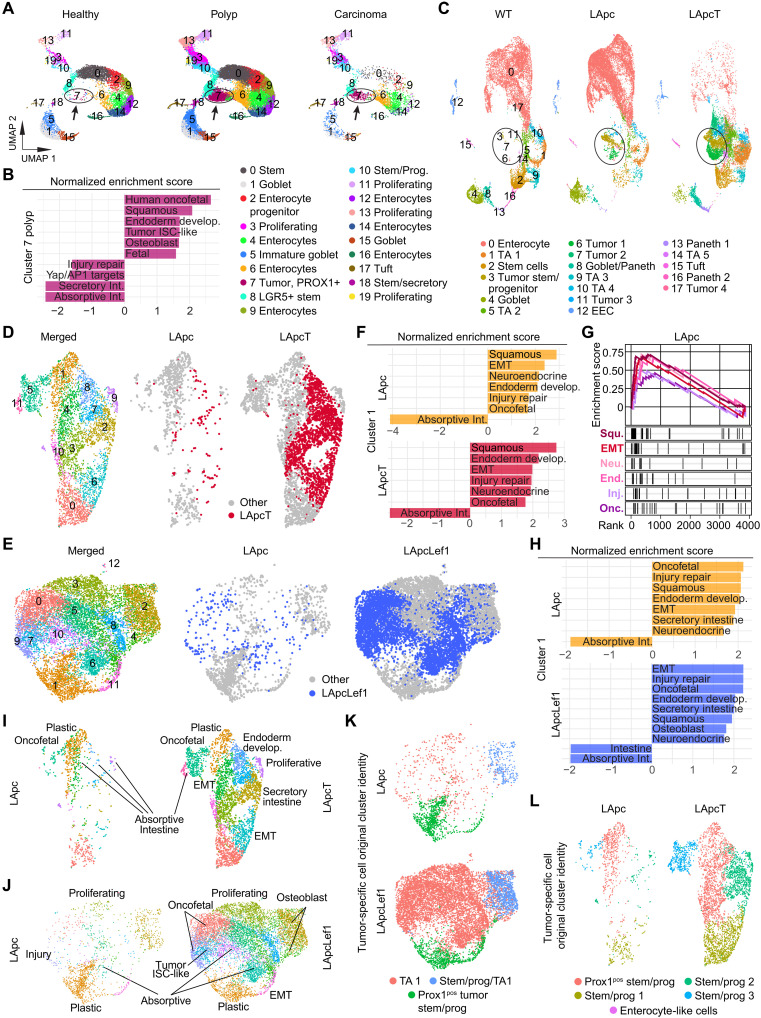
Plastic tumor stem cells are present in *APC* mutated large intestinal tumors. (**A**) Uniform manifold approximation and projection (UMAP) visualization of the *EPCAM*^+^ cells from large intestinal human healthy, FAP-polyp, and carcinoma samples. The tumor-specific cluster is encircled. (**B**) Normalized enrichment scores of canonical, noncanonical, and oncofetal gene sets analyzed using gene set enrichment analysis (GSEA) and fgsea R package applied to the cluster 7 polyp cells. Presented are gene sets with adjusted *P* (padj.) < 0.05. develop., development. ISC, intestinal stem cell. Int., intestinal. Prog., progenitor. (**C**) UMAP visualization of the *Epcam*^+^ cells in wild-type (WT), *Lgr5^EGFP-IRES-CreERT2^*; *Apc*^Δ/Δ^; Rosa26^LSL*TdTomato*^ (LApc), and *Lgr5^EGFP-IRES-CreERT2^*; *Apc*^Δ/Δ^; *Tcf7*^Δ/Δ^; Rosa26^LSL*TdTomato*^ (LApcT) samples. The tumor-specific clusters are encircled. TA, transit-amplifying. EEC, enteroendocrine. (**D**) UMAP visualization showing reclustering of the tumor-specific cells in the LApc and LApcT merged samples and visualization of the clusters enriched (red color) in the LApcT samples. (**E**) UMAP visualization showing the reclustering of the tumor-specific cells in the LApc and *Lgr5^EGFP-IRES-CreERT2^*; *Apc*^Δ/Δ^; *Lef1*^Δ/Δ^; Rosa26^LSL*TdTomato*^ (LApcLef1) merged samples and visualization of the clusters enriched (blue color) in the LApcLef1 samples. (**F**) Normalized enrichment scores of canonical, noncanonical, and oncofetal gene sets analyzed using GSEA and fgsea R package applied to the cluster 1 cells in the LApc and LApcT samples. Presented are gene sets with padj. < 0.05 (table S3). (**G**) Enrichment scores for the noncanonical and oncofetal gene signatures [squamous (Squ.), endoderm (End.), epithelial-mesenchymal transition (EMT), injury repair (Inj.), neuroendocrine (Neu.), and oncofetal (Onc.)] in the cluster 1 cells (table S3). padj. values were quantified with the Benjamini-Hochberg false discovery rate (FDR) correction. (**H**) Normalized enrichment scores of canonical, noncanonical, and oncofetal gene sets analyzed with GSEA and fgsea R package applied to the cluster 1 cells in the LApc and LApcLef1 samples. Presented are gene sets with padj. < 0.05 (table S3). (**I** and **J**) UMAPs showing annotated cluster identities in the LApc, LApcT, and LApcLef1 samples (table S3). (**K** and **L**) UMAPs showing original annotation of the tumor-specific cells in the LApc, LApcT, and LApcLef1 samples.

To study plasticity in preclinical mouse models of early-stage intestinal adenomas, we induced *Apc* deletion in Lgr5^+^ cells by administering tamoxifen to *Lgr5^EGFP-IRES-CreERT2^*; *Apc^fl/fl^*; Rosa26^LSL*TdTomato*^ (LApc) mice (fig. S2A). Furthermore, to investigate the impact of Wnt/β-catenin signaling loss, we also induced *Tcf7* deletion by tamoxifen to *Lgr5^EGFP-IRES-CreERT2^*; *Apc^fl/fl^*; *Tcf7*^*fl/fl*^; Rosa26^LSL*TdTomato*^ (LApcT) mice (fig. S2A). Deletion of *Tcf7* was confirmed by immunofluorescence staining of the Tcf1 protein encoded by *Tcf7* gene in the tumor sections 19 days after tamoxifen administration (fig. S2B). 

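The sorted small-intestinal cells carry tdTomato, which marks recombined *Lgr5*+ cells and their progeny, so that counts per gene tell what labelled cells of each genotype transcribe. LApc and LApcT denote the libraries that carry these labels. There are 2 LApc libraries (floxed *Apc*), taken 29 days after tamoxifen, and 2 LApcT libraries (floxed *Apc* and *Tcf7*), taken 19 days after it. The day therefore changes with the genotype, as does the Cell Ranger version in the matrix headers, and neither can be told apart from it. The wild-type and LApcLef1 scRNA-seq samples are not analysed here. The authors' matrices give counts of unique molecular identifiers (UMIs) per gene and barcode. They hold 10590 and 24214 barcodes for LApc replicates 1 and 2 and 8247 and 9285 for LApcT replicates 1 and 2. LApc replicate 2 holds far more barcodes than the number of sorted cells that the methods give, and the reason is not stated. The paper's limits were applied: 3000 to 85000 UMIs, 1000 to 8500 genes, at most 15% mitochondrial and at least 1% ribosomal protein UMIs, and a UMI of *Epcam*, an epithelial surface protein. This left 4353, 13370, 5033 and 5905 cells in the same order, with a median of 31163, 10583, 31209 and 30347 UMIs per cell. UMIs were summed per library over all Epcam+ cells and over tumor-like cells. LApcT was compared with LApc by the quasi-likelihood test of edgeR with TMM scaling. Every fold change is LApcT over LApc unless stated, and levels are scaled counts per 1e6 (CPM), mean ± SD over 2 libraries. After edgeR's filter on low counts, 18982 genes were tested over all cells and 15557 in tumor-like cells, and an adjusted p (Benjamini-Hochberg) under 0.05 is a call. Lists of genes were tested with camera at a preset correlation of 0.01 between genes, adjusted over 38 lists. With the correlation estimated from the data instead, 0 of 38 lists over all cells had a p under 0.05 even before adjustment. With 2 libraries per group there is little spread to estimate it from. A list call lost in that setting therefore does not show that the list is unchanged. In simulated counts 100 genes changed by 1 and 100 by 2 on the log2 scale. The test called 36 and 66 of them over all cells and 52 and 82 in tumor-like cells, so genes that were not called are not shown to be unchanged. With 2 libraries against 2, the smallest p of an exact permutation test is 0.333. The sample titles call the libraries of a genotype biological replicates 1 and 2 and name no mice, and the p-values measure only the spread between these libraries.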

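*Tcf7*, which encodes the Wnt effector Tcf1 (Ensembl ENSMUSG00000000782, chromosome 11, 52252371–52283014, minus strand of mm10), was still read in the LApcT libraries. It had 1507 and 1914 UMIs there and 305 and 693 in the LApc ones. Over all Epcam+ cells its level was 3.52 ± 1.55 CPM in LApc and 8.32 ± 0.662 CPM in LApcT (log2 fold change 1.24, standard error 0.35, adjusted p = 0.0406). Within tumor-like cells *Tcf7* fell from 39.2 ± 16.5 to 11.8 ± 0.756 CPM (log2 fold change −1.67, standard error 0.31, adjusted p = 0.0229). *Lef1*, which encodes the related effector, stood at 6.04 ± 5.00 CPM in LApc and 60.2 ± 1.68 CPM in LApcT over all cells (log2 fold change 3.31, adjusted p = 0.0182). In tumor-like cells its levels were 98.1 ± 27.2 and 96.3 ± 9.62 CPM (log2 fold change 0.00061, adjusted p = 0.999). *Apc*, the tumor suppressor deleted in both groups, was read at 85.4 ± 8.28 CPM in LApc and 87.4 ± 1.15 CPM in LApcT over all cells (log2 fold change 0.034, adjusted p = 0.786). The reporter transcript (TDTOMATO) took 83.0 and 152 of each 1e6 UMIs in the LApc libraries and 85.1 and 50.4 in the LApcT ones. The paper names neither the exons of *Tcf7* that are removed nor the end of the transcript that was read. A tag outside the removed part is still counted, so these counts check nothing about the deletion, for which the paper shows Tcf1 staining (fig. S2B). The higher level of *Tcf7* over all cells runs against the label and depends on the mix of classes: with enterocyte-like clusters left out its log2 fold change was 0.069 (adjusted p = 0.896). The *Lef1* call ended there too (adjusted p = 0.105). *Tcf7* no longer passed over all cells with the highest doublet scores left out (adjusted p = 0.0532). *Tcf7* no longer passed in tumor-like cells with the 5 unnamed clusters added (adjusted p = 0.0687). Without LApcT replicate 1 none of the calls passed (adjusted p = 0.132 for *Tcf7* over all cells, 0.132 in tumor-like cells and 0.0664 for *Lef1*). Without LApcT replicate 2 the adjusted p was 0.169, 0.130 and 0.0638 in the same order.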

To analyze tumor transcriptomics, we isolated intestinal tdTomato^+^ cells from these mice and subjected them to scRNA-seq (table S2). Furthermore, we reanalyzed our previously published scRNA-seq dataset (GSE179483) (*28*) containing tumor samples from LApc mice and mice deleted for both *Apc* and *Lef1* (*Lgr5^EGFP-IRES-CreERT2^*; *Apc*^Δ/Δ^; *Lef1*^Δ/Δ^; Rosa26^LSL*TdTomato*^) (LApcLef1) (fig. S3A). To identify tumor-specific cell clusters, we integrated intestinal epithelial samples from wild-type (WT) mice to the analysis (GSE169197) (*29*). 

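Clustered again after integration of the 4 libraries, the Epcam+ cells fell into 37 clusters (30 principal components, resolution 1.6). They were named from marker genes that the clustering itself did not use. Enterocyte-like clusters were led by *Apoc3*, *Reg1*, *Fabp1* and *Sis*, genes of fat transport, defence and sugar digestion in mature enterocytes. *Olfm4*, *Lgr5* and *Smoc2*, genes of crypt stem cells, led the stem-like cluster, and *Top2a* and *Hist1h1b*, which untangle and pack DNA in dividing cells, the proliferating-like ones. *Zg16*, *Fcgbp* and *Muc2* (mucus) led the goblet-like cluster, *Lyz1* and *Defa24* (antimicrobial granules) the Paneth-like ones, *Cck* and *Chgb* (hormones and their granules) the enteroendocrine-like ones and *Dclk1* (a kinase) the tuft-like one. Of 5 tumor-like clusters, 4 had *Ifitm1*, *Wfdc18* or *Dkk2* among their leading genes, with *Sox17*, *Prox1*, *Nkd1* or *Clu* beside them. The smallest was led by *Atp4a* and *Pgc*, genes of stomach glands. Stem-like cells rose from 1.04 ± 0.895% of LApc to 9.22 ± 0.315% of LApcT cells (log2 ratio 3.2, standard error 0.73, adjusted p = 0.0127). This call ended with clusters made without integration and with marker genes kept among the features. The adjusted p was 0.213 without LApcT replicate 1 and 0.184 without LApcT replicate 2. With enterocyte-like cells left out of the total, 73 of 1036 and 55 of 2766 LApc cells were stem-like. In LApcT 475 of 4633 and 531 of 5524 were. The LApcT shares were still higher on this total, but LApc replicate 1 lay nearer to them than to LApc replicate 2. The stem-like share was not tested on this total. A cluster of 38 cells led by *Gzma* and *Ccl5*, genes of cytotoxic lymphocytes, made up 0.0459 ± 0.0650% of LApc and 0.314 ± 0.0613% of LApcT cells (log2 ratio 3.48, standard error 1.57, adjusted p = 0.102). LApc replicate 2 held 0 of these cells, so no ratio can be measured without LApc replicate 1. The rule used left 5 clusters unnamed, which together held 3.88 ± 0.0317% of LApc and 27.2 ± 5.48% of LApcT cells (log2 ratio 2.81, standard error 0.29, adjusted p = 0.00106). Of these, a cluster led by *Olfm4* and the ion transporter *Slc12a2* held 10.7 and 11.0% of the LApcT libraries and 3.45 and 0.763% of the LApc ones. A smaller one led by *Olfm4* held 1.87 and 1.56% of the LApcT libraries and 0.0230 and 0.0224% of the LApc ones, and one led by *Wfdc18* and *Zg16* 0.139 and 0.186% of the LApcT libraries and 0.0230 and 1.94% of the LApc ones. The call on the unnamed cells ended with clusters made without integration. Cells per class were compared by the edgeR test with the library's Epcam+ cells as total.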

After filtering and unsupervised clustering, Epithelial cell adhesion molecule-positive (*Epcam*^+^) cells were reclustered, and the clusters were annotated (Fig. 1C and figs. S2, C to E, and S3, B to D). 

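In the LApcT libraries 24.2 and 20.9% of Epcam+ cells lay in tumor-like clusters, against 1.49 and 4.57% in the LApc libraries. The means were 3.03 ± 2.18% of LApc and 22.5 ± 2.37% of LApcT cells (log2 ratio 2.88, standard error 0.60, adjusted p = 0.0123). With enterocyte-like cells left out of the total, 65 of 1036 and 611 of 2766 LApc cells were tumor-like. In LApcT 1219 of 4633 and 1232 of 5524 were. On this total LApc replicate 2 lay close to LApcT replicate 2, and the share was not tested. A cluster led by *Ifitm1*, an interferon-induced membrane protein gene, with *Sox17*, an endoderm factor, held 42.5 and 48.6% of the tumor-like cells of LApcT. In LApc it held 15.4 and 24.9%. Another, with *Prox1*, *Nkd1* and *Rgcc* among its leading genes, held 24.5 and 22.0% of those in LApcT and 3.08 and 7.69% in LApc. A cluster led by *Ly6d*, *Dkk2* (a Wnt antagonist) and *Vim* (a mesenchymal filament) took 67.7 and 19.1% in LApc and 14.5 and 9.98% in LApcT. It had the most cells in its smallest library (44) and is called the cluster shared by the 4 libraries. Every tumor-like cluster had cells in each library, so it is not the only common one. One led by *Wfdc18*, *Clu* and *Anxa1* took 10.8 and 44.5% in LApc and 13.5 and 15.7% in LApcT. LApc replicate 1 gave 65 tumor-like cells, so its shares of these clusters are coarse. A further cluster, led by the nuclear receptor gene *Esrrg* and by *Cd44*, matched tumor-like and another class alike and was left unnamed. It held 6.34 and 13.9% of the LApcT libraries and 0.253 and 0.912% of the LApc ones. This cluster counts as tumor-like with naming without a lead, where the shares were 30.6 and 34.8% in LApcT and 1.75 and 5.48% in LApc. Under the first naming rule they were 13.9 and 10.7% against 1.26 and 3.43%. The class rests on marker genes alone, without wild-type cells to compare with. The edgeR call on the share ended without LApcT replicate 1 (adjusted p = 0.213), without LApcT replicate 2 (0.171) and with clusters made without integration (log2 ratio 2.48, adjusted p = 0.0574).

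**Figure D1:**
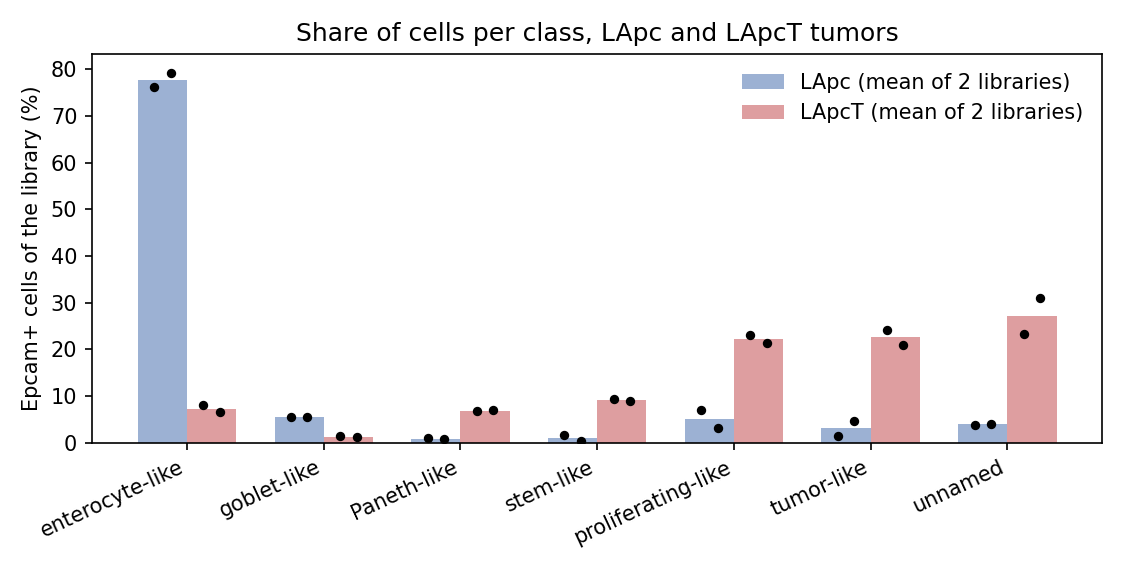
Percent of Epcam+ cells per cell class in each library, LApc and LApcT, as points with the group mean. The tumor-like points of the LApcT libraries lie at 24.2 and 20.9%, both above the LApc ones.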

*Tcf7* and *Lef1* deletions were associated with increased proportions of tumor-specific clusters, which was in line with the increased tumor burden observed in the LApcT and LApcLef1 mice compared to LApc mice (0.5, 5, and 36% for WT, LApc, and LApcT, respectively; 1, 14, and 56% for WT, LApc, and LApcLef1, respectively) (Fig. 1C, figs. S2, C and E, and S3, B and C, and table S3).

To investigate plasticity in cells of the tumor-specific clusters, we subsetted and reclustered them. We found that 5 out 12 and 7 of 13 clusters were present predominantly in the LApcT and LApcLef1 samples, respectively, indicating notable transcriptional changes in the *Tcf7*- and *Lef1*-deleted tumor cells (Fig. 1, D and E, and table S3). 

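Tumor-like cells clustered on their own fell into 16 sub-clusters. Of these, 4 held more than 80% LApcT cells when each library counts equally (81.9, 85.7, 83.4 and 98.1%). The sub-cluster with the highest LApcT share held 57 and 47 cells of LApcT replicates 1 and 2 and 0 and 1 of LApc replicates 1 and 2. At the other end, a sub-cluster with 10.6% LApcT cells took 24 of the 65 cells of LApc replicate 1, and one with 11.9% took 207 of the 611 of LApc replicate 2. The homeobox gene *Prox1* stood at 178 CPM in the sub-cluster richest in LApcT cells and at 740.1 CPM in the poorest. The number depends on the limit, with 7 sub-clusters over 70% and 1 over 90%, and no test is attached to it.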

To understand the transcriptomic signatures of each cluster, we identified differentially expressed genes (DEGs) between the cell clusters separately for the LApc, LApcT, and LApcLef1 samples and performed gene set enrichment analysis (GSEA) with canonical intestinal epithelial and translineage plasticity gene signatures. 

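Tumor-like cells with a UMI of *Prox1*, a homeobox factor, differed from those without one in several lineage programs. Squamous genes ran higher in *Prox1*-positive cells: 22 of 55 genes were higher and 4 lower (24 and 5 adjusted over the list alone; median log2 fold change 0.27, adjusted p = 3.75e-04). Squamous hits that the paper names went the other way, with *Lmo1* (log2 fold change −1.68, adjusted p = 0.00523) and *Egflam* (log2 fold change −1.07, adjusted p = 0.0140) lower and *Frmpd1* (log2 fold change −0.59, adjusted p = 0.0909) not passing. In the neuroendocrine signature 4 of 19 genes were higher and 1 lower (6 and 1 adjusted over the list alone; median log2 fold change 0.44, adjusted p = 0.0102). In the endoderm development signature 8 of 21 genes were higher and 1 lower (9 and 2 adjusted over the list alone; median log2 fold change 0.33, adjusted p = 0.0102). For the epithelial-mesenchymal transition (EMT) signature 8 of 44 genes were higher and 5 lower (13 and 5 adjusted over the list alone; median log2 fold change 0.30, adjusted p = 0.0262). The osteoblast signature moved both ways and did not pass: 4 of 24 genes were higher and 5 lower (5 and 5 adjusted over the list alone; median log2 fold change −0.075, adjusted p = 0.448). Canonical programs ran lower. In the absorptive signature 1 of 32 genes was higher and 13 lower (3 and 17 adjusted over the list alone; median log2 fold change −0.33, adjusted p = 0.0102). In the intestine signature 4 of 33 genes were higher and 13 lower (4 and 15 adjusted over the list alone; median log2 fold change −0.23, adjusted p = 0.00191). The cells were first thinned to 3000 UMIs each. This gave 46, 372, 496 and 423 positive and 19, 239, 723 and 809 negative cells in LApc replicates 1 and 2 and LApcT replicates 1 and 2. Counts were summed per library and side and compared in edgeR with the library as block. None of these list calls passed with an estimated correlation between genes (adjusted p from 0.298 to 0.600).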

In line with the human tumor data, all mouse tumor samples, including the LApc samples, showed enrichment of multiple translineage plasticity–associated gene signatures and repression of canonical intestinal epithelial signatures in cells of the cluster number 1 (Fig. 1, F to H, and fig. S4, A and B). Moreover, both LApcT and LApcLef1 samples presented multiple cell populations with high oncofetal and noncanonical plasticity signatures (Fig. 1, I and J). 

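Within tumor-like cells, oncofetal genes ran lower in LApcT than in LApc: 1 of 50 genes was higher and 27 lower (2 and 31 adjusted over the list alone; median log2 fold change −0.68, adjusted p = 2.78e-06). *Clu*, a secreted chaperone of regenerating epithelium, fell from 1159 ± 276 to 199 ± 9.39 CPM (log2 fold change −2.54, standard error 0.18, adjusted p = 0.00774). The calcium-dependent proteins *Anxa5* and *S100a11* fell from 90.2 ± 15.6 to 24.2 ± 0.0505 CPM (log2 fold change −1.88, adjusted p = 0.00774) and from 1011 ± 124 to 416 ± 3.94 CPM (log2 fold change −1.28, adjusted p = 0.00788). The keratin *Krt23* (log2 fold change −1.01, adjusted p = 0.00774), the protease inhibitor *Serpinb5* (log2 fold change −2.22, adjusted p = 0.00737) and *Ly6a*, a marker of regenerating cells (log2 fold change −1.82, adjusted p = 0.00983), fell as well. Noncanonical programs also ran lower. In the EMT signature 6 of 104 genes were higher and 52 lower (6 and 54 adjusted over the list alone; median log2 fold change −1.26, adjusted p = 1.32e-06). In the neuroendocrine signature 3 of 69 genes were higher and 31 lower (4 and 36 adjusted over the list alone; median log2 fold change −1.54, adjusted p = 5.86e-07), and in the osteoblast signature 3 of 46 genes were higher and 18 lower (4 and 20 adjusted over the list alone; median log2 fold change −0.61, adjusted p = 0.00217). For endoderm development 2 of 31 genes were higher and 16 lower (4 and 19 adjusted over the list alone; median log2 fold change −0.88, adjusted p = 0.00323), and for injury repair 4 of 85 genes were higher and 38 lower (8 and 42 adjusted over the list alone; median log2 fold change −1.16, adjusted p = 2.19e-05). Of the fetal and regenerative genes, 0 of 22 genes were higher and 13 lower (0 and 15 adjusted over the list alone; median log2 fold change −1.08, adjusted p = 3.05e-04). A cluster led by *Anxa1* and *S100a6*, with *Anxa1* at 287 CPM, which no naming rule took as tumor-like, held 4.27 and 4.40% of the LApcT libraries and 0.115 and 0.269% of the LApc ones. With all 5 unnamed clusters added to the tumor-like cells, the oncofetal list no longer passed (adjusted p = 0.583), nor did the fetal and regenerative list (0.438). These list calls did not pass with an estimated correlation (adjusted p from 0.251 to 0.475). 5 of these genes no longer passed without LApcT replicate 1 (adjusted p from 0.0505 to 0.0636). 6 of these genes no longer passed without LApcT replicate 2 (adjusted p from 0.0532 to 0.0802). *Clu*, *Anxa5*, *S100a11*, *Krt23*, *Serpinb5* and *Ly6a* no longer passed with the 5 unnamed clusters added (adjusted p from 0.115 to 0.657). *Krt23* and *Ly6a* no longer passed in the cluster shared by the 4 libraries (adjusted p from 0.110 to 0.589). *Ly6a* no longer passed with the highest doublet scores left out (adjusted p = 0.13) or with the *Anxa1*-led cluster added (0.0675).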

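*Prox1*-positive tumor-like cells carried more *Spock2*, an extracellular proteoglycan (log2 fold change 4.37, adjusted p = 6.40e-15), and *Prss56*, a protease (log2 fold change 4.30, adjusted p = 3.84e-09), than *Prox1*-negative ones. The adhesion gene *Mdga2* (3.88), the metallothionein *Mt3* (3.54), the lipid flippase *Atp10a* (3.35), the netrin *Ntng1* (3.01), *Vim*, of mesenchymal filaments (2.89), and the growth factor *Ptn* (2.86) followed on the log2 scale, with adjusted p from 1.26e-14 to 1.94e-08. *Anxa1*, an oncofetal marker, was lower (log2 fold change −1.48, adjusted p = 2.33e-08), as were the related *Anxa3* (log2 fold change −2.26, adjusted p = 1.21e-10) and *Ly6a*, a marker of regenerating epithelium (log2 fold change −1.40, adjusted p = 8.77e-04). *Lgr5*, *Tcf7* and *Lef1* of the Wnt pathway were higher, with log2 fold changes of 1.58, 1.04 and 0.94 (adjusted p = 4.65e-11, 0.00783 and 6.36e-06). *Sox4* and *Sox9* were higher (0.58 and 0.57) and *Sox17* lower (−0.56; adjusted p = 5.39e-07, 2.37e-04 and 3.06e-05). *Jun* of AP-1 (log2 fold change 0.30, adjusted p = 0.00649) and the inhibitor of differentiation *Id2* (log2 fold change 0.36, adjusted p = 0.00619) were higher. *Myc* (log2 fold change −0.52, adjusted p = 0.0205) and the proliferation gene *Mki67* (log2 fold change −0.49, adjusted p = 0.0209) were lower. As lists, canonical Wnt targets rose (14 higher and 2 lower of 22, 14 and 2 adjusted over the list alone, median 0.64, adjusted p = 4.40e-05), as did the Sox family (4 higher and 1 lower of 7, 4 and 1 adjusted over the list alone, median 0.57, adjusted p = 0.0303). Interferon response genes rose too (7 higher and 2 lower of 21, 10 and 2 adjusted over the list alone, median 0.57, adjusted p = 0.0325). The oncofetal signature ran lower (7 higher and 14 lower of 40, 8 and 16 adjusted over the list alone, median −0.24, adjusted p = 0.00169), as did fetal and regenerative genes (1 higher and 7 lower of 16, 1 and 9 adjusted over the list alone, median −0.59, adjusted p = 0.00463). Ribosome biogenesis and Myc-responsive genes (0 higher and 16 lower of 49, 0 and 22 adjusted over the list alone, median −0.29, adjusted p = 2.57e-07) and oxidative phosphorylation (0 higher and 17 lower of 28, 0 and 20 adjusted over the list alone, median −0.28, adjusted p = 9.60e-06) were lower as well. In all, 603 genes were higher and 611 lower of 9357 tested. With the sub-cluster of highest *Prox1* (1463 CPM) set against the others, in cells that were not thinned, the counts were 1505 and 1769. Grouping and depth changed together there. None of these list calls held with an estimated correlation (adjusted p from 0.206 to 0.350).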

To further explore the cells that formed the highly plastic cluster 1, we set the identity back to the original annotation (Fig. 1C) and found that *Prox1*^+^ cells established this cluster in all tumor samples (Fig. 1, K and L, and figs. S2D and S3D). To further characterize changes in the transcriptional cell states following *Tcf7* or *Lef1* deletion, we performed TissueEnrich analysis on the DEGs in the tumor-specific cells between the *Tcf7*- or *Lef1*-deleted and control tumors. We found enrichment of genes associated with squamous epithelia, including skin and esophagus, and loss of genes associated with intestinal tissues, such as small intestine, stomach, duodenum, and colon in the deleted tumor samples (fig. S4, C and D). Together, we found a subpopulation of tumor cells with PCS in both intestinal human polyps and mouse adenomas and that *Tcf7* or *Lef1* deletion drives progressive plasticity in intestinal adenomas.

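Both squamous and absorptive genes ran lower in LApcT than in LApc tumor-like cells. In the squamous signature 9 of 141 genes were higher and 61 lower (11 and 72 adjusted over the list alone; median log2 fold change −1.06, adjusted p = 1.09e-07). The keratins *Krt14* (log2 fold change −5.69, adjusted p = 0.0143) and *Krt6a* (log2 fold change −4.90, adjusted p = 0.0176) and the desmosomal cadherin *Dsc3* (log2 fold change −3.50, adjusted p = 0.0104) fell. Keratins and envelope proteins of stratified epithelium moved likewise (1 higher and 9 lower of 20, 1 and 11 adjusted over the list alone, median −1.73, adjusted p = 0.00114). A list of 6 squamous genes that the paper names from these mice rose (4 higher and 0 lower of 6, 5 and 0 adjusted over the list alone, median 1.22, adjusted p = 0.00217). How they were chosen is not stated, so they are no independent evidence. Of them *Lmo1* (log2 fold change 1.28, adjusted p = 0.0358), *Egflam* (log2 fold change 0.85, adjusted p = 0.0196), *Frmpd1* (log2 fold change 1.17, adjusted p = 0.0197) and *Hes5* (log2 fold change 7.84, adjusted p = 0.0250) rose, and *Myl3* (log2 fold change 1.60, adjusted p = 0.0876) and *Atg9b* (log2 fold change 0.42, adjusted p = 0.486) did not pass. Of the intestinal genes, the sucrase *Sis* fell from 221 ± 149.9 to 2.79 ± 1.07 CPM (log2 fold change −6.34, standard error 0.66, adjusted p = 0.00935). The apolipoprotein *Apoa4* (log2 fold change −6.85, adjusted p = 0.0201), the peptidase *Ace* (log2 fold change −4.28, adjusted p = 0.00855) and the amino acid transporter *Slc6a19* (log2 fold change −5.35, adjusted p = 0.00788) fell too. In the absorptive signature 2 of 53 genes were higher and 33 lower (2 and 37 adjusted over the list alone; median log2 fold change −2.81, adjusted p = 2.94e-06). Digestive enzymes and transporters (0 higher and 18 lower of 22, 0 and 20 adjusted over the list alone, median −4.49, adjusted p = 1.50e-08) and lipid absorption (0 higher and 12 lower of 20, 0 and 15 adjusted over the list alone, median −2.43, adjusted p = 1.01e-04) ran lower. So did xenobiotic metabolism (1 higher and 13 lower of 24, 1 and 17 adjusted over the list alone, median −3.23, adjusted p = 8.98e-04) and the secretory signature (2 higher and 17 lower of 47, 2 and 18 adjusted over the list alone, median −1.16, adjusted p = 3.09e-04). The intestine signature moved both ways and did not pass (12 higher and 10 lower of 40, 13 and 10 adjusted over the list alone, median 0.25, adjusted p = 0.249), while its factor *Cdx1* was higher (log2 fold change 1.53, adjusted p = 0.00736). Increases included the urea cycle enzyme *Cps1* (3.2 on the log2 scale), the carbonic anhydrase *Car12* (3.15) and the transglutaminase *Tgm4* (3.52). The antimicrobial *Lcn2* (−8.06) and the channel regulator *Clca4a* (−7.47) decreased. In all, edgeR called 1899 genes higher and 2308 lower, but 17 and 109 without LApcT replicate 1 and 3 and 16 without LApcT replicate 2. Without LApc replicate 1 it called 3800 and 3832. *Myl3* passed without LApc replicate 1 (adjusted p = 0.0159) or LApc replicate 2 (0.0101). *Krt6a* and *Hes5* no longer passed without LApc replicate 2 (adjusted p from 0.0544 to 0.0649). 11 of these genes no longer passed without LApcT replicate 1 (adjusted p from 0.0523 to 0.195). 15 of these genes no longer passed without LApcT replicate 2 (adjusted p from 0.0532 to 0.229). *Krt14*, *Krt6a*, *Lmo1*, *Egflam*, *Frmpd1*, *Apoa4*, *Cdx1*, *Cps1*, *Car12*, *Tgm4* and *Clca4a* no longer passed with the 5 unnamed clusters added (adjusted p from 0.0518 to 0.968). *Krt14*, *Dsc3* and *Frmpd1* no longer passed in the cluster shared by the 4 libraries (adjusted p from 0.216 to 0.878). *Krt14*, *Dsc3* and *Lmo1* no longer passed under the first naming rule (adjusted p from 0.146 to 0.871). *Lmo1* no longer passed with naming without a lead (adjusted p = 0.0782). *Krt6a* and *Tgm4* no longer passed with clusters made without integration (adjusted p from 0.0641 to 0.156). *Lmo1*, *Egflam* and *Frmpd1* no longer passed with the highest doublet scores left out (adjusted p from 0.0587 to 0.137). *Krt6a* no longer passed with the *Anxa1*-led cluster added (adjusted p = 0.0826). *Cps1* turned with the 5 unnamed clusters added (log2 fold change −0.062) and *Frmpd1* turned in the cluster shared by the 4 libraries (log2 fold change −0.14). The list of stratified epithelium ended in the shared cluster (adjusted p = 0.0858). Free enterocyte RNA stays open as a source of absorptive UMIs, and with an estimated correlation these list calls had adjusted p from 0.251 to 0.731.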

### *Tcf7* or *Lef1* deletion in intestinal adenomas boosts translineage plasticity

As translineage plasticity can influence all tumor cells and not just tumor-specific cells, we returned to analyze the dataset comprising all tumor cells. In addition to analyzing canonical intestinal epithelial and translineage plasticity gene signatures (table S3), we also included a list of Yes-associated protein 1 (Yap1) target genes and genes encoding Activator protein 1 (AP-1) subunits and their target genes, which have been shown to control oncofetal reprogramming (*9*). GSEA of the DEGs revealed decreased expression of canonical intestinal epithelial gene sets and enriched expression of oncofetal and noncanonical plasticity gene sets in both *Tcf7*- or *Lef1*-deleted tumor cells (Fig. 2, A to C). 

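Over all Epcam+ cells, genes of the mature absorptive epithelium fell in LApcT: 1 of 54 genes was higher and 46 lower (1 and 47 adjusted over the list alone; median log2 fold change −3.83, adjusted p = 7.06e-12). The detoxifying enzyme *Cyp3a11* fell from 442 ± 466 to 0.533 ± 0.0766 CPM (log2 fold change −9.69, standard error 1.32, adjusted p = 0.00607), and the apolipoprotein *Apoc3* from 2055 ± 1077 to 9.52 ± 1.04 CPM (log2 fold change −7.75, adjusted p = 0.00131). Lactase (*Lct*, log2 fold change −7.54, adjusted p = 6.28e-04) and the glucose transporter *Slc2a2* (log2 fold change −7.25, adjusted p = 6.28e-04) fell as well. The secretory signature also ran lower (8 higher and 29 lower of 59, 9 and 29 adjusted over the list alone, median −1.69, adjusted p = 0.0133). Oncofetal genes ran higher: 14 of 50 genes were higher and 5 lower (11 and 5 adjusted over the list alone; median log2 fold change 0.87, adjusted p = 0.0393). The noncanonical lists moved both ways and did not pass: squamous (38 higher and 36 lower of 181, 35 and 25 adjusted over the list alone, median 0.13, adjusted p = 0.763) and EMT (27 higher and 33 lower of 133, 25 and 31 adjusted over the list alone, median −0.36, adjusted p = 0.633). The neuroendocrine (13 higher and 29 lower of 107, 8 and 20 adjusted over the list alone, median −0.52, adjusted p = 0.282) and osteoblast lists (9 higher and 18 lower of 55, 9 and 17 adjusted over the list alone, median −0.40, adjusted p = 0.299) did not pass either. Single genes that rose include the cell cycle regulator *Rgcc* (4.85 on the log2 scale), the homeobox gene *Msx1* (4.82) and the stem cell factor *Ascl2* (3.82). The growth factor binder *Igfbp4* (3.70) and *Mycl*, of the Myc family (3.45), followed, with adjusted p from 6.28e-04 to 0.0126 over the 5 genes. In all, edgeR called 5068 genes higher and 5322 lower, 1559 and 2110 without LApcT replicate 1 and 1410 and 2058 without LApcT replicate 2. From its enrichment analysis and its module scores the paper concludes that deletion of *Tcf7* or *Lef1* boosts translineage plasticity. These sums mix changes within classes with changed shares of classes. *Msx1* and *Igfbp4* no longer passed with enterocyte-like clusters left out (adjusted p from 0.0513 to 0.0554). The oncofetal list no longer passed with enterocyte-like clusters left out (adjusted p = 0.500), where the squamous list ran lower (0.0129). The oncofetal call also ended without LApc replicate 1 (adjusted p = 0.0571) or LApcT replicate 1 (0.0650). The absorptive, secretory and oncofetal lists had adjusted p = 0.712, 0.712 and 0.913 with an estimated correlation.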

To explore this in more detail, we calculated the expression of these gene modules for each cell in each treatment group and plotted the values. 

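Scored per cell and averaged per library, the oncofetal signature stood at −0.0849 ± 0.0359 in LApc and 0.0787 ± 0.0124 in LApcT over all Epcam+ cells. The absorptive signature was at 0.629 ± 0.113 in LApc and −0.292 ± 0.00991 in LApcT and the secretory signature at 0.0584 ± 0.0250 in LApc and −0.0749 ± 0.00452 in LApcT. Both LApcT libraries lay above both LApc libraries in the oncofetal score and below them in the absorptive score (exact permutation p = 0.333 each, two-sided, the smallest that 2 against 2 can give). The squamous (−0.0228 ± 0.00545 in LApc and −0.0287 ± 7.85e-04 in LApcT) and osteoblast scores (0.0222 ± 2.22e-04 in LApc and −0.00606 ± 0.00196 in LApcT) differed by less. A score of 6 squamous genes that the paper names from these mice was −0.0125 ± 0.00367 in LApc and 0.0189 ± 0.00275 in LApcT, which is no independent evidence. Within tumor-like cells the direction of the oncofetal score turned, with 0.232 ± 0.00765 in LApc and 0.0884 ± 0.00979 in LApcT, and the absorptive score was −0.171 ± 0.151 in LApc and −0.371 ± 0.00179 in LApcT. The score is the mean of a signature's genes in a cell minus that of control genes of like level, so its zero has no meaning of its own.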

Although *Apc* deletion increased expression of the oncofetal gene signature and decreased the absorptive gene signature compared to the WT samples, additional deletion of *Tcf7* or *Lef1* substantial boosted these effects (Fig. 2, D to G). These results indicate that the deletion of either *Tcf7* or *Lef1* boosts translineage plasticity. Moreover, we analyzed expression of genes known to be either up-regulated or down-regulated 24 hours after diphtheria toxin induced loss of Lgr5^+^ tumor cells (*20*). A gene signature for genes up-regulated upon loss of the Lgr5^+^ cells was enriched in both LApcT and LApcLef1 samples compared to their control tumors (table S3). In addition, a gene signature for genes down-regulated upon loss of Lgr5^+^ cells was enriched in the LApcT tumor samples (table S3). Thus, these results suggest that genes activated upon loss of the Lgr5^+^ tumor cells are also activated upon *Tcf7* or *Lef1* deletion–induced progressive plasticity.

**Fig. 2.**
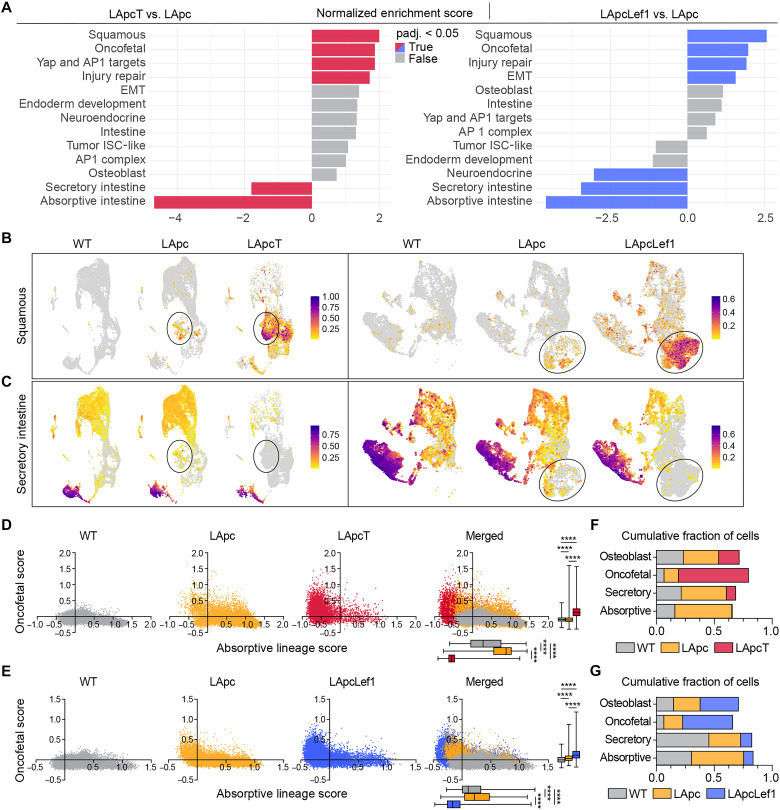
Deletion of either *Tcf7* or *Lef1* leads to loss of the canonical intestinal epithelial cell state. (**A**) Normalized enrichment scores of canonical, noncanonical, and oncofetal gene sets analyzed with GSEA and fgsea R packages in the LApcT or LApcLef1 versus LApc samples. Gene scores with padj. < 0.05 are presented in red or blue, and gene scores with padj. > 0.05 in gray. For statistical analysis, Benjamini-Hochberg FDR correction was used. (**B** and **C**) Module enrichment score (MES) plots showing the expression of (B) squamous hits (*Myl3*, *Lmo1*, *Egflam*, *Frmpd1*, *Hes5*, and *Atg9b*) and (C) secretory intestine gene signatures. The tumor-specific clusters are encircled. Color scale indicates the MES levels. Statistical significances were quantified with one-way analysis of variance (ANOVA) and Tukey post hoc test with the Benjamini-Hochberg method and are presented in table S3. (**D** and **E**) Scatter plots showing cell state distribution along the absorptive-oncofetal spectrum across the WT (gray), LApc (orange), LApcT (red), and LApcLef1 (blue) samples. Statistical tests used: one-way ANOVA and Tukey’s multiple-comparison test. ****P < 0.0001. (**F** and **G**) Distribution of module proportions in the WT (gray), LApc (orange), LApcT (red), and LApcLef1 (blue) samples. The module labels are based on the >0.75 quantile score for each cell and gene module (Materials and Methods).

To explore whether samples from patients with CRC and low canonical WNT signaling score show a high transplasticity score, we explored these correlations in microarray data derived from patients with CRC (GSE39582) (*30*). As expected, we found the highest canonical intestinal epithelial score (HiCol score: 10) in patient samples with the highest WNT score (fig. S5A). In contrast, the highest squamous score (HiSquam score: 10) was found in cells with the lowest WNT score (fig. S5B). In line with this, samples with the lowest *TCF7* expression also showed the lowest canonical intestinal epithelial score and the HiSquam score (fig. S5, C and D). However, no correlation was found between *LEF1* expression and canonical intestinal epithelial or squamous scores (fig. S5, E and F). Together, we found a negative correlation between WNT/*TCF7* and the transplasticity squamous signature also in samples from patients with CRC.

### Genes encoding AP-1 subunits are activated following *Tcf7* or *Lef1* deletion

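Open chromatin was read as peaks, stretches where the Tn5 transposase cut often, in sorted tdTomato+ cells of 4 LApc and 4 LApcLef1 mice. The authors called peaks per library with MACS2 and deposited each list with a score per peak, taken here as the −log10 p of the call. The lists hold 163552, 191959, 243075 and 192412 peaks in LApc replicates 1 to 4 and 179223, 211834, 231490 and 187918 in LApcLef1 replicates 1 to 4. The means are 197749.5 ± 33095 and 202616 ± 23678 (exact permutation p = 0.83). At *Lef1* itself (Ensembl ENSMUSG00000027985, chromosome 3, 131110471–131224356, plus strand of mm10) lie 7 consensus peaks, of which 2 near its start were called in all 8 libraries. None was called in at least 3 libraries of 1 group and in no library of the other. The Tn5 insertion counts that the paper tested are not in the files, so a peak counts here as called or not called in a library. Scores were used only to rank peaks within a list. Consensus peaks that do not overlap were picked from the 8 lists by rank, and counted as called in a library with a peak starting within 250 bp. Of them, 174848 were called in at least 2 libraries and 80326 in all 8. Motifs of 14 factors were searched as consensus patterns in the 50000 highest-scoring peaks per library. Shares were compared by an exact permutation test, for which 0.0286 is the smallest p that 4 against 4 can give. After Benjamini-Hochberg adjustment over 14 motifs a call would need at least 9 motifs at that p.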

To explore how oncofetal programming is affected by deletion of Wnt effectors, we analyzed chromatin accessibility in LApcLef1 and LApc tumors using assay for transposase-accessible chromatin sequencing (ATAC-seq). 

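Of the 50000 highest-scoring peaks, 15.2 ± 0.660% in LApc and 16.8 ± 1.04% in LApcLef1 carried an AP-1 motif, bound by dimers of Fos and Jun proteins. LApcLef1 replicates 2 to 4 stood at 16.9, 17.8 and 17.1%, above all 4 LApc libraries (16.1, 15.2, 14.8 and 14.7%). LApcLef1 replicate 1 lay among the LApc libraries at 15.4% (exact permutation p = 0.0571, adjusted p = 0.600 over 14 motifs). A SOX motif, read by factors such as Sox4, Sox9 and Sox17, was present in 4.20 ± 0.0689% in LApc and 4.46 ± 0.236% in LApcLef1 (exact permutation p = 0.0857; without LApcLef1 replicate 1, p = 0.0286). The TEAD motif, through which Yap1 acts, was carried by 4.61 ± 0.105% in LApc and 4.60 ± 0.185% in LApcLef1 (exact permutation p = 0.943). For TCF/LEF, to which Lef1 itself binds, the shares were 3.74 ± 0.173% in LApc and 3.74 ± 0.176% in LApcLef1 (exact permutation p = 0.971). Peaks called in at least 3 libraries of 1 group and none of the other number 3371 in LApcLef1 and 1232 in LApc. An AP-1 motif was in 1394 (41.4%) of the former and 106 (8.60%) of the latter (log2 odds ratio 2.90), against 16.3% of peaks called in all 8 libraries. The shares were 12.0% and 3.81% for SOX (log2 odds ratio 1.76) and 8.51% and 4.46% for TCF/LEF (0.98). Peaks are not independent replicates, so the 8 libraries were split 4 against 4 in all 35 ways. For AP-1, 3 splits, the real one included, gave a ratio as large (highest other 3.31, with replicate 1 of LApc and LApcLef1 exchanged), and for SOX 3 did, likewise with the real one (highest other 2.77), so neither passed. Near *Prox1*, LApcLef1 peaks lay at chromosome 1, 190197786–190198286, with a SOX motif, and 190214668–190215168, with SOX and TCF/LEF motifs. Near *Myc* 1 lay at chromosome 15, 61991660–61992160, with AP-1 and TCF/LEF motifs, and *Sox13* had 3 and *Msx1* 2. Each was called in 3 LApcLef1 libraries and in no LApc library. The reverse held for 1 peak each near *Fosl2*, an AP-1 subunit (chromosome 5, 32149925–32150425), and *Id2* (chromosome 12, 25094523–25095023), called in 3 LApc libraries and in no LApcLef1 library.

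**Figure D2:**
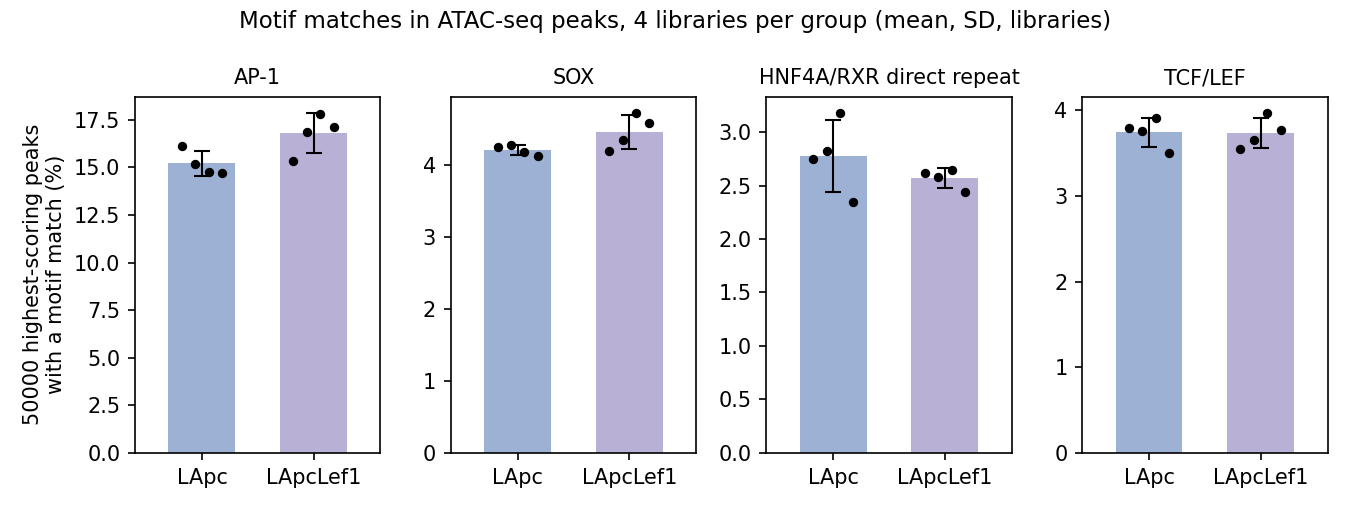
Percent of the 50000 highest-scoring peaks of each library that carry a motif, LApc and LApcLef1, as points with the group mean. LApcLef1 replicate 1 lies at 15.4% for AP-1, among the LApc points, and the other LApcLef1 libraries lie above them.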

We found that *Lef1* deletion increased chromatin accessibility at the transcription factor (TF) motifs of AP-1 subunits’ *Fos*, *Fosl2*, *Jun*, *Batf*, *Fosl1*, *Jund*, and *Junb*, which are drivers of oncofetal reprogramming (*9*), and multiple Sox family members, including *Sox17* (Fig. 3A). 

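The direct repeat bound by Hnf4a and by Rxra with its partners, factors that keep the absorptive program, was found in 2.77 ± 0.338% in LApc and 2.57 ± 0.0929% in LApcLef1 of the 50000 highest-scoring peaks (exact permutation p = 0.314; without LApc replicate 4, p = 0.0286). The CDX motif, read by intestinal homeobox factors, was carried by 13.5 ± 0.0927% in LApc and 13.6 ± 0.415% in LApcLef1 (exact permutation p = 0.629). GATA, of the Gata4 and Gata6 factors, was carried by 14.0 ± 0.565% in LApc and 14.0 ± 0.395% in LApcLef1 (exact permutation p = 0.971). Near *Rxra*, whose protein pairs with other nuclear receptors, 1 peak was called in LApc alone (chromosome 2, 27719999–27720499) and 2 in LApcLef1 alone. Near *Ppard*, a fatty acid receptor, 1 was called in LApcLef1 alone. The direct repeat was in 0.979% of the 3371 LApcLef1 peaks, 2.03% of the 1232 LApc peaks and 2.74% of those in all 8 libraries (log2 odds ratio −1.07), and 17 of 35 splits, the real one included, gave a ratio as large. Near genes of the absorptive signature lay 4 LApcLef1 and 16 LApc peaks of 1 group alone (exact permutation p = 0.0571 over the 35 splits). Fatty acid oxidation genes had 0 LApcLef1 and 9 LApc peaks (exact permutation p = 0.0286), and canonical Wnt targets 21 LApcLef1 and 0 LApc peaks (p = 0.0857). Noncanonical Wnt genes had 15 LApcLef1 and 0 LApc peaks (exact permutation p = 0.0286), and oncofetal genes 22 LApcLef1 and 1 LApc peaks (p = 0.143). These tests near genes were added after the peaks had been seen, and their adjusted p over 38 lists was at least 0.362. Peaks of 1 group have a lower GC content (47.4 and 47.2%) than peaks called in all 8 libraries (51.4%), so a comparison of motifs with the latter also reflects sequence.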

We also found decreased chromatin accessibility at the TF motifs of *Hnf4a*, *Nr2f6*, *Rxra*, *Ppard*, and *Rxrg*, which act as protectors of canonical intestinal epithelial features (Fig. 3B) (*9*). Furthermore, we explored published TF motif enrichment analysis of ATAC-seq data from patients with CRC submitted to The Cancer Genome Atlas (*10*) and found loss of accessibility at sites that contained motifs for *TCF7* and *LEF1* in patients with a high squamous gene signature, thus supporting our findings.

**Fig. 3.**
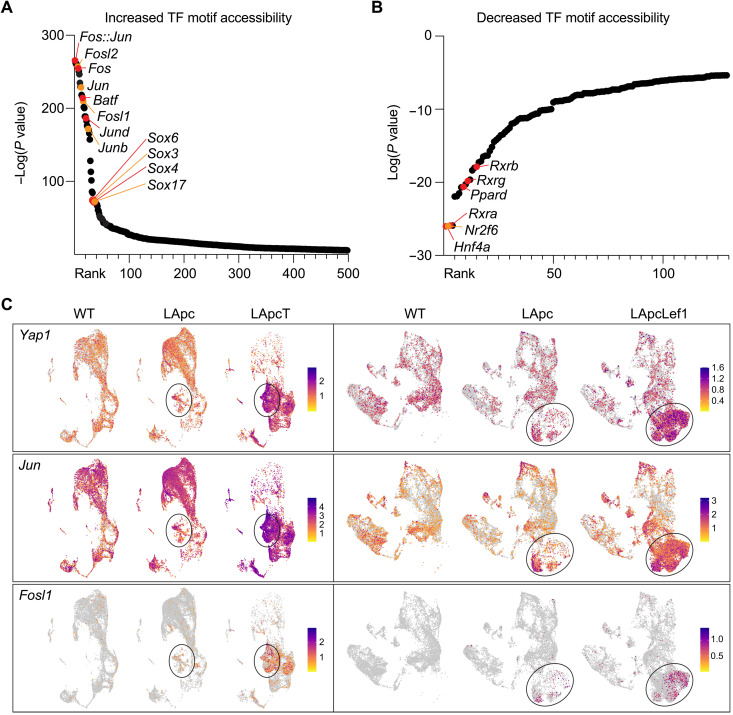
Modulation of chromatin accessibility and expression of subunits of the AP-1 complex in the *Tcf7-* or *Lef1*-deleted *Apc* mutant tumor cells. (**A** and **B**) Tdtomato^+^ fluorescence-activated cell sorting (FACS)–sorted tumor cells from four LApc and four LApcLef1 mice were subjected to ATAC-seq. Enrichment of transcription motifs (TF) for (A) more and (B) less accessible regions was analyzed with simple enrichment analysis (SEA; Materials and Methods). Elbow plots showing TF activity in LApcLef1 versus LApc tumor samples. Table S3 shows the *P* values for the presented genes from top rank to lowest. (**C**) Feature plots showing the expression of *Yap1*, *Jun*, and *Fosl1* in the indicated samples. The color scale indicates gene expression levels. Statistical significances were quantified with one-way ANOVA and Tukey post hoc test with the Benjamini-Hochberg method and are presented in table S3.

To investigate whether changes in chromatin accessibility of TF motifs correlate with altered RNA expression, we analyzed scRNA-seq data from the WT, LApc, LApcT, and LApcLef1 samples. In line with the ATAC-seq results, several oncofetal markers, including, e.g., *Yap1*, *Anxa1*, *Fos*, *Fosl1*, and Sox family members (e.g., *Sox4*, *Sox13*, and *Sox17*), were more highly expressed in LApcT and LApcLef1 cells than in LApc tumor cells (Fig. 3C and fig. S6). However, despite the decreased chromatin accessibility of their TF motifs, the *Hnf4a*, *Nr2f6*, *Rxra*, *Ppard*, and *Rxrg* transcripts were not decreased in LApcT or LApcLef1 versus LApc samples (fig. S7A). 

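Over all Epcam+ cells *Sox4*, a factor of progenitor cells, rose from 37.1 ± 10.1 to 264 ± 21.2 CPM (log2 fold change 2.83, standard error 0.23, adjusted p = 0.00173). *Yap1*, a coactivator of regeneration genes, rose from 34.0 ± 3.64 to 58.6 ± 4.31 CPM (log2 fold change 0.79, adjusted p = 0.00747). *Anxa1* (Ensembl ENSMUSG00000024659, chromosome 19, 20373428–20390944, minus strand) stood at 14.6 ± 15.5 CPM in LApc and 35.3 ± 4.16 CPM in LApcT (log2 fold change 1.27, adjusted p = 0.290). *Fosl1*, an AP-1 subunit, was at 1.73 ± 1.40 CPM in LApc and 6.95 ± 0.576 CPM in LApcT (log2 fold change 2.0, adjusted p = 0.0590) and *Sox17* at 9.04 ± 9.80 CPM in LApc and 83.4 ± 3.23 CPM in LApcT (log2 fold change 3.2, adjusted p = 0.0518). *Fos* (log2 fold change −1.34, adjusted p = 0.0532), *Junb* (log2 fold change −0.87, adjusted p = 0.0532) and *Jun* (log2 fold change −0.40, adjusted p = 0.366) of AP-1 and *Sox13* (log2 fold change −0.063, adjusted p = 0.748) did not pass, nor did *Fosb* (log2 fold change −0.64, adjusted p = 0.390), *Fosl2* (log2 fold change −0.72, adjusted p = 0.0568) or *Batf* (log2 fold change −0.73, adjusted p = 0.313). Within tumor-like cells *Anxa1* fell from 144 ± 32.7 to 48.0 ± 1.62 CPM (log2 fold change −1.60, adjusted p = 0.00935). The unnamed cluster with the most *Anxa1* (287 CPM) lies outside this class. It held 215 and 260 cells of LApcT replicates 1 and 2 and 5 and 36 of LApc replicates 1 and 2. *Sox13* (log2 fold change 0.75, adjusted p = 0.0301) and *Sox17* (log2 fold change 1.12, adjusted p = 0.0120) rose in tumor-like cells. *Yap1* (log2 fold change 0.23, adjusted p = 0.0874), *Fos* (log2 fold change 0.71, adjusted p = 0.230), *Fosl1* (log2 fold change 0.58, adjusted p = 0.131) and *Sox4* (log2 fold change 0.10, adjusted p = 0.353) did not pass there, nor did *Fosb* (log2 fold change 1.36, adjusted p = 0.189) or *Fosl2* (log2 fold change −0.45, adjusted p = 0.115). No list passed over all cells: AP-1 subunits (0 higher and 1 lower of 11, 0 and 1 adjusted over the list alone, median −0.64, adjusted p = 0.299), Yap and AP-1 targets (3 higher and 1 lower of 9, 3 and 1 adjusted over the list alone, median 1.16, adjusted p = 0.621) or the Sox family (3 higher and 2 lower of 11, 3 and 2 adjusted over the list alone, median 0.39, adjusted p = 0.621). *Anxa1*, *Fosl1* and *Sox17* passed as higher over all cells without LApc replicate 1 (adjusted p from 5.02e-06 to 0.0117) or LApc replicate 2 (from 3.31e-06 to 3.32e-05). *Fos*, *Junb* and *Fosl2* passed as lower over all cells without LApc replicate 1 (adjusted p from 3.90e-05 to 0.00146) or LApc replicate 2 (from 0.00383 to 0.0409). Their size moved too: the log2 fold change of *Anxa1* was 0.49 without LApc replicate 1 and 3.26 without LApc replicate 2, and the latter gave 3.22 for *Fosl1*, 5.30 for *Sox17*, −0.76 for *Fos*, −0.46 for *Junb* and −0.37 for *Fosl2*. *Yap1* no longer passed over all cells without LApcT replicate 1 (adjusted p = 0.0512) or LApcT replicate 2 (0.0725). *Yap1* and *Fosl2* passed in tumor-like cells without LApc replicate 1 (adjusted p from 6.07e-04 to 0.0142). *Fos* and *Fosl1* passed in tumor-like cells without LApc replicate 2 (adjusted p from 0.0143 to 0.0164). *Anxa1*, *Sox13* and *Sox17* no longer passed in tumor-like cells without LApcT replicate 1 (adjusted p from 0.0691 to 0.112) or LApcT replicate 2 (from 0.0775 to 0.247). *Anxa1*, *Sox13* and *Sox17* no longer passed in tumor-like cells with the 5 unnamed clusters added (adjusted p from 0.157 to 0.462) or in the cluster shared by the 4 libraries (from 0.100 to 0.277). *Sox13* no longer passed in tumor-like cells under the first naming rule (adjusted p = 0.115). *Anxa1* no longer passed in tumor-like cells with the highest doublet scores left out (adjusted p = 0.0697). With enterocyte-like clusters left out the log2 fold change of *Anxa1* over all cells was −0.21 (standard error 0.94, adjusted p = 0.883). That of *Sox13* was 0.81 (standard error 0.23, adjusted p = 0.0764). *Sox13* also changed sign without LApc replicate 1 (log2 fold change 0.049) or LApcT replicate 1 (0.11). The direction of both genes over all cells is therefore not resolved. DESeq2 called *Fosl1* and *Sox17* over all cells (adjusted p = 0.00115 and 0.00727).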

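*Hnf4a*, the nuclear receptor that drives enterocyte genes, stood at 186 ± 7.21 CPM in LApc and 172 ± 9.35 CPM in LApcT over all Epcam+ cells (log2 fold change −0.11, standard error 0.083, adjusted p = 0.314). *Nr2f6*, an orphan receptor, was at 67.7 ± 6.85 CPM in LApc and 59.6 ± 0.319 CPM in LApcT (log2 fold change −0.18, adjusted p = 0.185). *Rxra*, the partner of many nuclear receptors, fell from 40.2 ± 1.57 to 10.5 ± 0.642 CPM (log2 fold change −1.93, adjusted p = 8.27e-04). *Ppard*, a fatty acid receptor, fell from 79.4 ± 33.4 to 26.5 ± 0.106 CPM (log2 fold change −1.59, adjusted p = 0.0163), and *Rxrg* was too low to be tested. In tumor-like cells *Hnf4a* rose from 79.2 ± 9.98 to 149 ± 6.24 CPM (log2 fold change 0.90, adjusted p = 0.0113) and *Ppard* fell (log2 fold change −0.59, adjusted p = 0.0237). *Nr2f6* (log2 fold change 0.27, adjusted p = 0.0975) and *Rxra* (log2 fold change −0.32, adjusted p = 0.230) did not pass there. A list of epithelial identity factors ran lower over all cells: 1 of 18 genes was higher and 12 lower (3 and 12 adjusted over the list alone; median log2 fold change −0.79, adjusted p = 0.00696). Its members *Hnf4g* and *Nr1h4*, the bile acid receptor, had log2 fold changes of −2.04 and −2.91. In tumor-like cells the list did not pass (3 higher and 2 lower of 18, 3 and 2 adjusted over the list alone, median 0.12, adjusted p = 0.432). The paper states that transcripts of these receptors were not lower, and takes its results overall to mean that *Tcf7* and *Lef1* suppress progressive plasticity. *Nr2f6* passed over all cells without LApc replicate 2 (adjusted p = 0.00903). *Ppard* no longer passed over all cells without LApcT replicate 1 (adjusted p = 0.0878) or LApcT replicate 2 (0.0865). *Nr2f6* and *Rxra* passed in tumor-like cells without LApc replicate 1 (adjusted p from 0.00435 to 0.0419). *Hnf4a* and *Ppard* no longer passed in tumor-like cells without LApcT replicate 1 (adjusted p from 0.0858 to 0.210) or LApcT replicate 2 (from 0.110 to 0.274). *Hnf4a* and *Ppard* no longer passed in tumor-like cells with the 5 unnamed clusters added (adjusted p from 0.109 to 0.510). *Ppard* no longer passed in tumor-like cells in the cluster shared by the 4 libraries (adjusted p = 0.942), under the first naming rule (0.105), with clusters made without integration (0.0726) or with the highest doublet scores left out (0.101). *Ppard* turned in the cluster shared by the 4 libraries (log2 fold change 0.036). With enterocyte-like clusters left out, *Ppard* (adjusted p = 0.0548) and the list (0.110) no longer passed over all cells, and with an estimated correlation the list did not either (0.712).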

Overall, these results further indicated that *Tcf7* and *Lef1* suppress progressive plasticity in intestinal adenomas.

As subunits of the AP-1 complex also function as effectors of noncanonical Wnt/planar cell polarity (PCP) signaling pathway (*31*), we investigated whether deletion of *Tcf7* or *Lef1* drives expression of additional noncanonical Wnt signaling components belonging to Wnt/PCP or Wnt/Ca^2+^ pathway. In the tumor scRNA-seq data, module enrichment score (Materials and Methods) for noncanonical Wnt was increased especially in the tumor-specific cell clusters upon *Tcf7* or *Lef1* deletion (fig. S7B). These results suggest increased activation of the noncanonical Wnt signaling in association with progressive plasticity.

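The noncanonical Wnt receptor gene *Ror2* rose in LApcT over all Epcam+ cells, from 9.17 ± 2.38 to 70.6 ± 4.05 CPM (log2 fold change 2.94, standard error 0.21, adjusted p = 0.00146). In tumor-like cells it rose from 36.9 ± 5.02 to 84.4 ± 4.80 CPM (log2 fold change 1.22, adjusted p = 0.00915). *Nfatc2*, a calcium-responsive factor (log2 fold change 2.67, adjusted p = 0.00252), and the phospholipase *Plcb4* (log2 fold change 1.86, adjusted p = 8.41e-04) rose over all cells, and *Cdc42*, a small GTPase (log2 fold change −1.03, adjusted p = 0.00158), fell. In tumor-like cells the phospholipase *Plcb1* (log2 fold change −2.41, adjusted p = 0.00736) and the planar polarity gene *Prickle1* (log2 fold change −3.95, adjusted p = 0.00736) fell. A list of noncanonical Wnt genes was written for this comparison, since the paper's own list was not at hand, and it moved both ways. Over all cells 13 of 48 were higher and 12 lower (13 and 10 adjusted over the list alone; median log2 fold change −0.032, mean 0.16, adjusted p = 0.863). In tumor-like cells 3 of 46 were higher and 8 lower (3 and 8 adjusted over the list alone; median log2 fold change 0.033, mean −0.44, adjusted p = 0.502). Its score per library was −0.0145 ± 0.00463 in LApc and −0.00835 ± 0.00201 in LApcT over all cells (exact permutation p = 0.333). In tumor-like cells it was 0.00175 ± 0.0131 in LApc and −0.0150 ± 0.00225 in LApcT (exact permutation p = 0.333). *Ror2* no longer passed in tumor-like cells without LApcT replicate 1 (adjusted p = 0.0706). *Ror2*, *Plcb1* and *Prickle1* no longer passed in tumor-like cells without LApcT replicate 2 (adjusted p from 0.0524 to 0.0866). *Cdc42* and *Plcb4* no longer passed over all cells with enterocyte-like clusters left out (adjusted p from 0.0598 to 0.113). *Plcb1* no longer passed in tumor-like cells with the 5 unnamed clusters added (adjusted p = 0.0760).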

### *Kras* mutation suppresses Lef1 and Prox1 expression in intestinal adenomas

It has been suggested that in CRC, suppression of the canonical Wnt-high tumor state enables oncofetal reprogramming, leading to a noncanonical cell state that drives CRC progression (*9*). Although nongenetic and genetic drivers for such reprogramming have been reported (*8*–*10*), the mechanisms initiating plasticity reprogramming are incompletely understood. As loss-of-function mutations in the WNT effectors *TCF7* and *LEF1* are rare in patients with CRC (*8*), loss of canonical WNT pathway activity must be driven by other factors. *Kras* mutations have been shown to switch canonical Wnt activation from a hyperactive to a hypoactive state in preclinical intestinal tumor models (*32*). To assess whether mutant *Kras* affects the expression of T cell factor 1 (Tcf1) and Lef1, we stained them in tumor sections from *Apc^Min/+^* and *Apc^Min/+^; Kras^LSL-G12D/+^*; *Villin*-Cre^ERT2^ mice (fig. S8A). We also stained the sections for Prox1, which is a Wnt target gene highly expressed by *Apc* mutant CRC tumors (*21*, *33*) and which is expressed by *Apc^Min/+^* and CRC tumor stem cells (*22*, *23*). In line with the hypoactive canonical Wnt signaling state following *Kras* mutation, we found decreased expression of Lef1 and Prox1, but not Tcf1, in the *Kras* mutant tumors (fig. S8, B to G). To further evaluate this in samples from patients with CRC, we analyzed microarray data from samples of patients with Consensus molecular subtyped (CMS-subtyped) CRC (GSE39582) (*30*). We found that in the CMS3-subtype tumors that are characterized by *KRAS* mutation, *LEF1* expression was lower than in the other CMS subtypes (*28*, *34*). In addition, *TCF7* expression was lower in the CMS3 samples when compared to Wnt-high CMS2 samples (fig. S8H). In summary, our results from mouse tumors and data from patients with CRC indicate that *KRAS* mutations indeed drive a hypoactive canonical Wnt state in CRC.

### Prox1 expression is decreased upon *Tcf7* or *Lef1* deletion

Although previous data from preclinical mouse intestinal tumor model indicated a prometastatic function for Prox1 (*35*), another study showed an increase of translineage plasticity markers following *PROX1* silencing in organoids derived from patients with CRC (*8*). To study the effects of *Tcf7* or *Lef1* deletion on Prox1 expression, we stained mouse tumor sections for Prox1 and for annexin A1 (Anxa1), a marker of oncofetal reprogramming and a gene negatively controlled by Prox1 (*9*, *22*), and for Msh homeobox 1 (Msx1), a noncanonical osteoblast marker (*8*). Similarly, as in the *Lef1*-deleted samples (*28*), we found strongly decreased Prox1 and increased Msx1 and Anxa1 expression in the *Tcf7*-deleted tumors (Fig. 4, A to E, and table S4). While Anxa1^+^ cells were mainly negative for Prox1 in the stained tumor sections and in the scRNA-seq analysis of the cells in the tumor-specific clusters, the *Msx1*^+^ tumor cells were strongly *Prox1*^+^ and mainly *Anxa1*^−^ in the scRNA-seq data. 

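Among tumor-like cells with an *Anxa1* UMI, 55.6, 39.8, 26.8 and 22.2% also had a *Prox1* UMI in LApc replicates 1 and 2 and LApcT replicates 1 and 2. Among those without *Anxa1* the shares were 73.2, 65.4, 41.7 and 35.4%, higher in 4 of 4 libraries. The mean log2 odds ratio was −1.12, from −1.51 to −0.92 (exact sign-flip permutation p = 0.13, the smallest that 4 libraries can give). Without thinning it was −0.64, and LApc replicate 1 turned, with *Prox1* in 95.0% of *Anxa1*-positive and 93.3% of *Anxa1*-negative cells (log2 odds ratio 0.10; exact sign-flip permutation p = 0.25 over the 4 libraries). For *Msx1*, a homeobox gene, the shares with *Prox1* were 58.3, 48.1, 39.9 and 34.8% of *Msx1*-positive and 73.6, 63.5, 41.6 and 33.8% of *Msx1*-negative cells in the same order. The mean log2 odds ratio there was −0.49, from −1.0 to 0.061 (exact sign-flip permutation p = 0.25). Without thinning the *Msx1*-positive cells had the higher share in LApcT replicates 1 (79.5 against 74.4%) and 2 (76.6 against 63.5%) and the lower one in LApc replicates 1 (88.9 against 100%) and 2 (72.4 against 84.8%; exact sign-flip permutation p = 0.625). *Msx1* was read in 18.5, 17.0, 53.1 and 54.6% of tumor-like cells, *Prox1* in 70.8, 60.9, 40.7 and 34.3% and *Anxa1* in 13.8, 17.7, 6.73 and 8.04%. Enterocyte-like cells, which should lack these genes, gave 0.0301, 0.481, 6.75 and 12.3% for *Msx1*, 0.0301, 0.443, 2.0 and 1.31% for *Prox1* and 0.0301, 0.236, 2.75 and 3.94% for *Anxa1*, a background that may include free RNA. Summed over tumor-like cells, *Prox1* (Ensembl ENSMUSG00000010175, chromosome 1, 190118035–190170714, minus strand) fell from 621 ± 135 to 235 ± 36.6 CPM (log2 fold change −1.40, standard error 0.19, adjusted p = 0.0132). Over all Epcam+ cells *Prox1* ran the other way without passing (log2 fold change 1.22, adjusted p = 0.123). DESeq2 called it higher there (adjusted p = 0.0199), and with enterocyte-like clusters left out its log2 fold change was −0.28 (adjusted p = 0.724). *Prox1* passed as higher over all cells without LApc replicate 1 (adjusted p = 0.00566) or LApc replicate 2 (7.56e-05). In tumor-like cells *Msx1* (ENSMUSG00000048450, chromosome 5, 37820485–37824583, minus strand) rose from 81.8 ± 20.2 to 335 ± 11.5 CPM (log2 fold change 2.06, adjusted p = 0.00824). Each cell was first thinned to 3000 UMIs, so that cells have the same depth, and a cell with no UMI may still express a gene at a low level. *Prox1* no longer passed in tumor-like cells without LApcT replicate 1 (adjusted p = 0.0590). *Prox1* and *Msx1* no longer passed in tumor-like cells without LApcT replicate 2 (adjusted p from 0.0563 to 0.0848). *Prox1* no longer passed in tumor-like cells with the 5 unnamed clusters added (adjusted p = 0.121).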

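Of the tumor-like cells with a *Msx1* UMI, 83.3, 82.7, 94.3 and 96.1% had no *Anxa1* UMI in LApc replicates 1 and 2 and LApcT replicates 1 and 2. They number 12, 104, 647 and 673 cells with *Msx1* at 3000 UMIs per cell. Most tumor-like cells have no *Anxa1* UMI, so the shares on each side say more. *Msx1* was read in 22.2, 16.7, 45.1 and 26.3% of *Anxa1*-positive and 17.9, 17.1, 53.6 and 57.1% of *Anxa1*-negative cells. The share was lower in *Anxa1*-positive cells in 3 of 4 libraries, most in LApcT replicate 2 (log2 odds ratio −1.88). The mean log2 odds ratio over the libraries was −0.46 (exact sign-flip permutation p = 0.625). LApc replicate 1 has 9 *Anxa1*-positive cells, so its share carries a wide interval (2.81 to 60.0%, 95%).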

*Msx1* expression was found mainly in the *Anxa1*^−^ tumor–specific cells (Fig. 4, F and G). Together, these results indicate that deletion of either *Tcf7* and *Lef1* suppresses Prox1 expression and suggest that oncofetal and osteoblast-like cells marked by Anxa1^+^ and Msx1^+^, respectively, represent distinct tumor cell populations.

**Fig. 4.**
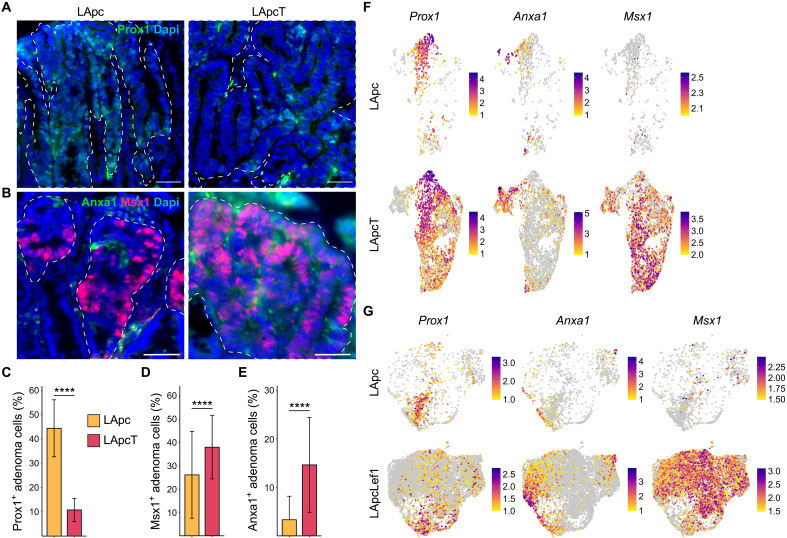
Validation of oncofetal and osteoblast reprogramming in *Tcf7*- or *Lef1*-deleted tumor cells. (**A** and **B**) Immunofluorescence staining of (A) Prox1^+^ (green) and (B) Anxa1^+^ (green) together with Msx1^+^ (red) tumor cells in the LApc and LApcT samples 19 days after tamoxifen administration. The dashed lines indicate the nuclear β-catenin^+^ tumor areas. Scale bars, 50 μm. (**C** to **E**) Quantification of the (C) Prox1^+^ (number of mice: LApc: 4, LApcT: 4; number of quantified tumors: LApc: 25, LApcT: 26; ****P = 3.8 × 10^−18^, using Student’s *t* test), (D) Msx1^+^, and (E) Anxa1^+^ (number of mice: LApc: 7, LApcT: 7; number of quantified tumors: LApc: 57, LApcT: 59; ****P = 0.00015, ****P = 2.4 × 10^−12^, using Student’s *t* test) tumor cells in the LApc (orange) and LApcT (red) samples. Average ± SD values are shown in the bar plots. (**F**) Feature plots showing the expression of *Prox1*, *Anxa1*, and *Msx1* in LApc (top panel) and LApcT (bottom panel) samples. The color scale indicates gene expression levels. (**G**) Feature plots showing the expression of *Prox1*, *Anxa1*, and *Msx1* in LApc (top panel) and LApcLef1 (bottom panel) samples. (F and G) Statistical significances were quantified with one-way ANOVA and Tukey post hoc test with the Benjamini-Hochberg method and are presented in table S3.

### Inhibition of Lgr5^+^ tumor stem cell lineage commitment upon progressive plasticity

We have previously reported that Lgr5^+^ cells in *Apc^Min/+^* tumors differentiate predominantly into enterocyte-like tumor cells (*23*). 

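Enterocyte-like cells made up 76.2 and 79.3% of Epcam+ cells in the LApc libraries and 7.95 and 6.45% in the LApcT ones (log2 ratio −3.43, standard error 0.30, adjusted p = 9.75e-04 in edgeR on cells per class). Genes of absorption fell with them over all cells. The sodium-glucose transporter *Slc5a1* went from 1126 ± 6.65 to 50.3 ± 1.93 CPM (log2 fold change −4.49, standard error 0.082, adjusted p = 6.28e-04). The peptide transporter *Slc15a1* went from 259 ± 35.9 to 4.24 ± 0.00549 CPM (log2 fold change −5.93, adjusted p = 6.28e-04). The fat-building enzymes *Mogat2* (log2 fold change −2.99, adjusted p = 6.28e-04) and *Dgat1* (log2 fold change −3.29, adjusted p = 6.28e-04) fell, as did *Ehhadh*, of peroxisomal fat breakdown (log2 fold change −2.69, adjusted p = 6.28e-04), and the detoxifying *Cyp2b10* (log2 fold change −5.57, adjusted p = 6.28e-04). Lists of lipid absorption (0 higher and 19 lower of 20, 0 and 19 adjusted over the list alone, median −4.37, adjusted p = 8.52e-09) and of digestive enzymes and transporters (0 higher and 22 lower of 22, 0 and 22 adjusted over the list alone, median −4.94, adjusted p = 7.06e-12) ran lower. So did fatty acid oxidation (0 higher and 19 lower of 20, 0 and 19 adjusted over the list alone, median −1.74, adjusted p = 2.17e-06) and xenobiotic metabolism (0 higher and 23 lower of 24, 0 and 23 adjusted over the list alone, median −5.34, adjusted p = 9.20e-10). Interferon response genes ran lower too (1 higher and 28 lower of 35, 2 and 28 adjusted over the list alone, median −2.15, adjusted p = 1.01e-05), with *Ifi27l2b* at −3.71 and *Irf7*, a factor of that response, at −2.98 on the log2 scale. MHC class II genes ran lower (0 higher and 7 lower of 7, 0 and 7 adjusted over the list alone, median −1.85, adjusted p = 0.0125), with *H2-Ab1* at −2.40 and *Cd74*, its chaperone, at −1.85. Oxidative phosphorylation genes ran lower as well (0 higher and 26 lower of 28, 0 and 27 adjusted over the list alone, median −0.82, adjusted p = 1.18e-06), but not with enterocyte-like clusters left out (adjusted p = 0.777, direction up). Each of these gene calls held without any 1 library. *Mogat2* and *Cd74* no longer passed with enterocyte-like clusters left out (adjusted p from 0.0734 to 0.155). A share is bound by its total, so a fall in 1 class raises the others, and no count of cells per intestine is in the files. None of these list calls passed with an estimated correlation (adjusted p = 0.712).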

Cell type proportion analysis of the tumor samples showed a decreased enterocyte-like cell population both in the *Tcf7*- or *Lef1*-deleted tumors, suggesting intralineage plasticity and blocked differentiation (78 and 11% in LApc versus LApcT analysis, respectively; 35 and 12% in LApc versus LApcLef1 analysis, respectively) (Fig. 5A). Intestinal differentiation correlates negatively with an aberrant stem cell score in CRC (*26*, *36*). Thus, we quantified this score using module enrichment (Materials and Methods) and found that it was increased in the *Tcf7*- or *Lef1*-deleted samples compared to the control samples, suggesting reduced tumor cell differentiation (Fig. 5, B and C). 

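The aberrant stem cell score per library was 0.00818 ± 0.0217 in LApc and 0.354 ± 8.87e-04 in LApcT over all Epcam+ cells, higher in both LApcT libraries (exact permutation p = 0.333, the smallest that 2 against 2 can give). Of its genes, 43 of 94 genes were higher and 21 lower (45 and 23 adjusted over the list alone; median log2 fold change 0.74, adjusted p = 0.0133). *Cd44*, an adhesion receptor of stem cells, rose from 18.3 ± 6.24 to 181 ± 12.5 CPM (log2 fold change 3.30, standard error 0.28, adjusted p = 0.00194), and the keratin *Krt18* from 378 ± 43.3 to 1104 ± 8.72 CPM (log2 fold change 1.55, adjusted p = 0.00131). The Wnt target *Axin2* rose too (log2 fold change 2.45, adjusted p = 6.28e-04), with canonical Wnt targets as a list (17 higher and 0 lower of 25, 18 and 1 adjusted over the list alone, median 1.70, adjusted p = 2.69e-04). Within tumor-like cells the aberrant stem cell score turned, at 0.681 ± 0.0420 in LApc and 0.451 ± 0.00734 in LApcT. Its genes ran lower there (10 higher and 51 lower of 94, 15 and 57 adjusted over the list alone, median −0.74, adjusted p = 5.86e-07), while canonical Wnt targets moved both ways (5 higher and 8 lower of 23, 6 and 10 adjusted over the list alone, median −0.20, adjusted p = 0.343). *Hopx*, a marker of reserve stem cells (log2 fold change 1.08, adjusted p = 0.00788), and *Ascl2*, a stem cell factor (log2 fold change 1.23, adjusted p = 0.00788), rose there. The list call over all cells ended with enterocyte-like clusters left out (adjusted p = 0.394), and that in tumor-like cells with the 5 unnamed clusters added (0.296). The signature had adjusted p = 0.772 over all cells and 0.460 in tumor-like cells with an estimated correlation, and canonical Wnt targets 0.712 over all cells. *Hopx* and *Ascl2* no longer passed in tumor-like cells without LApcT replicate 1 (adjusted p from 0.0596 to 0.0747) or LApcT replicate 2 (from 0.0630 to 0.0801). *Krt18* no longer passed over all cells with enterocyte-like clusters left out (adjusted p = 0.205).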

As our LApcT analysis includes a tdTomato-lineage tracer and as the deletions were induced in Lgr5^+^ cells, we evaluated the proportion of Lgr5^−^; tdTomato^+^ daughter cells within the tumor cell population. 

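Cells with no UMI of *Lgr5* (Ensembl ENSMUSG00000020140, chromosome 10, 115450311–115587780, minus strand), the receptor that marks stem cells, made up 94.4 ± 0.20% of Epcam+ cells in LApc and 74.6 ± 0.421% in LApcT. The difference was −19.8 percentage points (exact permutation p = 0.333). Summed over all cells, *Lgr5* rose from 17.2 ± 3.13 to 33.1 ± 1.77 CPM (log2 fold change 0.94, standard error 0.16, adjusted p = 0.0100). Within tumor-like cells *Lgr5* fell from 206 ± 69.7 to 36.1 ± 0.0455 CPM (log2 fold change −2.49, adjusted p = 0.00903). The depth of the cells matters for such a share. With every cell thinned to 3000 UMIs it was 97.4 ± 0.166 and 90.4 ± 0.108% (difference −7.04). With enterocyte-like clusters left out it was 76.6 ± 1.69 and 72.9 ± 0.811% (difference −3.68). After thinning, *Lgr5* was read in 46.6, 32.7, 35.6 and 32.4% of stem-like and 38.5, 29.6, 8.70 and 10.1% of tumor-like cells in LApc replicates 1 and 2 and LApcT replicates 1 and 2. Enterocyte-like cells, which should lack *Lgr5*, gave 0.0301, 0.160, 0.750 and 1.31%, and without thinning 0.603, 0.472, 3.25 and 4.99%, at a median of 30920, 10452, 28362 and 26443 UMIs. *Lgr5* no longer passed over all cells without LApcT replicate 1 (adjusted p = 0.0804) or LApcT replicate 2 (0.0649). *Lgr5* no longer passed in tumor-like cells without LApcT replicate 1 (adjusted p = 0.0573) or LApcT replicate 2 (0.0641). The summed *Lgr5* level had a log2 fold change of −0.56 with enterocyte-like clusters left out (adjusted p = 0.0775).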

We found a 20% decrease in Lgr5^−^; tdTomato^+^ progeny cells in the LApcT samples compared to the LApc samples, providing additional evidence for the inhibition of tumor cell differentiation (Fig. 5D). To further analyze changes in tumor cell trajectories, we analyzed pseudotime using the Monocle3 package (RRID:SCR_018685) (*37*–*40*) and found a higher proportion of cells with a low pseudotime value in the LApcT or LApcLef1 samples compared to the LApc tumors (Fig. 5, E to H). To find an explanation for the inhibited differentiation, we analyzed DEGs between the LApc and LApcT or LApcLef1 samples. Among the up-regulated DEGs in *Tcf7*- or *Lef1*-deleted samples, we found transcripts encoding genes that function as inhibitors of tumor cell differentiation, including, e.g., inhibitors of differentiation 1, 2, and 3 (*Id1/2/3*) and Sox9 (*25*, *26*). 

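Over all Epcam+ cells *Id2*, whose protein blocks differentiation factors, rose from 50.5 ± 14.9 to 146 ± 8.01 CPM (log2 fold change 1.53, standard error 0.23, adjusted p = 0.00751). Its relative *Id3* rose from 194 ± 11.0 to 386 ± 13.0 CPM (log2 fold change 0.99, adjusted p = 0.00190). *Id1* (Ensembl ENSMUSG00000042745, chromosome 2, 152736251–152737410, plus strand) stood at 239 ± 57.5 CPM in LApc and 342 ± 25.8 CPM in LApcT (log2 fold change 0.52, adjusted p = 0.0796). *Sox9* (ENSMUSG00000000567, chromosome 11, 112782224–112787760, plus strand), a factor of crypt progenitors, rose from 40.3 ± 10.7 to 131 ± 7.83 CPM (log2 fold change 1.70, adjusted p = 0.00472). As a list, the inhibitors of differentiation had 2 higher and 0 lower of 4, 2 and 0 adjusted over the list alone, median 0.76, adjusted p = 0.299. *Id1* passed without LApc replicate 1 (adjusted p = 0.0261) or LApc replicate 2 (7.28e-04). With enterocyte-like clusters left out, *Id2* (adjusted p = 0.0577), *Id3* (0.0580) and *Sox9* (0.123) no longer passed. DESeq2 called *Id1* (adjusted p = 0.0295).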

The expression of these genes was increased in both LApcT and LApcLef1 samples, especially in the tumor-specific clusters, and in stem and progenitor cells (Fig. 5I). Together, these results provide evidence of impaired tumor cell differentiation of the Lgr5^+^ tumor stem cells upon progressive intralineage plasticity.

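In tumor-like cells *Id2* rose from 129.6 ± 13.7 to 189.8 ± 9.19 CPM (log2 fold change 0.54, standard error 0.10, adjusted p = 0.0243) and *Id3* from 409 ± 24.2 to 537 ± 6.77 CPM (log2 fold change 0.39, adjusted p = 0.0245). *Id1* stood at 391 ± 45.5 CPM in LApc and 392 ± 36.2 CPM in LApcT (log2 fold change 0.0059, adjusted p = 0.980). *Id4*, of the same family of inhibitors, fell from 7.00 ± 1.78 to 1.65 ± 0.286 CPM (log2 fold change −2.0, adjusted p = 0.0151). *Sox9* fell from 247 ± 28.5 to 139 ± 1.12 CPM (log2 fold change −0.82, adjusted p = 0.0116). The list moved both ways (2 higher and 1 lower of 4, 2 and 1 adjusted over the list alone, median 0.20, adjusted p = 0.694). *Id2*, *Id3*, *Sox9* and *Id4* no longer passed without LApcT replicate 1 (adjusted p from 0.108 to 0.236) or LApcT replicate 2 (from 0.115 to 0.233). *Id2*, *Id3*, *Sox9* and *Id4* no longer passed with the 5 unnamed clusters added (adjusted p from 0.0886 to 0.990). *Id3* and *Sox9* no longer passed in the cluster shared by the 4 libraries (adjusted p from 0.13 to 0.136). *Id2* and *Id3* no longer passed under the first naming rule (adjusted p from 0.0553 to 0.123) or with clusters made without integration (from 0.0621 to 0.0720). *Id3* no longer passed with naming without a lead (adjusted p = 0.0513) or with the highest doublet scores left out (0.0557).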

**Fig. 5.**
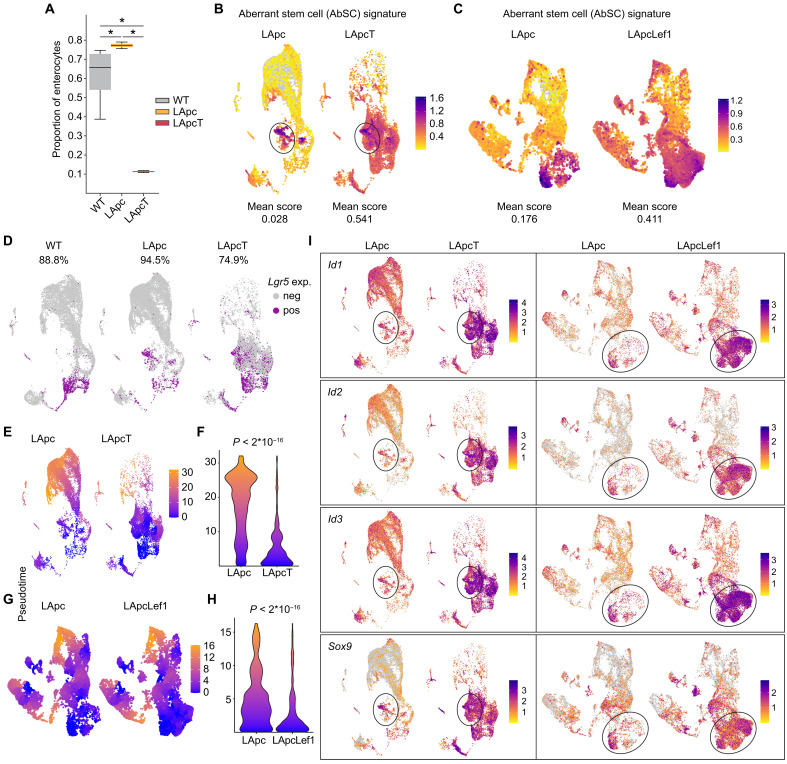
Differentiation of Lgr5^+^ tumor cells is inhibited in *Tcf7*- or *Lef1*-deleted tumors. (**A**) Proportions of cells in the enterocyte clusters from the indicated samples. Credible and significant are denoted by * (FDR < 0.05). (**B** and **C**) MES plots showing the expression of the aberrant stem cell (AbSC) signature (*26*). The color scale indicates the MES levels. Statistical significances were quantified with one-way ANOVA and Tukey post hoc test with the Benjamini-Hochberg method and are presented in table S3. (**D**) Feature plots showing Lgr5^+^; tdTomato^+^ cells (purple) and Lgr5^−^; tdTomato^+^ cells (gray) in the WT, LApc, and LApcT samples. The mean proportions of Lgr5^−^; tdTomato^+^ cells per treatment group are marked under the sample names. neg, negative. pos, positive. (**E** to **H**) Trajectory analysis was performed with Monocle3. (E) Feature and (F) violin plots of the pseudotimes in the LApc and LApcT samples; (G) feature and (H) violin plots of the pseudotimes in the LApc and LApcLef1 samples. Statistical significances were quantified with one-way ANOVA and Tukey post hoc test with the Benjamini-Hochberg method. The color scale indicates pseudotimes. (**I**) Feature plots showing the expression of *Id1-3* and *Sox9*. The color scale indicates gene expression levels. Statistical significances were quantified with one-way ANOVA and Tukey post hoc test with the Benjamini-Hochberg method and are presented in table S3.

To analyze the enterocyte-like tumor cell population in tumor samples isolated from the patients, we quantified enterocyte-like cell proportions from healthy tissue, FAP polyp, and carcinoma samples (Fig. 1A and fig. S1B). Moreover, we analyzed DEGs between the polyps and carcinoma samples. As expected, many of the translineage plasticity programs were enriched in the carcinoma samples compared to the polyps, reflecting disease progression. Moreover, in line with our mouse adenoma data, the total enterocyte-like cell population was decreased in the polyp and carcinoma samples compared to the healthy tissue samples, but not between the polyp and carcinoma samples (fig. S1B). However, *EMP1* positivity increased upon disease progression, as 63 and 92% of the enterocyte-like cells expressed *EMP1* in the polyp and carcinoma samples, respectively. This is of interest, as *EMP1* is associated with plasticity and a poor prognosis in patients with CRC (*19*, *41*).

### Plasticity-associated increase in tumor cell proliferation and tumor growth is Myc dependent

To investigate whether *Tcf7* deletion–induced progressive plasticity is associated with enhanced tumorigenesis similarly as following *Lef1* deletion (*28*), we performed survival analysis on the LApcT and LApc mice. *Tcf7* deletion led to markedly decreased survival of the LApcT mice compared to the LApc mice, resulting in average life spans of 24 and 68 days, respectively (Fig. 6A), thus confirming that also *Tcf7* inhibits tumorigenesis in *Apc* mutant mice. This finding was supported by increased *Mki67* expression and the proportion of proliferating cells in the *Tcf7*-deleted samples (16, 6, and 32% in WT, LApc, LApcT samples, respectively) (Fig. 6B). 

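*Mki67* (Ensembl ENSMUSG00000031004, chromosome 7, 135689784–135716361, minus strand), a gene of dividing cells, rose from 57.7 ± 31.8 to 171 ± 7.90 CPM over all Epcam+ cells (log2 fold change 1.56, standard error 0.42, adjusted p = 0.0354). In tumor-like cells it stood at 46.5 ± 20.3 CPM in LApc and 75.6 ± 5.53 CPM in LApcT (log2 fold change 0.78, adjusted p = 0.12) and did not pass. Proliferating-like clusters, led by *Top2a*, *Ube2c* and histone genes, held 5.03 ± 2.76% of LApc and 22.2 ± 1.25% of LApcT cells (log2 ratio 2.15, standard error 0.47, adjusted p = 0.0123 in edgeR). A *Mki67* UMI was found in 14.8 ± 8.79% in LApc and 62.6 ± 1.56% in LApcT, and with cells thinned to 3000 UMIs in 6.16 ± 3.08% in LApc and 28.0 ± 0.287% in LApcT (exact permutation p = 0.333 each). Thinned tumor-like cells gave 11.3 ± 5.79% in LApc and 13.6 ± 0.0442% in LApcT (exact permutation p = 1). Enterocyte-like cells, which should lack *Mki67*, gave 1.35 ± 0.515% in LApc and 10.8 ± 1.46% in LApcT. Free RNA or dividing cells near that class may add to the share, which was not tested. *Mki67* no longer passed over all cells without LApcT replicate 1 (adjusted p = 0.118) or LApcT replicate 2 (0.105). The share of proliferating-like cells no longer passed without LApcT replicate 1 (adjusted p = 0.213), without LApcT replicate 2 (0.171) or with clusters made without integration (0.0607). With enterocyte-like clusters left out *Mki67* had a log2 fold change of 0.14 (adjusted p = 0.827). Of the cells then left, 304 of 1036 and 412 of 2766 in LApc were proliferating-like. In LApcT 1162 of 4633 and 1259 of 5524 were. LApc replicate 1 had the largest of these shares, and they were not tested.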

Correspondingly, in the WT, LApc, and LApcLef1 samples, the proportions of proliferating cells were 19, 16, and 49% (fig. S3C). Furthermore, GSEA of the DEGs revealed enhanced Myc, E2F, and G_2_-M pathways in the *Tcf7*-deleted tumors (Fig. 6, C and D). 

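*Myc* (Ensembl ENSMUSG00000022346, chromosome 15, 61985391–61990374, plus strand), a driver of growth, rose from 7.83 ± 0.134 to 53.9 ± 5.56 CPM over all Epcam+ cells (log2 fold change 2.78, standard error 0.11, adjusted p = 7.56e-04). In tumor-like cells it rose from 37.7 ± 2.0 to 73.9 ± 3.15 CPM (log2 fold change 0.98, adjusted p = 0.00873). The nucleolar chaperone *Npm1* rose over all cells (log2 fold change 1.91, adjusted p = 6.49e-04) and in tumor-like cells (log2 fold change 0.92, adjusted p = 0.00736). *Gar1* (log2 fold change 2.45, adjusted p = 6.28e-04) and *Nhp2* (log2 fold change 2.04, adjusted p = 7.19e-04) of the RNA-modifying particles rose over all cells. Ribosome biogenesis and Myc-responsive genes rose over all cells: 47 of 50 genes were higher and 1 lower (48 and 1 adjusted over the list alone; median log2 fold change 1.71, adjusted p = 1.53e-13). In tumor-like cells 41 of 50 genes were higher and 0 lower (46 and 0 adjusted over the list alone; median log2 fold change 0.61, adjusted p = 3.09e-12). S phase genes, many of them E2F targets, rose over all cells: 38 of 40 genes were higher and 0 lower (38 and 0 adjusted over the list alone; median log2 fold change 1.77, adjusted p = 1.02e-10). In tumor-like cells 29 of 40 genes were higher and 1 lower (35 and 1 adjusted over the list alone; median log2 fold change 0.97, adjusted p = 1.73e-11). Among them the replication helicase genes *Mcm2* and *Mcm4* had log2 fold changes of 2.19 and 2.08 over all cells (adjusted p = 8.94e-04 and 9.99e-04), and *Mcm6* of 0.99 in tumor-like cells (0.00872). For G2/M genes over all cells, 48 of 52 genes were higher and 0 lower (48 and 0 adjusted over the list alone; median log2 fold change 1.71, adjusted p = 1.09e-08). In tumor-like cells 27 of 52 genes were higher and 0 lower (35 and 0 adjusted over the list alone; median log2 fold change 0.86, adjusted p = 2.37e-10). *Cks1b* (log2 fold change 2.20, adjusted p = 7.95e-04) and *Ect2* (log2 fold change 2.51, adjusted p = 0.00363), which act in mitosis, rose over all cells, and *Ube2c*, which marks cyclins for breakdown, in tumor-like cells (log2 fold change 0.98, adjusted p = 0.00983). Oxidative phosphorylation genes rose in tumor-like cells (18 higher and 0 lower of 28, 22 and 1 adjusted over the list alone, median 0.47, adjusted p = 2.78e-06). Interferon response genes fell there (0 higher and 27 lower of 35, 0 and 30 adjusted over the list alone, median −1.88, adjusted p = 2.22e-12), with *Usp18* at −3.48 and *Zbp1*, a sensor of viral RNA, at −3.30 on the log2 scale. *Myc*, *Npm1*, *Mcm6* and *Ube2c* no longer passed in tumor-like cells without LApcT replicate 1 (adjusted p from 0.0507 to 0.0943). 6 of these genes no longer passed in tumor-like cells without LApcT replicate 2 (adjusted p from 0.0532 to 0.106). *Ect2* no longer passed over all cells with enterocyte-like clusters left out (adjusted p = 0.0763). *Myc*, *Npm1*, *Mcm6*, *Ube2c*, *Usp18* and *Zbp1* no longer passed in tumor-like cells with the 5 unnamed clusters added (adjusted p from 0.0504 to 0.908). *Ube2c* no longer passed in tumor-like cells in the cluster shared by the 4 libraries (adjusted p = 0.0548). *Mcm6* no longer passed in tumor-like cells under the first naming rule (adjusted p = 0.0504). *Mcm6* turned with the 5 unnamed clusters added (log2 fold change −0.11). With an estimated correlation these list calls had adjusted p from 0.251 to 0.712. With the 5 unnamed clusters added, the S phase and oxidative phosphorylation lists no longer passed in tumor-like cells (adjusted p = 0.0664 and 0.665).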

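In stem-like and tumor-like cells of the LApc libraries, cells with UMIs of both *Tcf7* and *Lef1* were set against cells with neither. Ribosome biogenesis and Myc-responsive genes ran lower in the double-positive cells (1 of 30 genes with a positive log2 fold change, median −0.88, adjusted p = 1.31e-04). Canonical Wnt targets ran higher (0 higher and 0 lower of 17, 2 and 0 adjusted over the list alone, median 0.99, adjusted p = 6.28e-04), as did squamous genes (0 higher and 0 lower of 23, 2 and 0 adjusted over the list alone, median 0.99, adjusted p = 1.63e-05). Oxidative phosphorylation (0 higher and 0 lower of 28, 0 and 0 adjusted over the list alone, median −0.69, adjusted p = 0.00109) and absorptive genes (0 higher and 2 lower of 27, 0 and 3 adjusted over the list alone, median −0.62, adjusted p = 0.00404) ran lower. S phase and G2/M genes did not pass (adjusted p = 0.253 and 0.504). Among single genes, the signaling gene *Prex2* (log2 fold change 2.83, adjusted p = 7.62e-04) and *Mdga2* (log2 fold change 2.71, adjusted p = 0.00233) were higher. Of 5 genes called lower, the nuclear receptor gene *Esrrg* (log2 fold change −10.00, adjusted p = 0.00166), *Cps1* (log2 fold change −9.80, adjusted p = 0.00375) and the protease inhibitor *Serpinb1a* (log2 fold change −9.74, adjusted p = 0.00933) had the largest decreases, before the crypt gene *Olfm4* (log2 fold change −3.76, adjusted p = 0.0186) and the defence gene *Lypd8* (log2 fold change −3.02, adjusted p = 0.0212). The folds of *Esrrg*, *Cps1* and *Serpinb1a* had standard errors of 2.11, 2.20 and 2.34. With so few double-positive cells they may rest on counts near 0, so only their direction is read. Of 3733 genes tested, 25 were higher and 5 lower. Cells were thinned to 3000 UMIs, which left 4 and 15 double-positive against 105 and 499 double-negative cells in LApc replicates 1 and 2, and compared in edgeR with the library as block. Without thinning (33 and 125 against 58 and 282 cells) edgeR called 0 genes, with 557 higher and 405 lower at an unadjusted p under 0.05. On simulated counts of this size the test called 0 of 100 genes changed by 1 and 15 of 100 changed by 2 on the log2 scale, so single genes are hard to see here. No list call passed with an estimated correlation (adjusted p = 0.83). The share of stem-like and tumor-like cells on each side was not compared. *Olfm4*, lower in double-positive cells, led the stem-like cluster, so the calls may in part set classes against each other. No background share of cells with a *Tcf7* or *Lef1* UMI was measured.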

In line with this, by analyzing *Tcf7*^+^; *Lef1*^+^ double-positive and *Tcf7*^−^; *Lef1*^−^ double-negative stem cells in the control LApc tumors, we found suppressed Myc activity in the double-positive cells (Fig. 6E). Moreover, we observed increased Myc immunofluorescence staining and 5-ethynyl-2′-deoxyuridine (EdU) incorporation in the LApcT tumor sections compared to the LApc samples, similarly as reported previously for the LApcLef1 samples (Fig. 6, F and G) (*28*). To confirm that Myc was involved in the increased tumorigenesis, we isolated organoids from LApc and LApcT mice 29 and 19 days after in vivo gene deletions, respectively. As expected, the average size of the *Tcf7*-deleted organoids was larger than that of control organoids (Fig. 6H). However, this difference was abolished by treatment with the EN4 Myc inhibitor (Fig. 6H) (*42*). These results indicate a vital role of Myc in promoting tumor growth upon progressive plasticity.

**Fig. 6.**
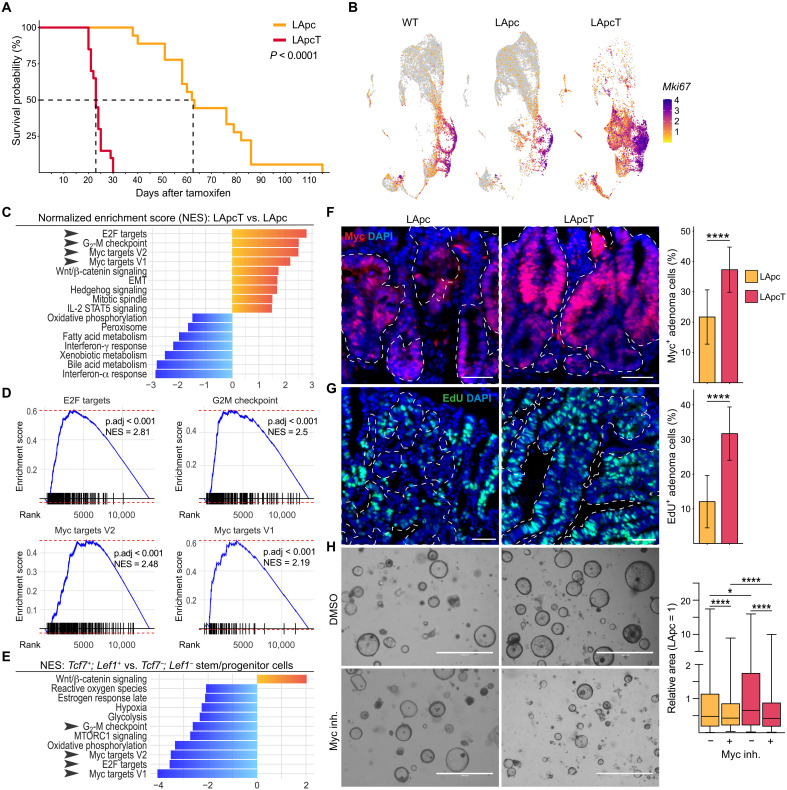
Inhibition of Myc repeals *Tcf7* deletion–induced organoid growth. (**A**) Kaplan-Meier survival curves of the LApc (*n* = 18) and LApcT (*n* = 20) mice. Probabilities were quantified with survival (*68*) and survminer (*69*) (log-rank test). (**B**) Feature plots of *Mki67*. Color scale indicates gene expression (one-way ANOVA and Tukey post hoc test with the Benjamini-Hochberg method; table S3). (**C**) Normalized enrichment score (NES) of Hallmark pathways quantified with GSEA and MSigDB and fgsea, based on the DEGs between the LApcT and LApc cells. Pathways with padj. < 0.05 are shown (Benjamini-Hochberg FDR correction; table S3). IL-2, interleukin 2; STAT5, signal transducer and activator of transcription 5. (**D**) Enrichment scores for E2F targets, G_2_-M checkpoint, and Myc targets V1 and V2. (**E**) NES of Hallmark pathways (presented are pathways with scores <−2 or ≥2, and padj. < 0.05) quantified with GSEA and MSigDB and fgsea R packages, based on the DEGs between the *Tcf7*^+^; *Lef1*^+^ stem cells versus *Tcf7*^−^; *Lef1*^−^ in the LApc mice. MTORC1, Mechanistic target of rapamycin complex 1. (**F** and **G**) Immunofluorescence stainings and quantifications of (F) Myc^+^ (red) (number of mice: LApc: 13, LApcT: 12; number of quantified tumors: LApc: 55, LApcT: 71; ****P = 3.1 × 10^−19^; Student’s *t* test) and (G) EdU^+^ (green) (number of mice: LApc: 12, LApcT: 12; number of quantified tumors: LApc: 81, LApcT: 113; *P = 3.8 *10^−18^; Student’s *t* test) in tumor cells in the LApc and LApcT samples. Dashed lines indicate the nuclear β-catenin^+^ tumor areas. Scale bars, 50 μm. Average ± SD values are presented. (**H**) Representative bright-field images of the treatment groups and quantifications of relative organoid area [LApc with dimethyl sulfoxide (DMSO) treatment = 1]. Organoids were isolated from 3 + 3 mice, and this was repeated three times. Number of organoids quantified: LApc: 699; LApc Myc inhibitor: 1118; LApcT: 913; LApcT Myc inhibitor 1412. *P = 0.0207 and ****P < 0.0001 (two-way ANOVA and Tukey’s multiple-comparison test). Scale bars, 1000 μm. inh, inhibitor. c(EN4) = 50 μM.

### High *TCF7* expression attenuates the adverse prognostic impact of translineage plasticity 

Although individual translineage plasticity programs are associated with tumor recurrence and survival in patients with CRC (*8*), a possible correlation between oncofetal signatures and survival is unknown. In addition, a general translineage plasticity gene signature with a limited number of genes derived from oncofetal and noncanonical plasticity markers is lacking. To identify prognostic genes associated with recurrence-free survival (RFS) and overall survival (OS), we reanalyzed a published cohort of patients with CRC (GSE39582) (*30*) and performed a multistep analysis combining gene expression data with clinical outcomes (Materials and Methods). This enabled us to generate translineage plasticity and oncofetal signatures for the RFS and OS analyses (Fig. 7A). We found that translineage plasticity and oncofetal signatures were negatively correlated with both RFS and OS, as the worst survival was found in patients with the highest translineage plasticity or oncofetal score (Fig. 7, B and C, and fig. S9, A and B).

**Fig. 7.**
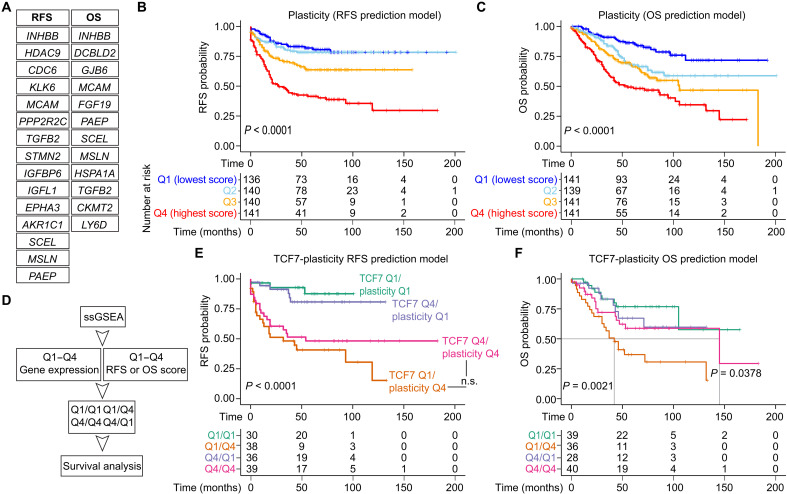
*TCF7* expression correlates with better OS in patients with CRC with high plasticity score. (**A** to **F**) GSE39582 containing microarray data from samples of patients with CRC was reanalyzed. (A) Final plasticity gene signatures for RFS and OS. (B and C) RFS (B) and OS (C) probability was quantified for Q1 (<0.25 percentile, lowest plasticity score, blue line), Q2 (light blue line), Q3 (orange line), and Q4 (>0.75 percentile, highest plasticity score, red line). (D to F) Schematic (D) of the analysis for (E) and (F). First, RFS and OS plasticity scores for each patient sample were quantified with single-sample (ss) GSEA and gene set variation analysis (GSVA) R package, and samples were divided into four groups based on the score (Q1 to Q4). Then, patient samples were also divided into four groups (Q1 to Q4) based on their *TCF7* expression. For the survival analysis, we selected samples with highest (Q4) and lowest (Q1) *TCF7* score and highest (Q4) and lowest (Q1) plasticity score. We compared RFS (E) and OS (F) probabilities between Q1 (lowest *TCF7*)–Q1 (lowest plasticity score) (green line), Q1-Q4 (orange line), Q4-Q4 (pink line), and Q4-Q1 (purple line). In (F), gray lines present 50% survival probability. Probabilities were quantified in (B) and (C) and (E) and (F) with survival (*68*) and survminer (*69*) R packages. Statistical significances were quantified with Cox proportional hazards regression model. n.s., not significant.

Moreover, we analyzed whether *TCF7* or *LEF1* expression together with the translineage plasticity score correlates with patient survival. To do this, we stratified the samples based on their quartile gene expression and translineage plasticity score, and based on this, we assigned to each sample a combined label representing both its gene expression and translineage plasticity score quartiles (e.g., Q1_Q1; Materials and Methods and Fig. 7D). Although *LEF1* expression did not correlate with RFS or OS (fig. S9, C and D), Kaplan-Meier survival analysis for *TCF7* showed that patients in the Q1_Q4 group, characterized by the lowest *TCF7* expression and highest translineage plasticity score, had the poorest OS and a trend of worse RFS (Fig. 7, E and F).

## DISCUSSION

Here, we show PCS in *PROX1*^+^ tumor stem cells in human colorectal polyps and mouse intestinal adenomas, indicating that translineage plasticity is associated with early CRC development. Furthermore, homozygous deletion of the Wnt signaling mediator *Tcf7* or *Lef1* together with *Apc* deletion in Lgr5^+^ cells resulted in progressive plasticity of the adenoma cells. Deletion of *Tcf7* or *Lef1* in Lgr5^+^ cells resulted in loss of their lineage commitment to enterocyte-like tumor cells reflecting intralineage plasticity. We also demonstrated that the enhanced tumorigenesis following these deletions is mediated by increased Myc signaling. Moreover, we show that patients with CRC with the lowest *TCF7* expression and the highest translineage plasticity score have the worst OS. In summary, we show that plasticity is not only a feature of advanced CRCs but is present already in tumor stem cells of colorectal polyps and intestinal mouse adenomas and that progressive plasticity driven by loss of canonical Wnt results in failure of Lgr5^+^ tumor stem cell differentiation and enhanced Myc-dependent tumorigenesis (Fig. 8).

**Fig. 8.**
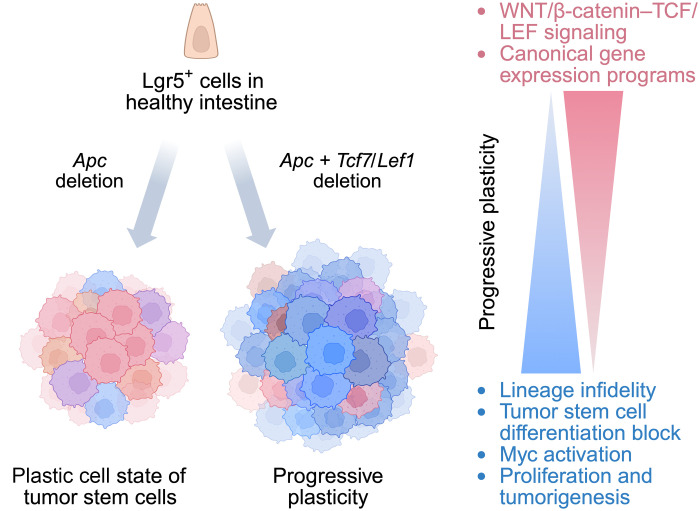
A schematic summary of the main results. *APC* mutations in intestinal tumorigenesis are known to cause hyperactivation of WNT/β-catenin signaling that results in epigenetic rewiring. We show that tumor stem cells in intestinal polyps and adenomas exhibit an PCS. Furthermore, deletion of *Tcf7* or *Lef1* gene in mouse intestinal adenomas promotes progressive plasticity, as evidenced by tumor stem cell differentiation block, cell lineage infidelity, increased expression of translineage plasticity markers, plus activation of Myc, which enhances tumor cell proliferation and tumorigenesis. Created in BioRender. M.L. (2026); https://BioRender.com/vgedehu.

Although pathological activation of the Wnt/β-catenin signaling is the most common initiating event in patients with CRC (*11*, *12*, *14*), we show here that Wnt/β-catenin signaling via *Tcf7* and *Lef1* restricts tumor cell proliferation. Deletion of *Tcf7* or *Lef1* in *Apc* mutant tumor cells resulted in robustly increased tumor cell proliferation, which led to a shorter life span of the mice. Both gene deletions led to decreased canonical Wnt target gene expression, which confirmed the conversion from a canonical Wnt-hyperactive state to a canonical Wnt-hypoactive state. However, we also found increased expression of noncanonical Wnt/Ca^2+^ and Wnt/PCP pathway components upon *Tcf7* or *Lef1* deletion in scRNA-seq analysis, suggesting enhanced noncanonical Wnt signaling upon progressive plasticity. Additional studies are needed to reveal the mechanisms involved in this activation and the functional outcome of the increased noncanonical Wnt signaling. The possible role of the noncanonical Wnt in progressive plasticity is intriguing, as it has been linked to invasion, survival, and metastasis (*31*, *43*, *44*).

So far, it has been unclear whether the plasticity process also affects tumor stem cells. A covariation between high *PROX1* expression and translineage plasticity markers has been reported by RNA sequencing analysis of two distinct cohorts of patients with CRC (*8*, *45*). However, silencing of *PROX1* resulted in increased expression of translineage plasticity markers in organoids derived from patients with CRC that had a strong canonical intestinal epithelial signature (*8*). Here, we show that *PROX1*^+^ *APC* mutant intestinal human polyp and mouse adenoma stem cells express multiple translineage plasticity markers indicating their PCS. In addition, we show decreased, but not completely abolished, Prox1 expression in *Tcf7*- or *Lef1*-deleted tumor cells. Moreover, the oncofetal marker *Anxa1* was expressed mainly in the *Prox1*^−^ cells. This is in line with our previous study describing increased Anxa1 expression following *Prox1* deletion or silencing in *Apc* mutant tumors and CRC cell lines and mutually exclusive staining of ANXA1 and PROX1 in CRC tissue sections (*22*). In contrast, tumor cells expressing the osteoblast marker *Msx1* showed high *Prox1* expression even in the *Tcf7*- or *Lef1*-deleted tumor samples. Collectively, we show that the *Anxa1*^+^ oncofetal and *Msx1*^+^ (and *Prox1*^+^) osteoblast–like cells are two distinct tumor cell populations, suggesting that Prox1 expression differs between distinct translineage plasticity programs. Thus, defining the context-dependent functions of Prox1 across Wnt-driven and noncanonical plasticity programs represents an important remaining challenge.

Previous studies have shown that the Lgr5^+^ tumor cells function as tumor stem cells (*15*–*17*, *23*, *46*). Although Lgr5^+^ stem cells give rise to multiple tumor cell lineages in *Apc^Min/+^* tumors, their progeny consists predominantly of enterocyte-like tumor cells (*23*). Consistent with this, deletion of *Tcf7* or *Lef1* in Lgr5^+^ cells resulted in a decreased proportion of *Lgr5*^−^; *tdTomato*^+^ progeny cells and enterocyte-like tumor cells, which was associated with increased expression of differentiation inhibitors, including, e.g., *Id1*-*Id3* and *Sox9* in the *Tcf7*- or *Lef1*-deleted tumors. 

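Paneth-like cells made up 0.814 ± 0.115% of LApc and 6.85 ± 0.185% of LApcT cells (log2 ratio 3.08, standard error 0.28, adjusted p = 9.75e-04). Goblet-like cells made up 5.50 ± 0.0529% of LApc and 1.25 ± 0.193% of LApcT cells (log2 ratio −2.13, standard error 0.28, adjusted p = 0.00229), so that these secretory classes moved apart. Enteroendocrine-like cells stood at 1.23 ± 0.176% of LApc and 2.02 ± 0.434% of LApcT cells (log2 ratio 0.72, standard error 0.35, adjusted p = 0.109). Tuft-like cells stood at 1.66 ± 0.450% of LApc and 1.22 ± 0.0171% of LApcT cells (log2 ratio −0.43, standard error 0.36, adjusted p = 0.298), and neither class passed. With enterocyte-like cells left out of the total, 39 of 1036 and 98 of 2766 LApc cells were Paneth-like. In LApcT 338 of 4633 and 412 of 5524 were, a smaller rise than on the full total. Of the same cells, 59 and 148 in LApc and 117 and 101 in LApcT were enteroendocrine-like. Their share thus ran the other way on this total, lower in both LApcT libraries. The shares on this total were not tested. Genes of Paneth granules rose over all Epcam+ cells. The defensin *Defa17* rose from 50.8 ± 2.53 to 406 ± 10.9 CPM (log2 fold change 3.00, adjusted p = 6.28e-04), and *Defa34* did too (log2 fold change 4.47, adjusted p = 0.0114). The lectin *Itln1* (log2 fold change 2.36, adjusted p = 7.56e-04) and the antimicrobial ribonuclease *Ang4* (log2 fold change 1.69, adjusted p = 9.12e-04) rose as well. As a list, Paneth and antimicrobial genes had 9 higher and 2 lower of 15, 9 and 2 adjusted over the list alone, median 1.69, adjusted p = 0.0133 (0.712 with an estimated correlation). The mucus protein gene *Fcgbp* fell from 2042 ± 39.5 to 247 ± 30.6 CPM (log2 fold change −3.05, adjusted p = 7.19e-04). Within tumor-like cells the Paneth list did not pass (1 higher and 3 lower of 14, 1 and 4 adjusted over the list alone, median −0.83, adjusted p = 0.563), and *Defa17* rose (log2 fold change 2.79, adjusted p = 0.0387). Cells per class were compared in edgeR with the library's Epcam+ cells as total. Enteroendocrine-like cells passed without LApc replicate 1 (adjusted p = 6.25e-04) or 2 (0.0210), and tuft-like cells without LApc replicate 2 (0.00887). *Defa17* no longer passed in tumor-like cells without LApc replicate 2 (adjusted p = 0.0614), LApcT replicate 1 (0.102) or LApcT replicate 2 (0.204). *Defa34* and *Ang4* no longer passed over all cells with enterocyte-like clusters left out (adjusted p from 0.0656 to 0.187). *Defa17* and *Itln1* no longer passed over all cells with every barcode (adjusted p from 0.0617 to 0.0978). *Defa17* no longer passed in tumor-like cells with the 5 unnamed clusters added (adjusted p = 0.102), in the cluster shared by the 4 libraries (0.0707) or under the first naming rule (0.0527).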

Notably, no significant changes were found in the secretory cell populations upon *Tcf7* or *Lef1* deletion. Our results on the enterocyte-like cells agree with inhibition of differentiation as an initiating event preceding CRC development (*26*). Moreover, these results and our finding of increased oncofetal gene expression upon *Tcf7* or *Lef1* deletion are in line with published data showing that Sox9 mediates impaired intestinal epithelial differentiation and drives reactivation of fetal intestinal genes upon tumorigenesis (*26*, *36*). The transition between stemlike activity and differentiation in CRC has been shown to be controlled by epigenetic regulators [SMARCB1 of the BRG1/BRM-associated factor (BAF) complex], supporting our findings of modifications in the chromatin accessibility of both oncofetal drivers and intestinal epithelial protectors (*36*). A study describing the malignant transformation of polyps to carcinoma showed decreased enterocyte populations in patient samples (*27*). Our reanalysis including these samples and additional tumor samples confirmed this result. Overall, our results indicate that the canonical Wnt-dependent tumor state is required for Lgr5^+^ tumor stem cell differentiation into enterocyte-like cells and that both human and mouse tumor samples show decreased enterocyte-like tumor cell populations upon progressive intralineage plasticity.

The deletion of *Lef1* was associated with reduced chromatin accessibility at the TF motifs of multiple protectors of the intestinal epithelial lineage, for example, *Hnf4a*, *Rxra*, and *Ppard*. This result is in line with a published study showing decreased chromatin accessibility of these genes upon progressive plasticity (*9*). However, in the present study, these genes did not show decreased expression according to our scRNA-seq data. On the other hand, we found increased chromatin accessibility of the oncofetal TF motifs and expression of oncofetal genes, including, e.g., *Yap1* and genes encoding multiple AP-1 subunits in the *Tcf7*- or *Lef1*-deleted tumors, which is in line with published data (*9*). We also found increased chromatin accessibility of the TF motifs and the expression of translineage plasticity markers and multiple Sox family members, such as Sox9 and Sox17, following *Tcf7* or *Lef1* deletion. These data indicate that loss of canonical Wnt via deletion of either *Tcf7* or *Lef1* in *Apc* mutant tumor cells mimics the effects on chromatin accessibility that have been reported in more advanced preclinical mouse tumor models (*9*).

Although additional regulators of plasticity have been intensively investigated, their downstream effectors and druggable targets remain largely unknown. Here, we found increased Myc expression in the *Tcf7*-deleted tumors, which is in line with our previous results concerning *Lef1* deletion (*28*). We found that the increased organoid growth induced by *Tcf7* deletion was repressed by inhibition of Myc, which indicates that Myc has a vital role in tumor cell proliferation associated with progressive plasticity. This is consistent with a previous study showing increased Myc signaling after Lgr5^+^ cell depletion in *Apc^Min/+;^Lgr5^DTR/eGFP^;Villin^Cre^;Kras^LSL-G12D^* organoids (*20*). Moreover, expression of *Sox17*, a direct Myc target (*47*), was also increased in the *Tcf7*- or Lef1-deleted tumor samples (*28*). As Sox17 boosts tumor growth by mediating tumor immune evasion in early-phase CRC (*48*), further studies exploring the inhibition of tumor progression by targeting Myc signaling in the context of tumor cell plasticity and immune evasion will be of interest. Moreover, as Myc inhibition in healthy fetal intestinal organoids increased the proportion of enterocyte cells, additional studies are needed to explore whether Myc signaling could directly affect the loss of the enterocyte-like population upon progressive plasticity (*49*).

*TCF7* and *LEF1* mutations are rare in patients with CRC (*8*). However, as the *TCF7* gene is located close to the *APC* gene in humans (5q31.1 and 5q22.2, respectively), it may occasionally be included in the large deletions of chromosomal DNA that occur upon tumor initiation when the WT *APC* allele is lost. However, plasticity is thought to be driven mainly by epigenetic processes rather than mutations (*8*). TF motif enrichment analysis of ATAC-sequenced samples from patients with CRC revealed a loss of accessibility at sites that contained TF motifs for both *TCF7* and *LEF1* in patients with high squamous-like gene signature (*10*). This suggests that during noncanonical reprogramming in CRC, changes driving progressive plasticity occur in *TCF7* and *LEF1* accessible chromatin, supporting our data on the association between *Tcf7* or *Lef1* deletion and tumor cell reprogramming in *Apc* mutant adenomas. We found decreased Lef1 and Prox1 expression in *Kras* mutant *Apc^Min/+^* tumors, which is in line with a recent study (*32*) showing CRC conversion from a WNT-high to a WNT-low tumor status upon *Kras* mutation. According to this scenario, *KRAS* mutations, which are frequently found in patients with CRC, induce *LEF1* down-regulation, which, in turn, increases CRC progression by increasing tumor cell plasticity. These results are in line with a study describing increased *Tcf7* and *Lef1* mRNA expression upon chemical Kras^G12D^ inhibition, which also induced a conversion from *Emp1*^+^ plastic tumor cell population to canonical Wnt-driven *Lgr5*^+^ cell state (*19*). Recent studies have also demonstrated that CRC cells dynamically shift between a MAPK-driven state and a WNT-driven canonical state, and that MAPK inhibition promotes adoption of the latter phenotype (*50*, *51*).

Individual translineage plasticity reprograms have been linked to both RFS and OS (*8*). Here, using only a limited number of genes, we designed a simple specific translineage plasticity gene signature that could be suitable for prognostic purposes. We validated its significance in a cohort of patients with CRC that has not been used in prior studies exploring the correlation between plasticity and survival. We found that this gene signature correlates inversely with survival, with patients showing the highest translineage plasticity scores having the poorest outcomes. In addition, we observed that high *TCF7* expression correlated positively with OS in patients with high translineage plasticity scores, underscoring the clinical relevance of our findings obtained from the preclinical mouse models. However, we did not find a general correlation between *LEF1* expression and survival, suggesting that other mutations or changes at the chromatin level may affect *LEF1*-related survival in late-stage CRC.

To conclude, we show that canonical Wnt signaling represses both progressive intra- and translineage plasticity via maintaining the homeostatic lineage commitment of Lgr5^+^ cells. However, as tumor stem cells in polyps and adenomas show high expression of canonical Wnt target genes and translineage plasticity markers, the role of canonical Wnt signaling in controlling plasticity is more complex than so far described.

## MATERIALS AND METHODS

### Animal experiments

All in vivo experiments were approved by the Regional State Administrative Agency of Finland (ESAVI/22643/2022 and ESAVI/22042/2019). The experiments complied with the guidelines and recommendations of the Federation of European Laboratory Animal Science Association concerning aspects of animal housing, treatment, and euthanasia criteria (maximum 15% weight loss, signs of distress, and blood in feces). The mice were housed in monitoring facilities and had ad libitum access to food and water. Mouse genotypes were checked from ear samples twice before the experiment and once from a tail sample collected after euthanization. The following mouse lines with C57BL/6 background (RRID:MGI:5656552) were used: *Tcf7^GFP^* flox (*52*) (the Jackson Laboratory, stock no. 030909, RRID:IMSR_JAX:030909), *Lef1^fl/fl^* (*53*), *Lgr5-EGFP-IRES-Cre^ERT^* (*17*), *Apc^fl/fl^* (*54*), CAG-FLPe (*55*), Rosa26^LSL-TdTomato^ (*56*) (the Jackson Laboratory, stock no. 021875, RRID:IMSR_JAX:021875), *Apc^Min/+^* (*57*) (the Jackson Laboratory, stock no. 002020), *Kras^LSL-G12D/+^* (*58*), and *Villin-Cre^ERT2^* (*59*) (the Jackson Laboratory, stock no. 020282). All experiments were performed thrice with independent cohorts of approximately equal numbers of male and female mice. 

To induce Cre^ERT2^-mediated deletion of LoxP-targeted genes, 2 mg of tamoxifen (#T5648, Sigma-Aldrich) dissolved in corn oil was administered via intragastric injection for two to three consecutive days. Mice received 0.1 mg of EdU (Invitrogen, A10044) dissolved in 0.9% saline by intraperitoneal injection ~4 hours before euthanasia.

### DNA extraction and polymerase chain reaction

DNA was extracted from mouse ear, tail, and intestinal tissue samples by adding 50 μl of 50 mM sodium hydroxide (S/4920/60, Fisher Chemical) to the tissue samples and incubating at 95°C for 10 min. Polymerase chain reaction (PCR) was performed using PCR KAPA2G Fast HotStart Genotyping mix (KK562107961316001, Kapa Biosystems) and an Applied Biosystems 2720 Thermal cycler with the following program: 3 min at 95°C, 35 cycles of 15 s at 95°C, 15 s at 52°/60°C and 15 to 60 s at 72°C, followed by 3 min at 72°C, and ∞ at 4°C. When using the *Prox1-Cre^ERT2^* primers, a touchdown PCR protocol was used: initial denaturation for 2 min at 95°C, 10 cycles of 15 s at 95°C, 15 s at 65.0 Δ–0.5°C, and 15 s at 68°C (touchdown), followed by 28 cycles of 15 s at 95°C, 15 s at 60°C, and 15 to 60 s at 72°C, ending in final extension step for 3 min at 72°C and ∞ at 10°C. The genotyping primers used are listed in table S5. The PCR fragments were electrophoresed on a 3% agarose gel (BIO-41025, Meridian Bioscience) at 300 V for 30 to 45 min. The amplicon length was estimated by comparison with the GeneRuler ready-to-use 100–base pair (bp) DNA Ladder (SM0243, Thermo Fisher Scientific).

### Sorting of tumor cells for scRNA-seq

Sorting of Epcam^+^ LApc and LApcLef1 tumor cells for previously published scRNA-seq analysis was performed 29 (LApc) or 21 (LApcLef1) days after the first dose of tamoxifen (table S2A) (*28*). In the LApc versus LApcT survival experiments, the first LApcT mice had to be euthanized because of tumor-related well-being issues on day 20 and the last ones on day 30, while the corresponding days for the LApc mice were days 38 and 115. This necessitated the termination and sampling of the LApcT mice analysis on day 19, which was too early for the LApc mice that had a lower tumor burden. To compare mice with a similar tumor burden, we chose days 19 and 68 for the euthanization of the LApcT and LApc mice, respectively. Considering that this might influence the tumor phenotype, we isolated tumor cells from the small intestines of LApcT and LApc mice 19 and 29 days after tamoxifen administration, respectively, and fluorescence-activated cell sorting (FACS)–sorted tdTomato^+^ cells (table S2B).

Small intestines of LApc and LApcT mice were cut open, washed with phosphate-buffered saline (PBS), and incubated in 10 mM EDTA in a shaker at 37°C for 10 min. The tissues were washed twice with PBS, and the cells were scraped off with a glass coverslip. The cells were then centrifuged at 1500 rpm for 5 min, followed by incubation with a digestion mix composed of Hanks’ balanced salt solution (HBSS) with Mg^2+^ and Ca^2+^ (#14025-050, Gibco) and supplemented with 1 mg/ml of collagenase type I (#17100-017, Gibco), collagenase type IV (1 mg/ml) (#17104-019, Gibco), 4 mg/ml of Dispase II (#04942078001, Sigma-Aldrich), and 1 μl/ml of deoxyribonuclease 1 (#EN0521, Thermo Fisher Scientific) for 30 to 40 min at 37°C. After this, Dulbecco’s modified Eagle’s medium (DMEM) was added, and the cell suspension was filtered through a 70-μm and twice through a 40-μm filter and centrifuged for 10 min at 1500 rpm. TdTomato^+^ cells from LApc and LApcT mice were sorted using BD Influx (BD Biosciences) for scRNA-seq and gene expression validation. A total of 10 000 sorted cells were resuspended in HBSS containing 0.04% bovine serum albumin and subjected to Chromium X (RRID:SCR_024537).

### scRNA-seq analysis

#### LApc, LApcT, and LApcLef1

cDNA sample libraries were generated after analysis using Chromium X and sequenced on an Illumina NovaSeq 6000 sequencer (RRID:SCR_016387) at the Single Cell Analytics Unit at the Institute for Molecular Medicine Finland (FIMM). A Cell Ranger (version 6.1.2, 7.0.0, or 7.0.1; RRID:SCR_017344) was used to align the reads, quantify gene expression, generate custom references, and call the cells. The reads were aligned to the mouse reference genome, mm10. Data analysis was performed using RStudio (version 4.2.2, RRID:SCR_000432) following Seurat version 4 and 5 instructions (RRID:SCR007322) (*60*, *61*). To ensure high-quality data for downstream analysis, we applied standardized preprocessing and data-driven quality control criteria. For in-house samples, cells were excluded if they had mitochondrial gene content > 15%, ribosomal RNA content < 1%, total unique molecular identifier (UMI) counts outside the range of 3000 to 85,000 or detected gene counts outside the range of 1000 to 8500. WT samples obtained from Gene Expression Omnibus (GEO; GSE169197) (*29*) cells were excluded if they had a mitochondrial gene content > 10%, total UMI counts > 80,000, or detected gene counts outside the range of 800 to 6500. Genes representing technical biases and ribosomal RNA contamination, including *Malat1*, *Gm26917*, *Gm42418*, and *AY36118*, were excluded from further analyses. Individual samples were normalized using the SCTransform function in Seurat using the glmGamPoi method, which accounts for sequencing depth and other technical variations (RRID:SCR022146) (*62*). Batch effects across samples were corrected using the reciprocal principal components analysis (RPCA) integration method. PCA was performed on the integrated dataset, and the first 30 principal components identified as significant based on the inspection of the ElbowPlot and DimHeatmap visualizations were selected for downstream analysis. Cell clustering was performed using FindNeighbors and FindClusters functions (resolution = 1.6). Genes used for cluster identification are listed in table S3. The ScCustomize R package (RRID:SCR_024675) (*63*) was used to visualize scRNA-seq data.

In the scRNA-seq experiments, two different FACS-based strategies were used to isolate tumor cells. In the *Lef1* deletion experiments [scRNA-seq data previously published (*28*)], dissociated cells were sorted using EpCAM, whereas in the *Tcf7* deletion experiments, sorting was performed on the basis of tdTomato expression. In addition, because the *Lef1* deletion experiment was conducted substantially earlier than the *Tcf7* deletion experiments and because it used a different 10x Genomics reagent chemistry (v2 versus v3), the LApc versus LApcT and LApc versus LApcLef1 analyses were performed separately. However, results from joined analysis with WT, LApc, LApcT, and LApcLef1 samples confirming the main findings of the individual analyses are presented in fig. S10 and in table S6. Total number of all analyzed cells in WT-LApc-LApcT analysis: WT: 12,550, LApc: 15,435, and LApcT: 10,609; and in WT-LApc-LApctLef1 analysis: WT: 10,949, LApc: 10,697, and LApcLef1:16,281. Number of tumor-specific cells in LApc-LApcT analysis: LApc: 855 and LApcT: 3857; and LApc-LApcLef1 analysis: LApc: 1466 and LApcLef1; 9115. Raw and processed scRNA-seq data produced in this study were deposited in GEO database under accession number GSE288156.

#### Healthy tissue, FAP polyp, and carcinoma samples

Healthy tissue samples, FAP polyps, and carcinoma samples from GSE201348 dataset (*27*) were integrated to dataset consisting large intestinal carcinoma samples from patients with average-onset CRC (age at diagnosis ≥ 50 years) (*8*). Cell numbers: healthy: 8303; polyp: 30,105; carcinoma: 3825. Data processing and analysis were performed using Seurat v5 (RRID:SCR007322). Merged objects were normalized using SCTransform, followed by dimensionality reduction with RunPCA. Sample integration was carried out using IntegrateLayers with the RPCA method. Cell clustering was performed using FindNeighbors and FindClusters, and visualization was generated using RunUMAP, using the first 35 principal components. For downstream analyses, epithelial cells (EPCAM > 0) were subsetted from stromal cells. Iterative clustering and subsetting were performed until only epithelial cells were retained in the Seurat object. Epithelial cluster annotation was performed using GSEA with previously published gene signatures defining healthy intestinal epithelial cell types (*8*). Cluster identities were assigned on the basis of significantly enriched signatures, and only annotations with an adjusted *P* < 0.05 were retained.

### TissueEnrich analysis

The TissueEnrich R package (*64*) was used to characterize the cells in tumor-specific clusters. First, we searched for DEGs in the tumor-specific cells between LApcLef1 and LApc samples, from which those with avg_log_2_FC > 1.5 (*n* = 136) or < 1.5 (*n* = 800) were used for the TissueEnrich analysis performed with the default settings. A similar analysis was carried out in LApcT versus LApc tumor–specific cells, but for TissueEnrich, DEGs with avg_log_2_FC > 2.5 (*n* = 164) or < 1.5 (*n* = 1111) were used. The genes used for the analysis are listed in table S3.

### Gene signatures

To analyze whether the WNT score correlates with HiCol or HiSquam signatures (*10*), we quantified the WNT score for each GSE39582 (*30*) patient sample with single-sample GSEA [ssGSEA; gene set variation analysis (GSVA) R package (*65*)] using the MSigDB Wnt/β-catenin signaling Hallmark gene signature. Moreover, *TCF7* and *LEF1* expression correlated with the HiCol and HiSquam signatures. To evaluate this, we divided patient samples based on their WNT score and *TCF7* or *LEF1* expression into three groups: Q3, Q1-Q3, and Q1. We plotted the HiCol and HiSquam signatures against these groups.

### Analysis of tumor cell composition

Differences in cellular composition between LApc and LApcT samples were analyzed using the Bayesian framework scCODA (version 0.1.9) (*66*). The Tuft cell cluster (automatically selected by the tool) and Goblet cell cluster were used as reference cell types. This approach yields consistent results, demonstrating the robustness of our findings. A false discovery rate (FDR) threshold of 0.05 was applied to distinguish credible effects from noncredible effects, in accordance with the package’s default settings.

### Generation of plasticity gene signatures and their correlation with survival in patients with CRC

1) Gene selection and filtering: We began by importing a predefined list of candidate genes containing noncanonical (*8*) and oncofetal (*9*) markers (table S3). These genes were then used to subset the full gene expression matrix of GSE39582 (*30*), retaining only rows corresponding to the selected genes. To ensure biological relevance and reduce noise, we filtered out genes with low variability in expression across the samples. Specifically, we computed the SD of expression for each gene and retained only those with SD > 0.5, indicating sufficient intersample variability.

2) Univariate Cox proportional hazard analysis: The filtered gene set was subjected to univariate Cox proportional hazard regression analysis to evaluate the association between individual gene expression and RFS or OS. Each gene was independently tested using the Cox model, and the results were summarized to extract *P* values, hazard ratios, and confidence intervals. This step enables the identification of genes with potential prognostic significance.

3) Regularized Cox regression via Lasso: Given the high dimensionality of gene expression data and the risk of overfitting in multivariate models, we applied LASSO penalized Cox regression using the glmnet package (*67*). This method simultaneously performs variable selection and regularization, identifying the most predictive subset of genes. Cross-validation was used to determine the optimal penalty parameter (lambda.min), and genes with nonzero coefficients at this optimal lambda were considered significant.

4) Risk score calculation and survival stratification. Using the Lasso-derived coefficients and gene expression data, we computed a risk score for each patient as a linear combination of the selected gene expressions weighted by their model coefficients. Patients with CRC (*n* = 566) were stratified into quartiles based on their risk scores. Risk scores were first converted into numeric values and then divided into four groups (Q1 to Q4) using the 25th, 50th, and 75th percentiles as cutoff values. Quartile 1 (Q1) represented the lowest-risk patients, whereas quartile 4 (Q4) included those with the highest predicted risk. Kaplan-Meier survival analysis was performed across the four quartile groups.

### Joint stratification of *TCF7/LEF1* expression and plasticity scores for survival analysis

On the basis of the plasticity RFS and OS gene signatures, we performed ssGSEA and calculated signature scores for each patient using the ssgseaParam method. The resulting enrichment scores were normalized using the GSVA algorithm to obtain per-sample scores. For each signature, the patients were stratified into four groups (very low, low, moderate, high) based on the quartile distribution of their ssGSEA scores. Quartile cutoff values were computed individually for each signature. To explore the interactive effects of gene-level expression and plasticity scores on patient survival, we performed combined stratification analysis. We assessed *TCF7* and *LEF1* across samples from the expression matrix. Expression values were categorized into quartiles (Q1 to Q4) to define *TCF7* and *LEF1* activity levels. Each sample was then assigned to a combined group representing both its *TCF7* or *LEF1* expression and RFS or OS plasticity signature score quartiles (e.g., Q1_Lowest [gene expression]_Q4_Highest [plasticity score]). We focused on four biologically informative combinations: (i) Q1_Q1: both gene expression and score were low, (ii) Q4_ Q4: both were high, (iii) Q1_ Q4: low gene expression and high pathway activity, and (iv) Q4_ Q1: high gene expression and low pathway activity. These combinations allowed us to investigate additive or antagonistic relationships between gene expression and plasticity score levels in relation to survival outcomes analyzed by Kaplan-Meier survival analysis (*68*, *69*).

### ATAC-seq

ATAC-seq was performed for tdTomato^+^ FACS-sorted tumor cells (table S2C) from four LApc and four LApcLef1 mice following the Omni-ATAC-seq protocol (*70*). Transposition was performed for 50,000 nuclei per sample in triplicates (150,000 nuclei in total) to induce library complexity. DNA fragments for each sample were pooled after transposition and purified using a Zymo DNA Clean and Concentrator-5 kit (catalog no. D4014, Nordic BioSite). Libraries were amplified by PCR and quantified, and the quality was measured by quantitative PCR (qPCR; catalog. no. KK4824, KAPA Library Quantification Kit, Illumina) and TapeStation 2200 (Agilent Technologies). ATAC-seq libraries were sent for 100-bp paired-end Illumina sequencing, aiming for 80 million paired-end reads.

Cutadapt version 1.18 (RRID:SCR_011841) in Trim Galore version 0.6.5 (RRID:SCR_011847), with default parameters, was used for quality and adaptor trimming. Trimmed reads were aligned to the mm10 reference genome using Bowtie 2 version 2.3.5 (RRID:SCR_005476). Reads with a mapping quality below 20 were filtered out, mitochondrial reads were counted, and PCR duplicates were removed using Samtools version 1.9 (RRID:SCR_002105). MACS2 version 2.1.4 was used for peak calling. We created fixed-width peaks ranging 250 bp from the peak summit called with MACS2 callpeak command with parameters “--shiff 75 --extsize 150 --nomodel --call-summits --nolambda --keep-dup all -p 0.01.”

Differential accessibility between groups was calculated using DESeq2 version 1.32.0 (RRID:SCR_015687) with default settings and Wald statistics. To obtain the number of Tn5 insertions, the properly paired paired-end read alignments were corrected for the Tn5 offset (“+” stranded +4 bp, “−” stranded −5 bp) (*71*). Tn5 insertions were counted at nonoverlapping peaks, with the peak with the highest peak score kept in the analysis, for all peaks present in at least two samples. Differentially accessible regions (DARs) were defined with a Benjamini–Hochberg (BH)–adjusted *P* < 0.05. The closest gene for each DAR was annotated using HOMER (RRID:SCR_010881) annotatePeaks.pl against the mm10 RefSeq database (RRID:SCR_003496).

Enrichment of TF motifs to DARs was calculated separately for more accessible [log_2_ fold change (FC) > 0] and less accessible (log_2_ FC < 0) regions using simple enrichment analysis (SEA) (*72*) in MEME Suite (*73*) with default settings. Raw and processed ATAC-seq data produced in this study were deposited in GEO database under accession number GSE288156.

### Tissue processing and immunohistochemistry

Fresh tissue samples were either frozen in liquid nitrogen or fixed overnight (o/n) with 4% paraformaldehyde at 4°C. The following day, tumor numbers were counted, and intestines were rolled into Swiss rolls, dehydrated o/n, embedded in paraffin, and cut into 5-μm sections. Tissue sections were deparaffinized and rehydrated in the following steps: 3× 5-min wash in Tissue-Clear (Tissue-Tek, #1466, Sakura), followed by a decreasing alcohol series (2× absolute ethanol, 2× 96% ethanol, 1× 70% ethanol, and 1× 50% ethanol for 3 min each). This was followed by heat-induced antigen retrieval with high-pH target retrieving solution, 30- to 40-min blocking with TNB buffer (0.1 M tris-HCl, 0.15 M NaCl, and 0.5% TSA blocking reagent, NEL700001KT, PerkinElmer) at room temperature (RT), and primary antibody incubation o/n 4°C. For the anti–c-Myc antibody (RRID:AB_731658), a low-pH (6) Na-citrate–based target retrieval buffer was used, and the primary antibody was incubated for 48 hours. The following primary antibodies were used: rabbit anti-Tcf1 (1:100; #2203, Cell Signaling, RRID:AB_2199302), rabbit anti-Tcf1 (1:200; #MA5-14972, Thermo Fisher Scientific), goat anti-Prox1 (1:200; AF2727, R&D Systems, RRID:AB_2170716), rabbit anti-Lyz1 (1:500; Dako A0099, RRID:AB_2341230), goat anti-Msx1 (1:200; AF5045, R&D Systems, RRID:AB_2148804), rabbit anti-Ki67 (1:200; ab16667, Abcam, RRID:AB_302459), rabbit anti-c-Myc (1:200; Abcam, ab32072, RRID:AB_731658), rabbit anti-Anxa1 (1:200; 71-3400, Invitrogen), and mouse anti–β-catenin (1:200; #0030773, BD Biosciences, RRID:AB_305407). For the detection of EdU, the Click-IT EdU Alexa Fluor 488 Imaging Kit (C10337, Invitrogen) was used according to the manufacturer’s instructions. Specific quantification data from each staining are presented in table S4.

The following day, the sections were washed for 3× 5 min with TNT [0.1 M tris-HCl (pH 7.4), 0.15 M NaCl, and 0.05% Tween 20], incubated in TNB–Alexa Fluor 488–, 594–, and 647– (1:500; Invitrogen) conjugated secondary antibody mix for 60 min at RT, washed again with TNT and Milli-Q water, and mounted with 4′,6-diamidino-2-phenylindole (DAPI) containing VECTASHIELD mounting medium (#H-1200, Vector Laboratories, RRID:AB_2336790) to counterstain the nuclei and lastly sealed under cover glass with cytoseal (#8310-4, Thermo Fisher Scientific). The samples were imaged using an epifluorescence microscope (Zeiss Axio Imager, RRID:SCR_018876) equipped with a Hamamatsu Orca Flash 4.0 LT camera. The original images were processed and analyzed using the Fiji software (RRID:SCR_002285).

### Hematoxylin and eosin staining

Tissue sections were deparaffinized and rehydrated as described above, followed by incubation in MQ water for 1 min and hemalum stock (#1092492500, Merck) for 1 to 2 min, washed under running water for 10 min, and incubated in 1% eosin stock solution in methanol for 30 s. Next, the tissue sections on the slides were dehydrated in an increasing alcohol series (10 s in 70% ethanol, 1 min in 96% ethanol, 2 × 3 min in absolute ethanol, and 3 × 5 min in Tissue-Clear). The slides were mounted with Pertex mounting medium (#00811, Histolab) and imaged in bright field using a Zeiss Axio Imager microscope (RRID:SCR_018876).

### RNA isolation, cDNA synthesis, and qPCR

RNA isolation, cDNA synthesis, and qPCR was performed similarly, as described previously (*23*). In short, RNA isolation from the tumor cells was performed using a NucleoSpin RNA II Kit (#740955, Macherey-Nagel), cDNA was synthesized using a High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, #4368814), and RNA transcript expression analysis was performed using qPCR (CFX96 Real-Time System) with a DyNAmo HS SYBR Green qPCR Kit (#F410XL, Thermo Fisher Scientific). The primers used for qPCR are listed in table S5.

### Organoid isolation and culture

To induce tumorigenesis, 2 mg of tamoxifen was administered to LApc and LApcT mice on two consecutive days. After 19 (LApcT) or 29 (LApc) days, mice were euthanized, and the small intestines were harvested. Intestinal tissues were thoroughly washed with PBS, cut into small fragments, and incubated in 10 mM EDTA for 15 min at 4°C. Following a single PBS wash, tissues were subjected to a second incubation in 10 mM EDTA for 45 min at 4°C. During EDTA incubations, samples were vigorously vortexed every 10 to 15 min.

After incubation, tissue fragments were further vortexed and allowed to settle, and the supernatant containing released crypts was collected. The supernatant was centrifuged at 1500 rpm for 5 min. Isolated crypts were embedded in Matrigel (#356231, Corning), and after Matrigel polymerization, cultures were overlaid with Advanced DMEM/F12 (#12634-010, Gibco) supplemented with B27 (#17504-044, Gibco), N2 (#17502-048, Gibco), 10 mM Hepes (#BP310-1, Thermo Fisher Scientific), 1 mM *N*-acetylcysteine (#A-9165, Sigma-Aldrich), Penicillin G (100 IU/ml)/streptomycin sulfate (100 μg/ml) (ECB001D, Euroclone), and 2 mM l-glutamine (ECB3000D, Euroclone). Experiments were conducted once organoid formation and growth had stabilized.

### Statistical analysis

The number of technical and biological replicates is indicated in the figure legends. Data are presented as mean ± SD unless otherwise indicated in the figure legend. GraphPad Prism (version 9, RRID:SCR_002798) and RStudio (version 4.2.2, RRID:SCR_000432) were used for statistical analyses. Statistical analysis comparing groups was performed using Student’s unpaired *t* test, Mann-Whitney test, or two-way analysis of variance (ANOVA). Selected statistical analyses are indicated in the figure legends. Statistical significance is indicated by *P* values (*P < 0.05, **P < 0.01, ***P < 0.005, and ****P < 0.001). RStudio (version 4.2.2) was used for statistical analyses.

# Supplementary material for: Progressive intestinal tumor cell plasticity, Myc activation, and loss of Lgr5+ tumor stem cell lineage commitment upon Wnt depletion
**Source:** Sci Adv. 2026 Jul 10;12(28):eaeb8564. doi: 10.1126/sciadv.aeb8564
**Supplement:** Supplementary file 1 — Figs. S1 to S10 Legends for tables S1 to S6

Supplementary Materials for  
**Progressive intestinal tumor cell plasticity, Myc activation, and loss of Lgr5<sup>+</sup>  
tumor stem cell lineage commitment upon Wnt depletion**

Marika Lassila *et al.*

*Sci. Adv.* **12**, eaeb8564 (2026)  
DOI: 10.1126/sciadv.aeb8564

**The PDF file includes:**

Figs. S1 to S10  
Legends for tables S1 to S6

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S6

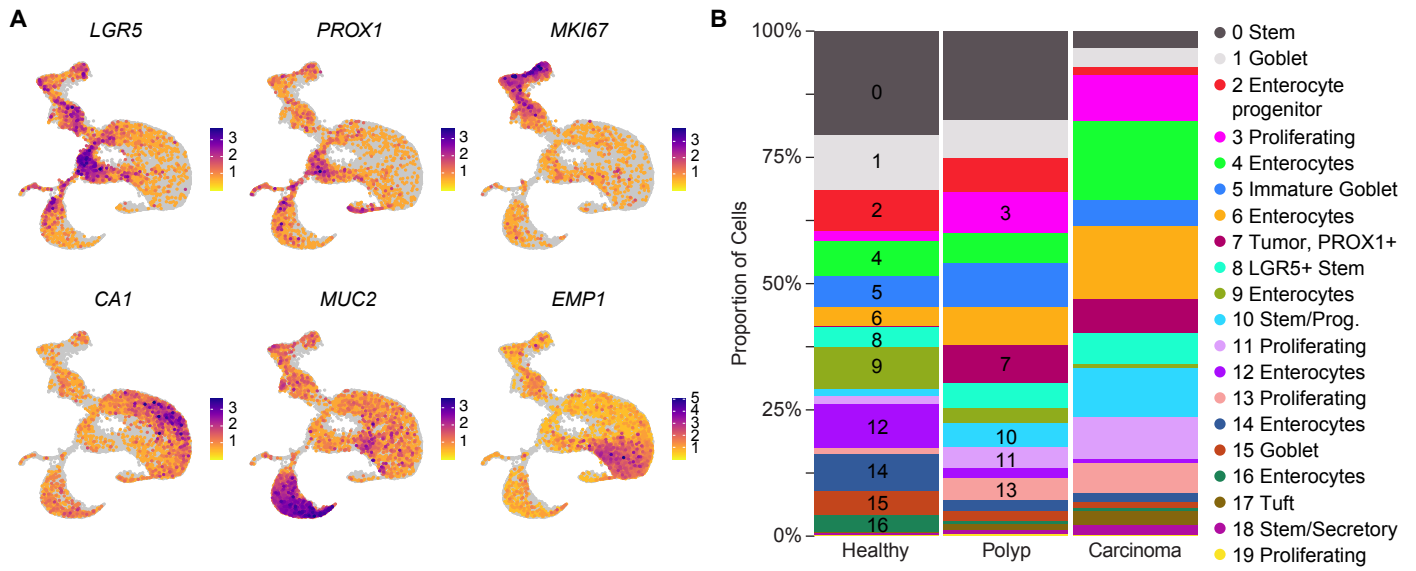

**Supp. Figure S1. Cell clustering in patient samples.** **A**, Feature plots showing the expression of *LGR5*, *PROX1*, *MKI67*, *CA1*, *MUC2*, and *EMP1* in the indicated samples. The color scale indicates gene expression levels. **B**, Proportion of cell clusters in healthy, polyp and carcinoma samples.

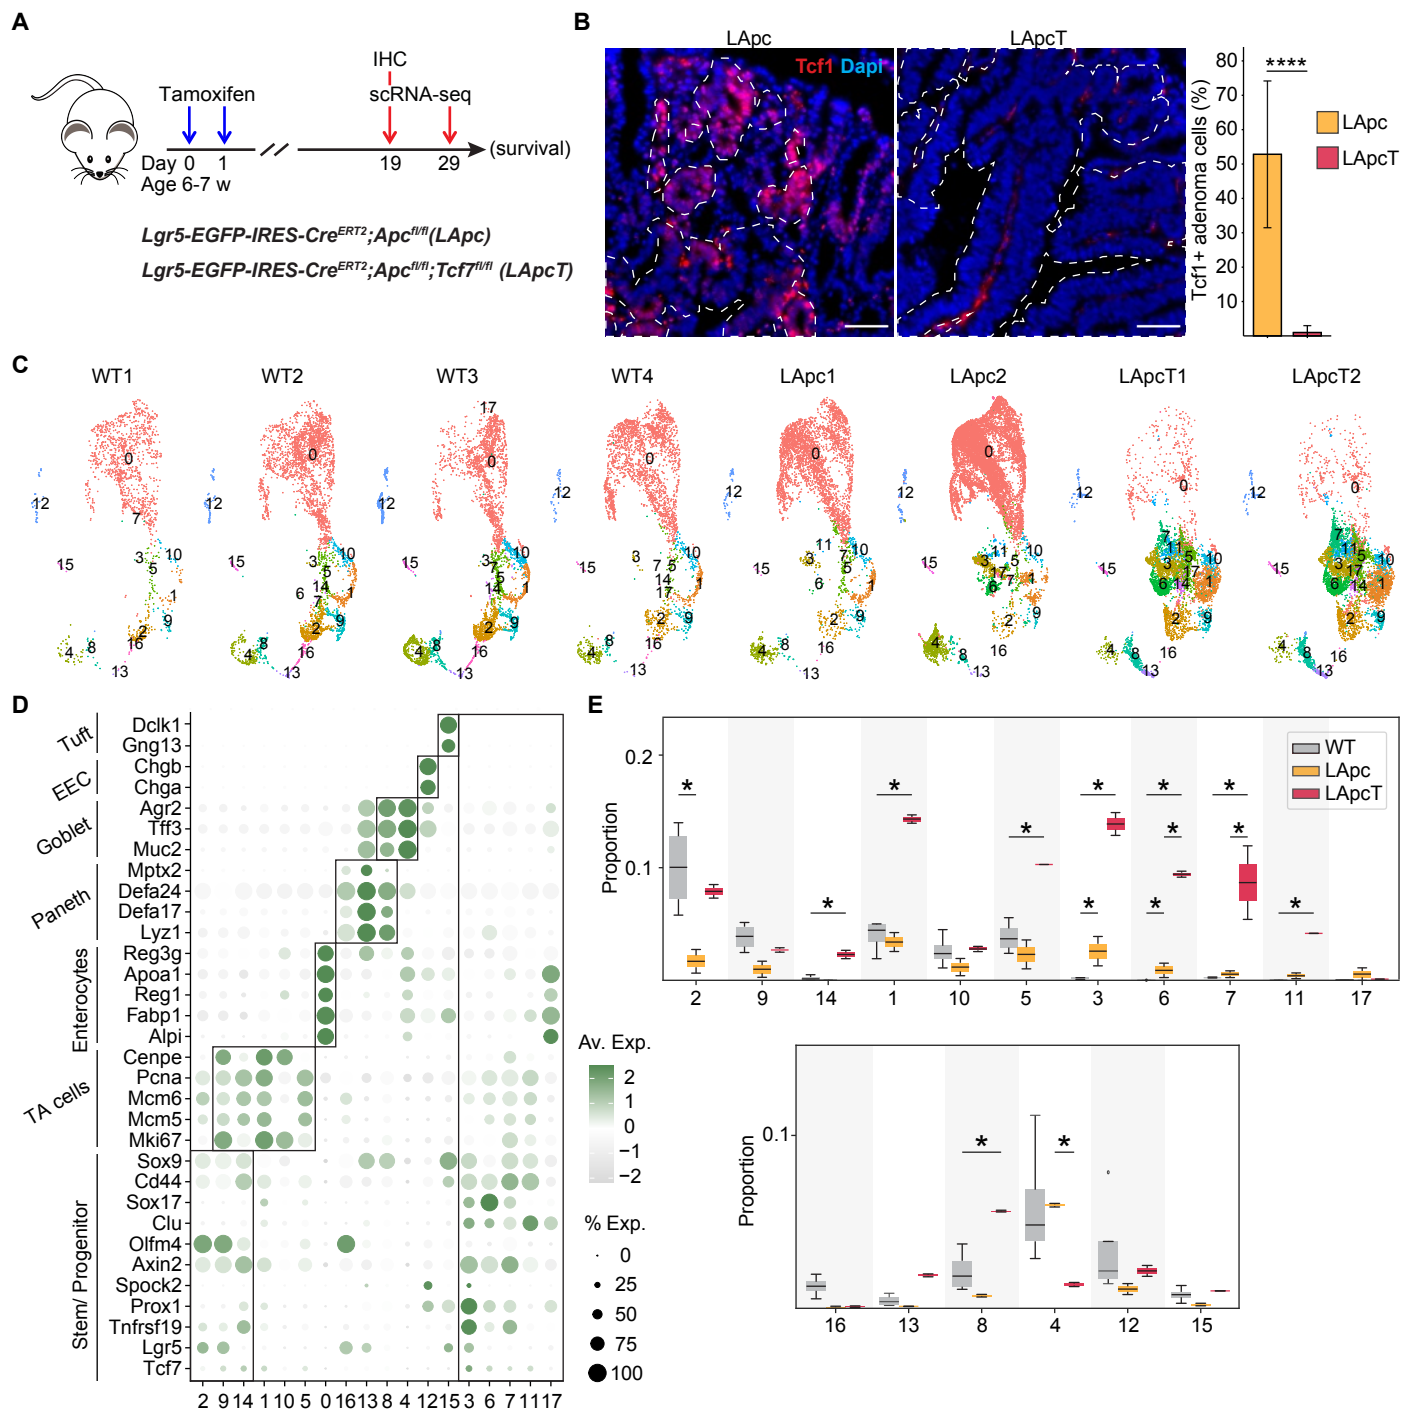

**Supp. Figure S2. *Tcf7* deletion increases the proportion of proliferating tumor cells.** **A**, Schematic of the experiment. **B**, Immunofluorescence staining and quantification of Tcf1+ tumor cells in the LApc and LApcT samples 19 days after tamoxifen administration. Scale bars: 50  $\mu$ m. The dashed lines indicate the nuclear  $\beta$ -catenin+ tumor areas. The bar plots show average  $\pm$  SD. Number of mice: LApc: 12, LApcT: 12. Number of quantified tumors: LApc: 77, LApcT: 113. \*\*\*\*p-value  $2.3 \times 10^{-63}$ , using student's t-test. **C**, Dim plots showing clustering of individual WT, LApc, and LApcT samples. Three of the WT samples (WT1-3) were uploaded from GSE169197. Annotation of the cells: 0: enterocyte, 1: TA 1, 2: Stem cells 3: Tumor stem/progenitor 4: Goblet 5: TA 2, 6: Tumor 1, 7: Tumor 2, 8: Goblet/Paneth, 9: TA 3, 10: TA 4, 11: Tumor 3, 12: EEC, 13: Paneth 1, 14: TA 5, 15: Tuft, 16: Paneth 2, 17: Tumor 4. **D**, Dot plot showing gene expressions of some of the genes used to identify the cell clusters. The size of the dot presents proportion of cells expressing the indicated transcript and the color scale indicates gene expression levels. Black rectangle on the right side of the dot plot indicates the tumor-specific clusters. **E**, Proportion of indicated cell clusters in WT (grey), LApc (orange), and LApcT (red) samples. Credible and significant are denoted by \* (FDR < 0.05).

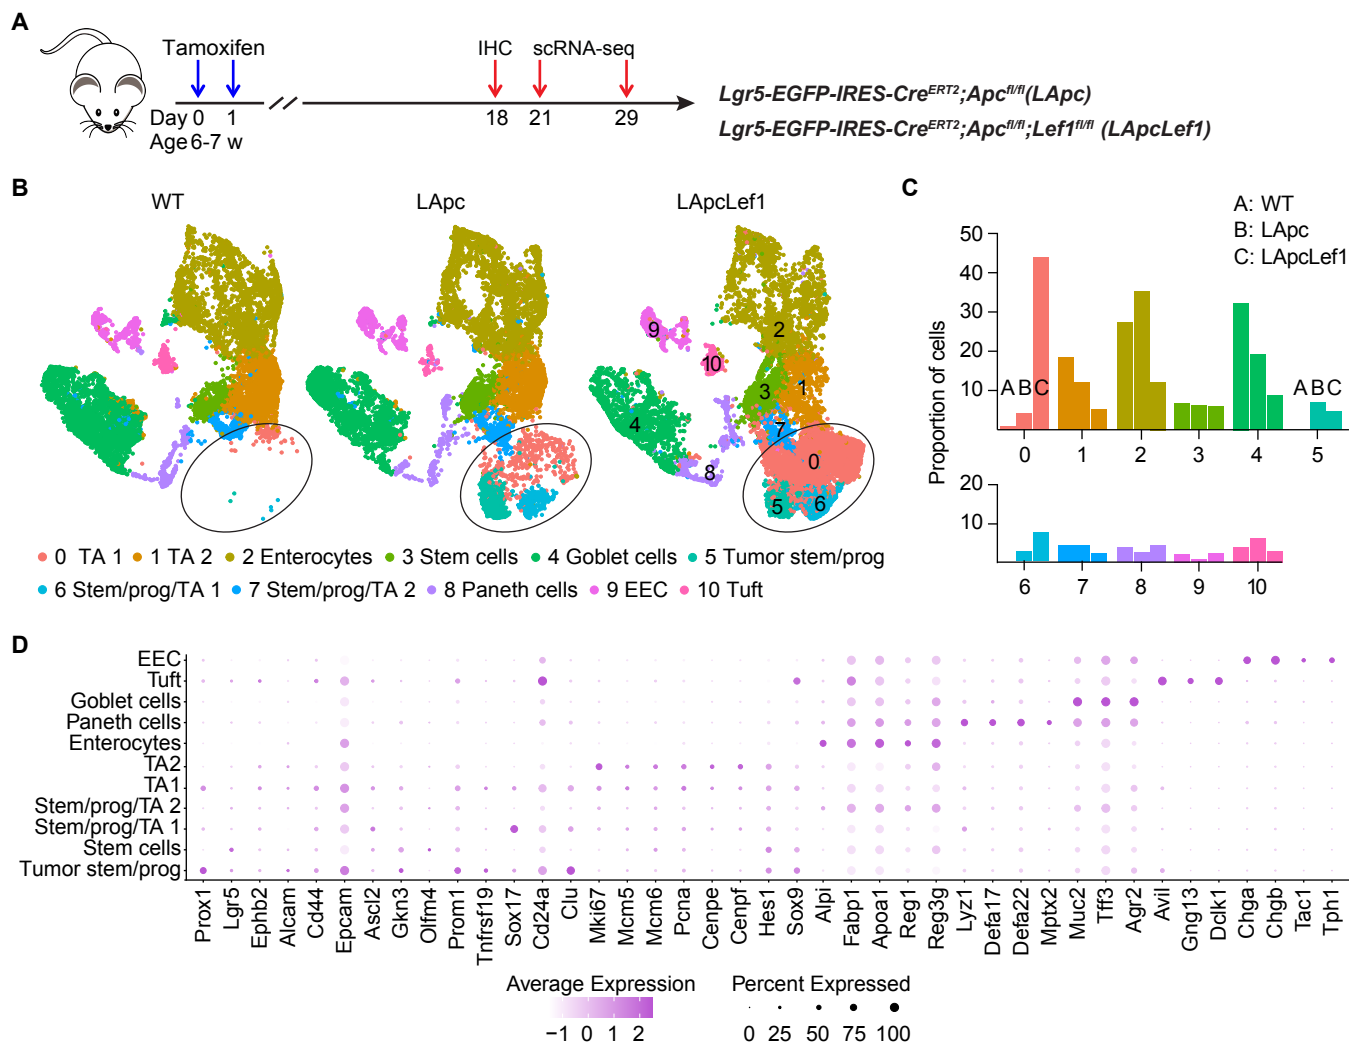

**Supp. Figure S3. *Lef1* deletion in *Apc* mutant tumor cells increases proportion of proliferating cells and decreases proportion of enterocyte-like cells.** **A**, Schematic of the experiment. **B**, Dim plots showing the annotated cell clusters in the indicated samples. **C**, Quantification of the proportions of the cell clusters in the WT (A), LApc (B), and LApcLef1(C) samples. Note, that the color of the bars indicates the cell cluster presented in (**B**). **D**, Dot plot showing gene expressions of some of the genes used to identify the cell clusters. The size of the dot presents proportion of cells expressing the indicated transcript and the color scale indicates gene expression levels.

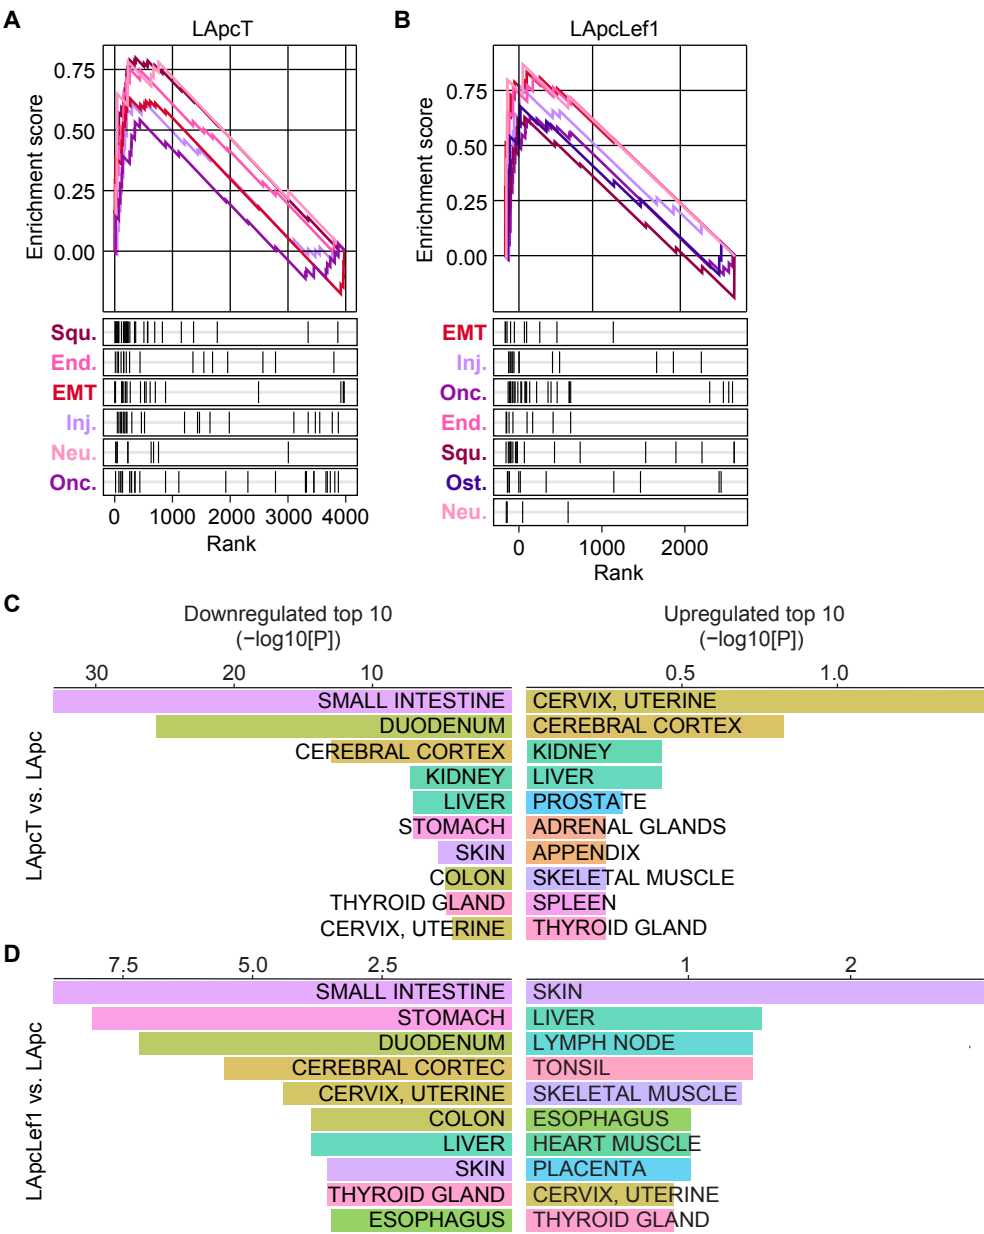

**Supp. Figure S4. Non-canonical pathways are enriched in *Tcf7* or *Lef1* deleted tumor samples.** **A**, LApdT cluster 1 enrichment scores for squamous [Squ.], endoderm [End.], EMT, injury repair [Inj.], neuroendocrine [Neu.], and oncofetal [Onc.] signatures.  $p\text{-adj.} < 0.05$ , specific  $p\text{adj}$ -values and normalized enrichment scores are presented in **Supp. Table S3**. Enrichment scores were quantified using the fgsea R package. For statistical analysis, Benjamini-Hochberg FDR correction was used. **B**, LApdLef1 cluster 1 enrichment scores for EMT, Inj., Onc., End., Squ., osteoblast [Ost.], and Neu. signatures.  $p\text{-adj.} < 0.05$ , specific  $p\text{adj}$ -values and normalized enrichment scores are presented in **Supp. Table S3**. **C, D**, TissueEnrich analysis of enriched and downregulated gene signatures in the (**C**) LApdT and (**D**), LApdLef1 samples compared to LApC controls. Top 10 results based on  $-\log_{10}(P\text{-value})$  are presented.

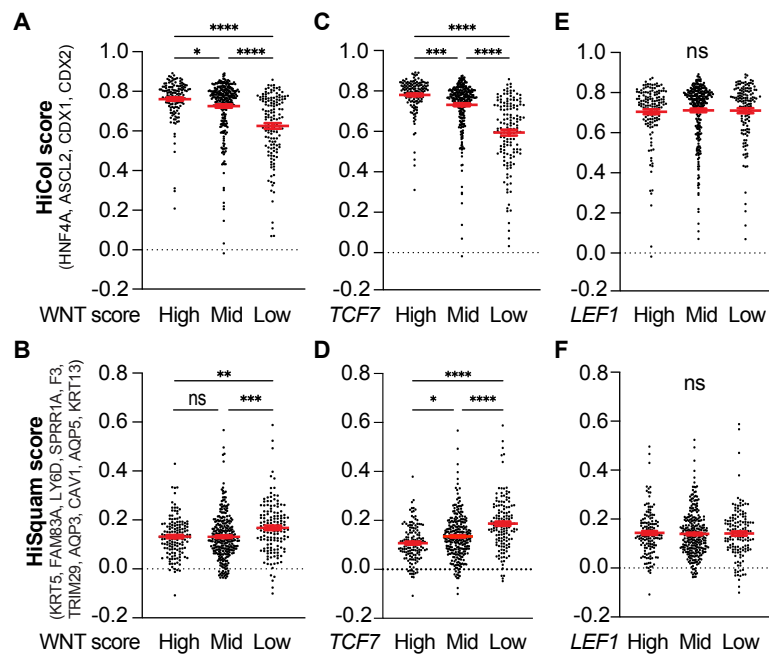

**Supp. Figure S5. Squamous gene signature correlates negatively with WNT score and *TCF7* expression.** **A-F**, HiCol and HiSquam signatures (10) including the listed genes were quantified for each GSE39583 CRC patient sample by using the ssGSEA GSVA R package. Also, *TCF7* and *LEF1* expression was quantified for each patient sample. The patient samples were assigned into groups based on their WNT score or *TCF7* or *LEF1* expression. Samples in “Low” stand for < 0.25 percentile, and “High” for > 0.75 percentile, and “Mid” for 0.25-0.75 (presented in x-axis). These were plotted against the (**A**, **C**, **E**) HiCol and (**B**, **D**, **F**) HiSquam signatures. Number of patients in High: 142, Mid: 282, Low: 142. One-way ANOVA and Tukey’s multiple comparisons test were used. The p-values are following: (**A**) \* 0.0363, \*\*\*\* < 0.0001, (**B**) \*\* 0.0037, \*\*\* 0.0005, (**C**), \*\*\* 0.0008, \*\*\*\* < 0.0001, (**D**) \*\*\*\* < 0.0001. Red line represents the average gene signature expression.

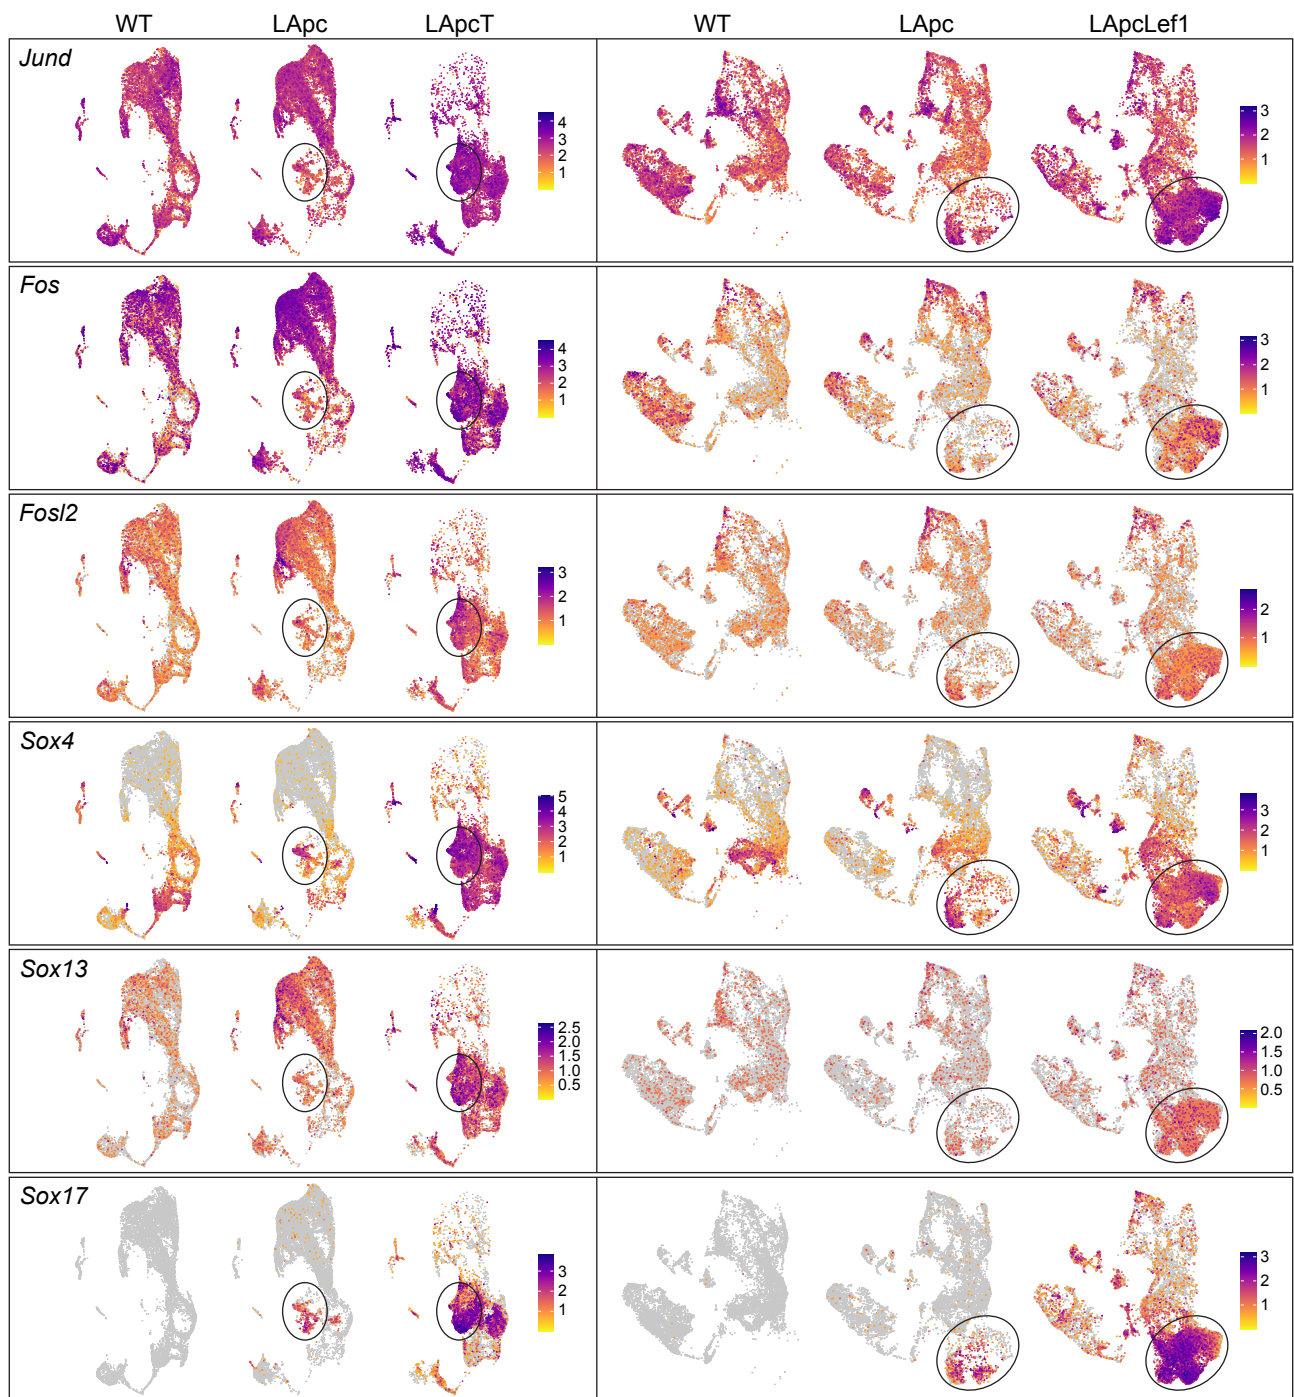

**Supp. Figure S6. Increased expression of AP-1 subunits and Sox family members after *Tcf7* or *Lef1* deletion in *Apc* mutant tumors.** Feature plots showing the expression of *Jun*, *Fos*, *Fosb*, *Fosl2*, *Sox4*, *Sox13*, and *Sox17* in the indicated samples. The tumor-specific clusters are encircled. The color scale indicates gene expression levels. Statistical significances were quantified with one-way Anova and Tukey post-hoc test with the Benjamini-Hochberg method and are presented in **Supp. Table S3**.

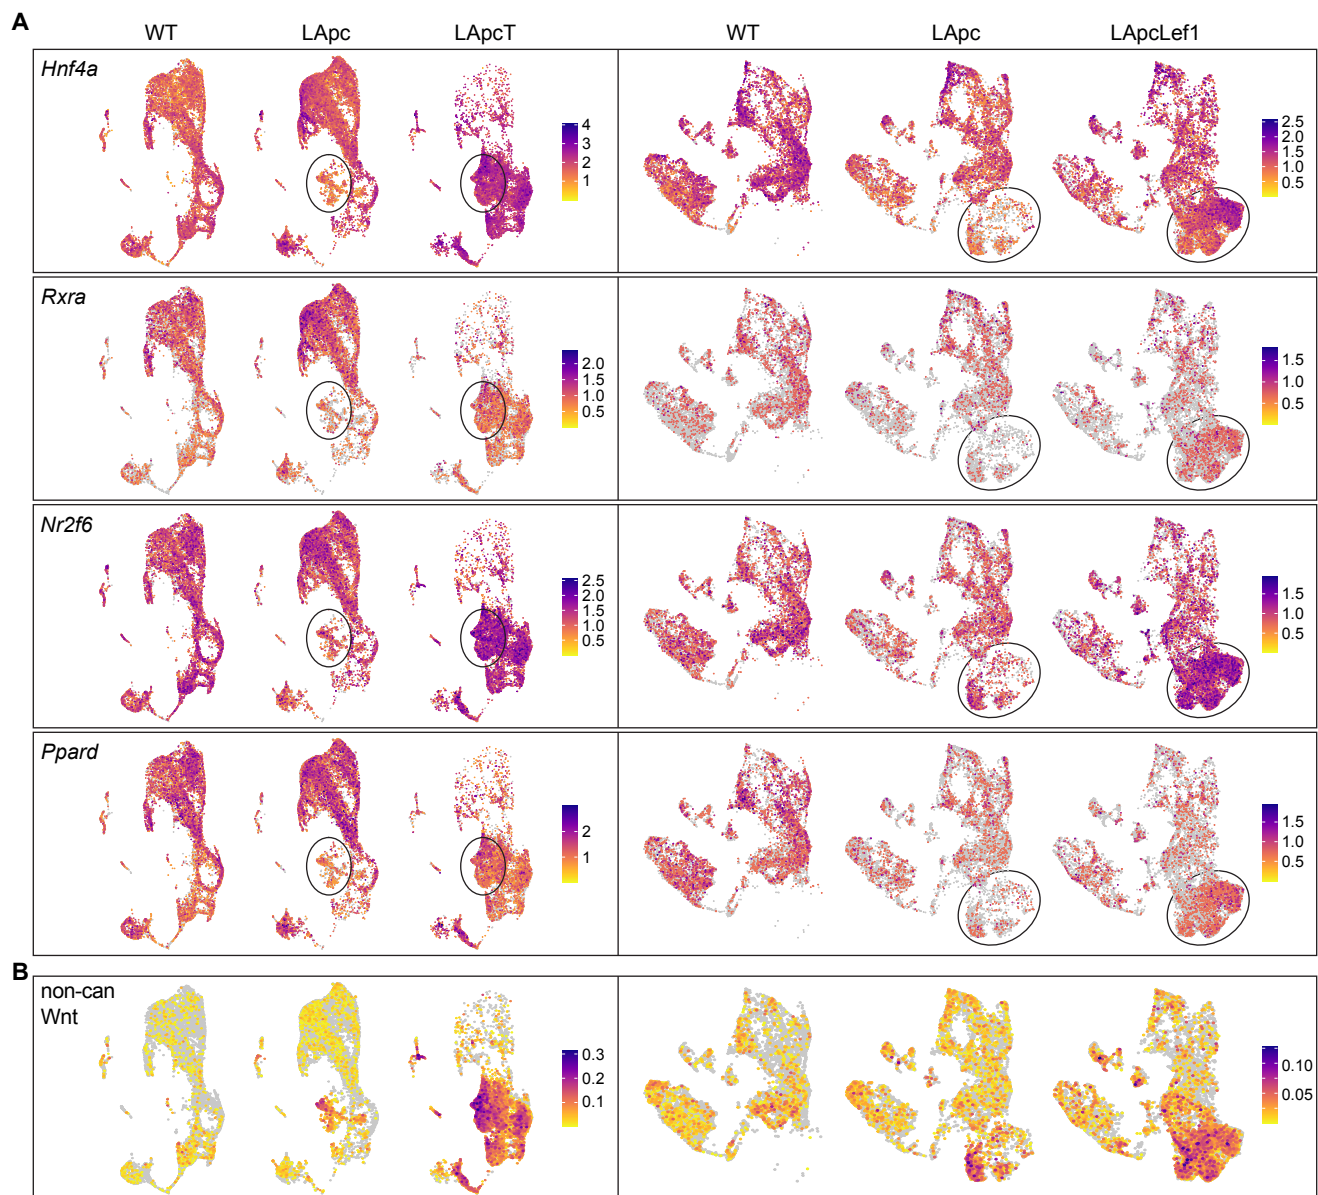

**Supp. Figure S7. Expression of protectors of intestinal epithelial fidelity after *Tcf7* or *Lef1* deletion in *Apc* mutant tumors.** **A**, Feature plots showing the expression of *Hnf4a*, *Rxra*, *Nr2f6*, and *Ppard* in the indicated samples. The tumor-specific clusters are encircled. The color scale indicates gene expression levels. Statistical significances were quantified with one-way Anova and Tukey post-hoc test with the Benjamini-Hochberg method and are presented in **Supp. Table S3.** **B**, Module enrichment score (MES) plots showing expression of the non-canonical Wnt gene signature in indicated samples. The color scale indicates the MES levels.

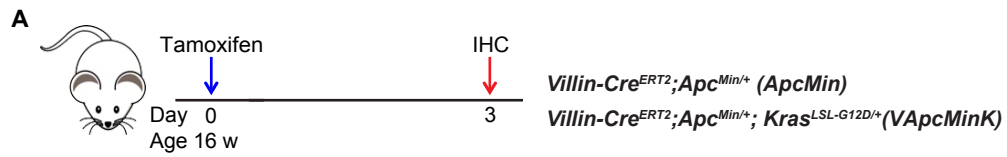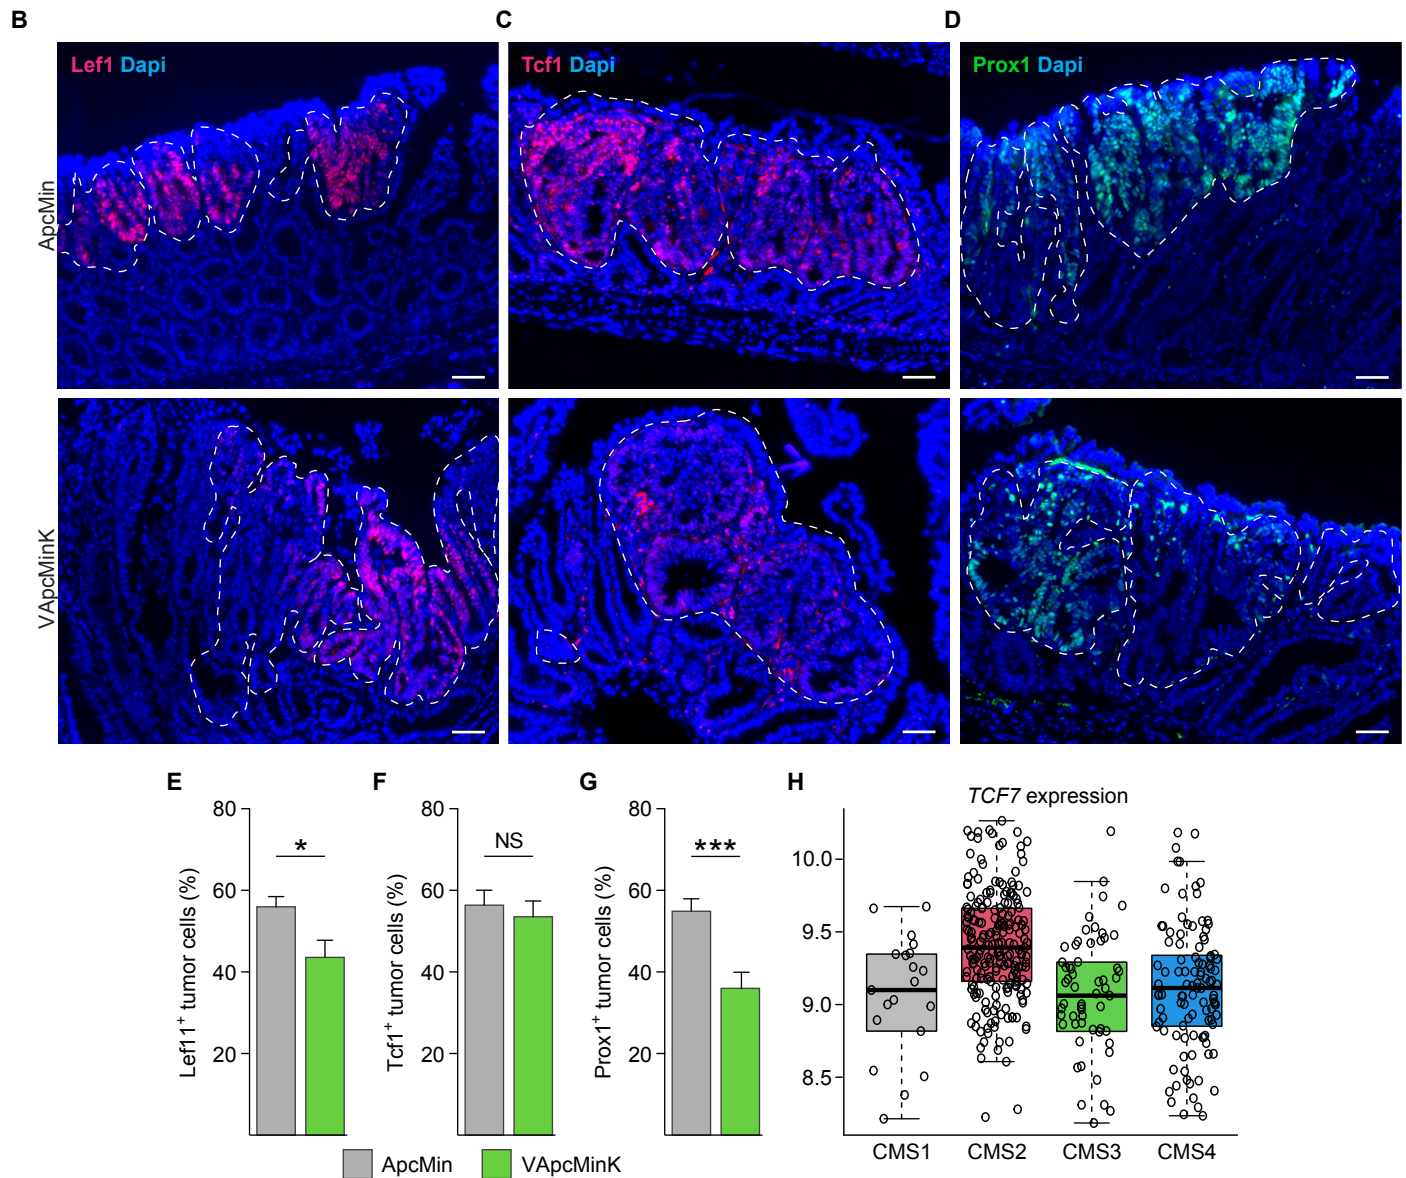

**Supp. Figure S8. *Kras* mutation decreases *Lef1* and *Prox1* expression in *Apc<sup>Min/+</sup>* mice.**

**A**, Schematic of the experiment. **B-D**, Immunofluorescence stainings of **(B)** *Lef1*<sup>+</sup> (red), **(C)** *Tcf1*<sup>+</sup> (red), and **(D)** *Prox1*<sup>+</sup> (green) tumor cells in *ApcMin* and *VApMinK* samples 3 days after tamoxifen administration. Scale bars: 50  $\mu$ m. The dashed lines indicate the nuclear  $\beta$ -catenin<sup>+</sup> tumor areas. **E-G**, Quantifications of the **(E)** *Lef1*<sup>+</sup>, **(F)** *Tcf1*<sup>+</sup>, and **(G)** *Prox1*<sup>+</sup> *ApcMin* (grey) and *VApMinK* (green) tumor cells. P-values were quantified with unpaired t-test: \*0.0491, \*\*\*0.0003. Average  $\pm$  SD are shown in the bar plots. **H**, *TCF7* expression analyzed in CRC patient-derived bulk-RNA-seq in CMS1-4 subtypes. Each dot presents one patient sample. P-value for CMS2 vs. CMS3:  $6.3 \times 10^{-10}$ , other p-values are presented in **Supp. Table S3**. Statistical significances were quantified with one-way Anova and Tukey post-hoc test.

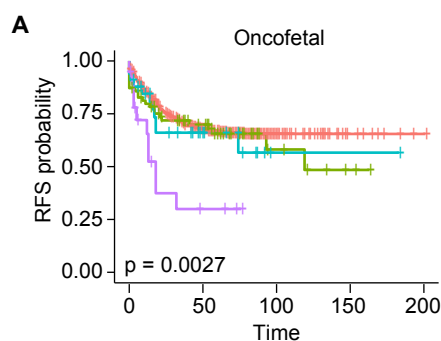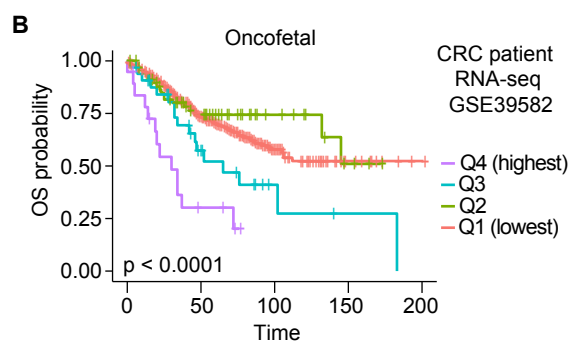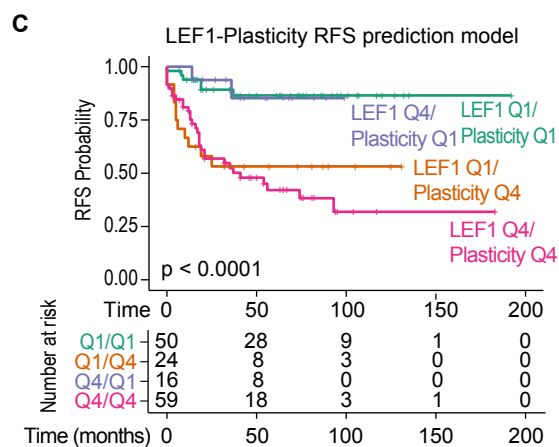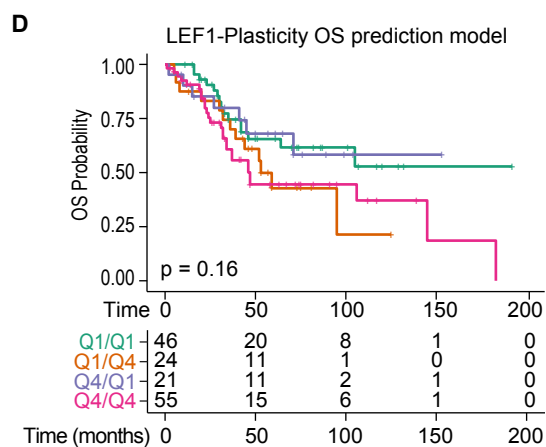

**Supp. Figure S9. High oncofetal score correlates with poor survival in CRC patients. A, B,** Oncofetal scores were quantified for each GSE39582 CRC patient sample. Top 10 most expressed genes of the indicated gene signatures among the patient samples were used here to quantify the scores by using ssGSEA and GSVA R packages. **(A)** Recurrence-free survival (RFS) or **(B)** overall survival (OS) probability was quantified for Q1 (< 0.25 percentile, red line), Q2 (green line), Q3 (blue line), and Q4 (> 0.75 percentile, purple line). Probabilities were quantified by using survival (68) and survminer (69) R packages. Statistical significances were quantified by using Cox proportional hazards regression model. **C,D,** Analysis of RFS and OS plasticity scores and *LEF1* expression to survival was performed similarly as in **Figure 8D-F**. **C,D,** RFS (**C**) and OS (**D**) probabilities between Q1 (lowest *LEF1*) -Q1 (lowest plasticity score) (green line), Q1-Q4 (orange line), Q4-Q4 (pink line), and Q4-Q1 (purple line). Probabilities were quantified with survival and survminer R packages. Statistical significances were quantified with Cox proportional hazards regression model.

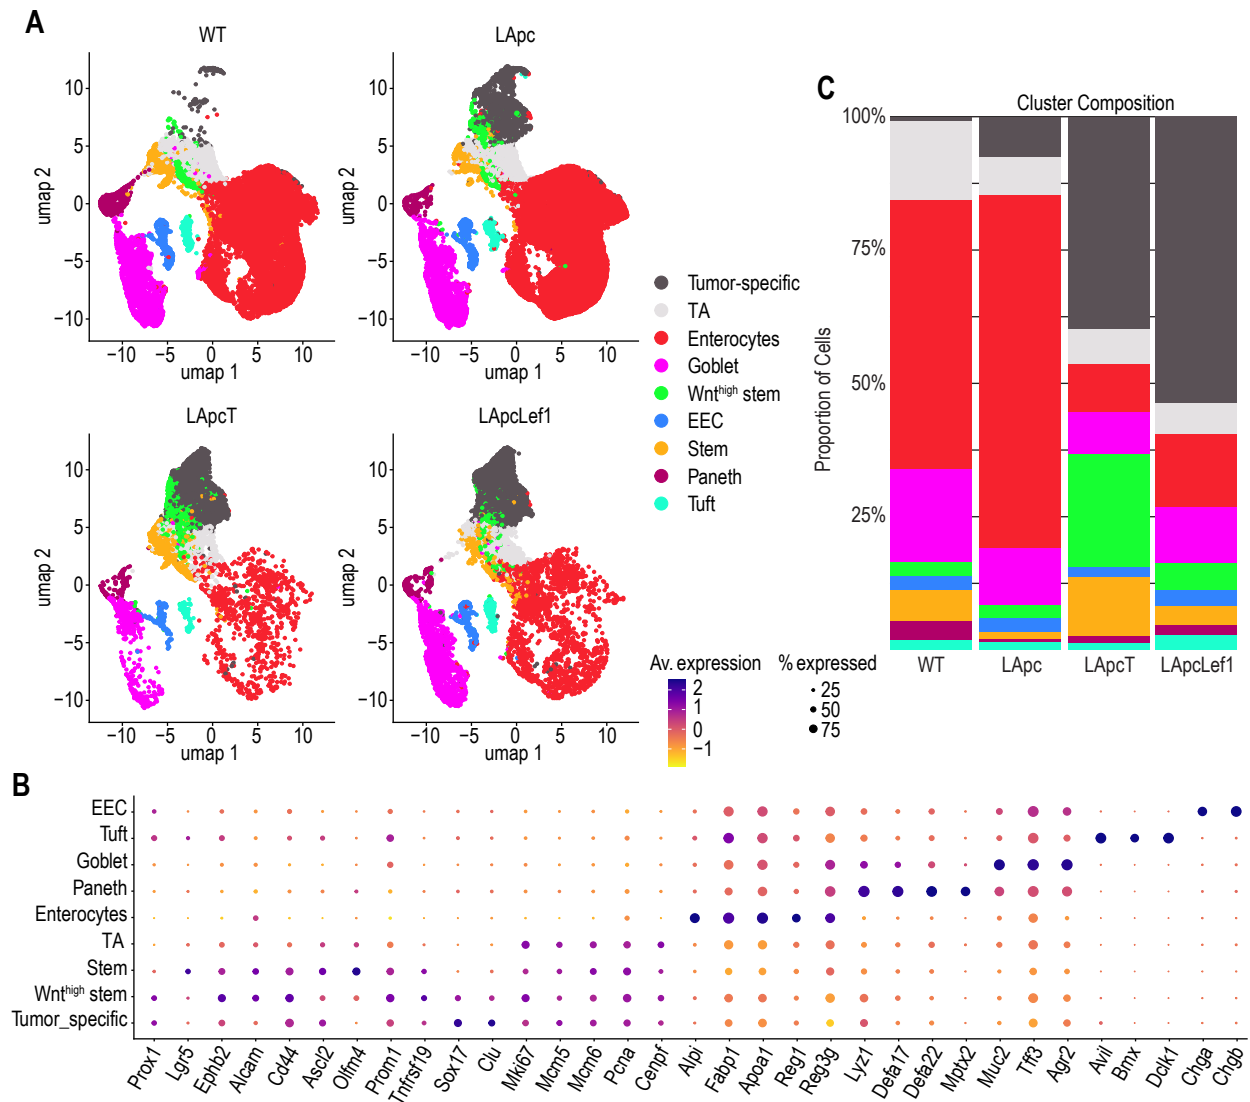

**Supp. Figure S10. Failure of *Lgr5*<sup>+</sup> cells to commit to enterocyte-like tumor cell lineage upon *Tcf7* or *Lef1* deletion.** **A, B,** UMAP visualization (**A**) of the epithelial cells in joined analysis with WT, *LAp*c, *LAp*cT, and *LAp*c*Lef1* samples. Clusters have been annotated with known cluster markers, and expression of some of them is presented in the dot plot (**B**). Total number of analyzed cells: WT, 25,157; *LAp*c, 35,472; *LAp*cT 12,625, and *LAp*c*Lef1*:16,615. **C,** Cluster proportions presented in the indicated samples. Specific proportions are presented in **Supp. Table S6**.

## **Legends for Supplementary Tables**

**Lassila Supplementary Table S1: DEGs from healthy, FAP polyp, and CRC sample clusters.** Differentially expressed genes (DEGs) between the clusters presented in Fig. 1A.

**Lassila Supplementary Table S2: Flow cytometry gating for scRNA-seq and ATAC-seq experiments.** Presented are flow cytometry gating strategies for WT, LApc, LApcT, and LApcLef1 samples that were sorted for scRNA-seq or ATAC-seq experiments.

**Lassila Supplementary Table S3: Detailed results from WT, LApc, LApcT, LApcLef1 scRNA-seq experiments.** Listed are detailed results related to the scRNA-seq analyses.

**Lassila Supplementary Table S4: Detailed IF quantification results.** Listed are individual values for Prox1, Tcf1, EdU, Myc, Msx1, and Anxa1 immunofluorescence staining quantifications. Each color (blue, green, or lilac) denotes a separate experiment. The total number of mice and tumors analyzed for each staining is indicated, along with the number of mice used in each individual experiment. The results of the t-test comparing LApc and LApcT for each staining are also shown.

**Lassila Supplementary Table S5: Genotyping and qPCR primers.** Listed are forward and reverse primers used for genotyping or qPCR.

**Lassila Supplementary Table S6: Cluster proportions from joined tumor scRNA-seq analysis.** Presented are cluster proportions in the indicated cell types in WT, LApc, LApcT, and LApcLef1 samples in the integrated scRNA-seq analysis.

How the deposited data were processed for this re-analysis (not part of the article)

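Single-cell RNA sequencing of sorted tdTomato+ cells from the intestine was read from 2 LApc and 2 LApcT libraries, taken 29 and 19 days after tamoxifen, and ATAC-seq of sorted tdTomato+ cells from 4 LApc and 4 LApcLef1 mice. For the former, the authors deposited UMI counts per gene and called cell, made with Cell Ranger on mm10 with the tdTomato sequence added, before any filter on cells and without any scaling. The matrix headers name Cell Ranger 7.2.0 for both LApc libraries and 7.1.0 for both LApcT libraries, while the paper names 6.1.2, 7.0.0 or 7.0.1. Whether reads in introns were counted is not stated. For the latter, the authors deposited a peak list per library, whose score per peak is taken as the −log10 p of the MACS2 call. Reads had been trimmed with Cutadapt 1.18 in Trim Galore 0.6.5, aligned to mm10 with Bowtie2 2.3.5, kept at a mapping quality of at least 20 and freed of duplicates with SAMtools 1.9. Peaks had been called per library with MACS2 2.1.4 (p under 0.01) and summits extended to 501 bp. The wild-type scRNA-seq sample and LApc ATAC-seq replicate 5 have no processed file and are not analysed here, nor are the LApcLef1 scRNA-seq, the human data, the staining, the organoids or the survival data.

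Cells were kept with 3000 to 85000 UMIs, 1000 to 8500 genes, at most 15% mitochondrial and at least 1% ribosomal protein UMIs and an *Epcam* UMI, and 4 technical genes (*Malat1*, *Gm26917*, *Gm42418* and *AY036118*) were left out. This kept 41.1, 55.2, 61.0 and 63.6% of the barcodes of LApc replicates 1 and 2 and LApcT replicates 1 and 2, with 144246741, 179230369, 168169618 and 190561901 UMIs in all and a median of 5229, 3084, 5879 and 5893 genes per cell. LApc replicate 2 was read at a lower depth per cell than the others, so shares of cells with a UMI of a gene are also given with each cell thinned to 3000 UMIs. Cells were clustered with Seurat 5.3.0 and sctransform 0.4.2 (SCTransform, RPCA integration over the 4 libraries, 30 principal components, resolution 1.6), with the marker genes left out of the features. A cluster took the name of the class whose markers led there. At least 3 markers had to be at least 2-fold up over the other clusters (10 CPM added). The best class needed a lead of 0.2 over the next class, or 0.75 of its markers up where none led. A limit of 20% of cells with a UMI was also used. This rule replaced a first one after its result had been seen, and its limits were set on these clusters, so names end in -like and the first rule is kept as an alternative. Clusters that no class led stayed unnamed. Sub-clusters of tumor-like cells were made in the same way.

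Counts were summed per library and tested in edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjusted p under 0.05), over all Epcam+ cells and over tumor-like cells. Common biological variation was 0.238 over all cells and 0.152 in tumor-like cells. The 38 gene lists were those of the paper's supplementary table and lists written from known biology, tested with camera of limma 3.58.1 on log2 CPM (prior count 2) at a preset correlation of 0.01. Beside each list stand the members called in edgeR, over all genes and adjusted over the list alone. Where an arm is left with 1 library, the spread comes from the other arm, and the lone library is assumed to vary like it. Cells per class were tested in edgeR with the library's Epcam+ cells as total, without TMM. Shares of cells and module scores (AddModuleScore) were averaged per library and compared by an exact permutation test, two-sided, and *Prox1* odds ratios by sign flips over the 4 libraries. Cells within a library were split by *Prox1*, or by *Tcf7* with *Lef1*, after thinning to 3000 UMIs and compared in edgeR with the library as block. The tests were tested on simulated data, where camera recovered 20 of 20 changed lists and called 0 of 200 unchanged ones, and where edgeR had 4.67% false calls over all cells and 2.90% in tumor-like cells. Simulated lists cannot show whether the preset correlation of 0.01 holds for the genes of the real lists. For the free RNA test, the share of enterocyte-like RNA in LApc tumor-like sums was bounded by the enterocyte marker with the lowest ratio of levels, 1.37% in LApc replicate 1 (*Reg1*) and 10.4% in LApc replicate 2 (*Fabp1*).

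Consensus peaks of 501 bp were picked from the 8 lists in order of rank relative to the length of the list, leaving out any that overlap one picked before, and kept where at least 2 libraries had a peak starting within 250 bp. Motifs of 14 factors were searched on both strands as consensus patterns in the 501 bp of a peak, in the 50000 highest-scoring peaks of each library and in peaks of 1 group. Shares were compared by exact permutation over the 35 splits of 8 libraries into 4 and 4, and Fisher tests over peaks were set aside, since peaks are not replicates. Planted motifs were recovered for 14 of 14 factors in simulated peaks and 0 were called in peaks without them. Peaks were placed near the gene with the closest transcription start site. Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5) and R 4.3.3 were used.

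The tests, the list of alternatives and the rule for naming genes were fixed before the data were examined. Named are, in each comparison, the 10 largest increases and 10 largest decreases among called genes with a mean log2 CPM of at least 4 whose groups do not overlap, without predicted, mitochondrial and ribosomal protein genes. Genes that the paper names for these mice are named too, each in at least 1 comparison, and up to 4 members per list with the smallest adjusted p. Results for 2 genes are not reported here. Genes given as leaders of clusters fall outside this rule and were chosen after their values were seen, as were the positions of peaks near genes. Alternatives tried were DESeq2 1.42.0, RLE factors, no low-count filter, a replicate block, each library left out, every barcode, no *Epcam* filter, enterocyte-like clusters left out, summed counts thinned to the smallest library, clusters without integration, marker genes kept, resolution 0.8, a lower UMI limit (1000 UMIs and 500 genes), an estimated correlation in camera and fry, with other limits for scores, splits, sub-clusters, peaks and motifs. Added after the data had been seen were a robust dispersion prior (run first, then replaced by the default), a crossed pairing of replicates (seen and then dropped), the other naming rules, the tumor-like cluster shared by the 4 libraries, unnamed clusters added to the tumor-like cells, module scores in tumor-like cells, the tests near genes and over splits for motifs, and the shares of *Msx1* with *Anxa1*. The caller of doublets (Scrublet in scanpy) set a threshold that marked 6 cells of LApc replicate 1 and 0 of the other libraries, so the cells with the highest scores were left out instead, 369, 2590, 332 and 439 cells in the same order. The paper's scCODA, TissueEnrich and Monocle3 steps were not run, and its list of noncanonical Wnt genes was not at hand.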

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

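The rules for these results were set with the other tests, and the lists and values beside them were looked up after the results had been seen. Among 4 values of a group, one lies far from the others by chance in about 1 in 20 groups, and 1 of 30 groups tested did. In that group, LApcLef1 replicate 2 carried a RUNX motif, read by factors of blood and epithelial differentiation, in 4.88% of its 50000 highest-scoring peaks. The other LApcLef1 libraries lay at 4.61, 4.59 and 4.61%, a gap over 0.83 of the range. Over the 2 groups the RUNX share did not differ (exact permutation p = 1), and the paper reports on other motifs.

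*Rgcc*, a regulator of the cell cycle, is not among the genes that the paper discusses. It had the largest increase among the genes that the naming rule admits over all Epcam+ cells, from 3.37 ± 0.151 CPM in LApc to 97.4 ± 0.963 CPM in LApcT (log2 fold change 4.85, adjusted p = 6.28e-04 in edgeR). Within tumor-like cells it rose by 3.79 on the log2 scale (adjusted p = 0.00736), and in the cluster shared by the 4 libraries, a setting added after the data were seen, by 2.53 (adjusted p = 0.00236). It is also a leading gene of a tumor-like cluster with a larger share in LApcT, so shares of clusters within the class stay open as a source of part of the rise. The calls over all cells and in tumor-like cells held without any 1 library (adjusted p up to 0.0125 and 0.0476, both without LApcT replicate 2).

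Hemoglobin RNA is the second signal in genes outside the paper. *Hbb-bs*, a beta-globin of red blood cells, was read at 0.0876 and 0.687 CPM in LApc and 22.7 and 11.3 CPM in LApcT over all cells (log2 fold change 5.42, adjusted p = 0.0140 in edgeR). The call ended without LApcT replicate 1 (adjusted p = 0.0638), with every barcode (0.0546) and with the highest doublet scores left out (0.323). In tumor-like cells the levels were 0 and 2.20 against 116 and 1.85 CPM, so LApcT replicate 1 stands alone there (adjusted p = 0.179).

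Paneth and antimicrobial genes are the third, with 9 of 15 members higher in LApcT over all cells. The paper reports no significant change in the secretory populations, and the class shares behind this signal are given in the text.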

How the results depend on the processing

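The naming rules, the shared tumor-like cluster, the unnamed clusters, the highest doublet scores and the scores in tumor-like cells are tests chosen after the result was seen. The robust dispersion prior was run first, and the default prior replaced it after its counts had been seen. Removal of cells that Scrublet itself calls as doublets was planned and not run. Of 1412 values of named genes over all Epcam+ cells under an alternative, 1267 kept their direction and their side of the threshold, 56 gained a call, 75 lost one and 14 changed direction. In tumor-like cells the numbers were 1175, 17, 214 and 24 of 1430. For lists they were 251, 9, 30 and 14 of 304 over all cells and 387, 10, 31 and 20 of 448 in tumor-like cells. DESeq2, the robust prior and the replicate block reversed no named gene in either set of cells. Depth limits what can be seen in LApc replicate 1, whose 65 tumor-like cells gave 2158413 UMIs in tested genes, against 38441581 in LApcT replicate 1. Below, values in brackets after genes are log2 fold changes that changed sign, and those after lists are adjusted p with the direction in that setting. Except where the setting itself removes libraries, cells or peaks, the cause was not tested.

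With enterocyte-like clusters left out, 1413 genes were higher and 2382 lower over the remaining Epcam+ cells, and 5 lists were higher. Of the lists that kept their direction, 4 lost a call there and 3 gained one. The oncofetal, aberrant stem cell and epithelial identity factor lists were among those that lost it. There *Prox1* (−0.28), *Anxa1* (−0.21), *Jun* (0.32), *Jund* (0.057), *Sox13* (0.81), *Hnf4a* (0.057), *Nr2f6* (0.26), *Lgr5* (−0.56) and *Epcam* (0.28) changed sign, as did the lists AP-1 complex (0.747 up), injury repair (0.514 down), squamous (0.0130 down) and oxidative phosphorylation (0.777 up) and the noncanonical Wnt score (−0.0162). With every barcode *Apc* did (−0.012). With fry the lists squamous (0.647 down), stratified epithelium (0.941 up) and fetal and regenerative (0.850 down) turned over all cells. With an estimated correlation all list calls of camera were lost: 0 of 8 higher and 0 of 10 lower over all cells, 0 of 5 higher and 0 of 16 lower in tumor-like cells, 0 of 7 higher and 0 of 7 lower in the split by *Prox1* and 0 of 4 higher and 0 of 6 lower in the split by *Tcf7* with *Lef1*. At an unadjusted p under 0.05 camera then had 0, 5, 4 and 0 lists of 38, and fry called 15 and 21 lists after adjustment in the first 2 comparisons. The setting thus cannot tell changed from unchanged lists over all cells or in the split by *Tcf7* with *Lef1*.

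In tumor-like cells, the cluster shared by the 4 libraries gave 448 genes higher, 1029 lower and 8 lists higher, with *Ppard* (0.036) and *Frmpd1* (−0.14) and the lists Yap and AP-1 targets (0.0148 up), MHC class II (0.00690 up), fatty acid oxidation and peroxisome (0.975 down) and Paneth (0.921 up) turned. With the 5 unnamed clusters added the counts were 55 and 430 genes and 3 lists higher, and *Cps1* (−0.062), *Apc* (0.14) and *Mcm6* (−0.11) and the lists Yap and AP-1 targets (0.755 up), epithelial identity factors (0.102 down), canonical Wnt targets (0.662 up), noncanonical Wnt (0.881 up) and fatty acid oxidation and peroxisome (0.0101 down) turned. With only the unnamed cluster of highest *Anxa1* added, *Lef1* (−0.080) and *Junb* (−0.031) turned. The first naming rule gave 973 genes higher, with *Junb* (−0.10) and *Id1* (−0.13) and Yap and AP-1 targets (0.882 up) turned, and naming without a lead turned fatty acid oxidation and peroxisome (0.511 down). Clusters without integration turned *Lef1* (−0.49), *Sox4* (−0.33) and *Id1* (−0.028), the highest doublet scores left out turned *Lef1* (−0.16) and *Sox4* (−0.021), RLE factors *Lef1* (−0.011) and *Id1* (−0.0054) and no low-count filter *Apc* (0.046). Scored in tumor-like cells, the oncofetal (−0.144), aberrant stem cell (−0.229) and noncanonical Wnt scores (−0.0168) ran the other way than over all cells, and without control genes the squamous score did (0.00864).

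The sub-cluster of highest *Prox1*, compared without thinning, gave 1505 genes higher, 1769 lower and 11 lists lower, so grouping and depth changed together. Without thinning, the split by *Tcf7* with *Lef1* gave 0 and 0 genes in edgeR (557 and 405 at an unadjusted p under 0.05) and 9 lists higher and 11 lower. Sub-clusters mostly of LApcT cells number 7 at over 70% and 1 at over 90%. For shares of cells, clusters without integration gave log2 ratios that did not pass for proliferating-like (2.43, adjusted p = 0.0607), stem-like (2.05, 0.108), tumor-like (2.48, 0.0574) and unnamed cells (2.14, 0.0574). With marker genes kept among the features stem-like cells did not pass (2.33, adjusted p = 0.128). With the lower UMI limit enteroendocrine-like (0.70, adjusted p = 0.0483), immune-like (3.08, 0.0240) and tuft-like cells (−0.56, 0.0466) passed.

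In ATAC-seq, peaks scoring at least the median of the shortest list differed by −6926 per library. Called in at least 3 of 4 against at most 1 of 4 libraries were 8949 LApcLef1 and 5065 LApc peaks, since the limit is wider, and from the 100000 highest-scoring peaks of each library 121 were called in all LApcLef1 and no LApc libraries. The NRF1 log2 odds ratio turned with the wider limit (0.32), and HNF1 (0.79), KLF (−0.075) and NRF1 (1.27) with an overlap of 1 bp. The TCF/LEF share, which stood at almost the same value in both groups, turned with 100000 peaks (0.0867 percentage points), all peaks (0.187) and peaks over 1 kb from a start site (0.0769).

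Leaving out 1 library at a time moved the counts over all cells from 1410 without LApcT replicate 2 to 6607 without LApc replicate 1 genes higher and from 2058 without LApcT replicate 2 to 6598 without LApc replicate 1 lower. In tumor-like cells they ran from 3 without LApcT replicate 2 to 3800 without LApc replicate 1 and from 16 without LApcT replicate 2 to 3832 without LApc replicate 1. An arm of 1 library lends no spread of its own, so these counts also move with the fit. Among genes over all cells values changed sign for *Jun* (−0.77 without LApc replicate 1 to 0.12 without LApc replicate 2), *Sox13* (−0.24 without LApcT replicate 2 to 0.11 without LApcT replicate 1) and *Apc* (−0.037 without LApc replicate 1 to 0.13 without LApc replicate 2). In tumor-like cells this held for *Lef1* (−0.29 without LApc replicate 2 to 0.30 without LApc replicate 1), *Junb* (−0.15 without LApcT replicate 1 to 0.16 without LApcT replicate 2), *Id1* (−0.12 without LApc replicate 2 to 0.14 without LApc replicate 1) and *Apc* (−0.11 without LApc replicate 2 to 0.024 without LApc replicate 1). Some lists turned with at least 1 library left out, and their adjusted p ran over all cells for EMT (0.177 down without LApc replicate 1 to 0.736 up without LApc replicate 2), endoderm development (0.548 down without LApc replicate 1 to 0.80 down without LApcT replicate 1), squamous (0.206 up without LApc replicate 2 to 0.917 down without LApc replicate 1), Yap and AP-1 targets (0.591 up without LApcT replicate 2 to 0.957 down without LApc replicate 1), dissociation and heat stress (0.305 up without LApc replicate 2 to 0.839 up without LApcT replicate 1), stromal and endothelial (0.479 up without LApcT replicate 2 to 0.971 down without LApc replicate 2) and fetal and regenerative (0.0286 up without LApc replicate 2 to 0.898 down without LApc replicate 1). In tumor-like cells they ran for Yap and AP-1 targets (0.470 down without LApcT replicate 1 to 0.928 down without LApcT replicate 2), AP-1 subunits (0.0599 up without LApcT replicate 2 to 0.927 down without LApc replicate 1), epithelial identity factors (0.0803 up without LApc replicate 2 to 0.853 down without LApc replicate 1), noncanonical Wnt (0.273 down without LApc replicate 2 to 0.927 up without LApc replicate 1), MHC class II (0.0343 down without LApc replicate 1 to 0.835 up without LApc replicate 2), fatty acid oxidation and peroxisome (0.0703 up without LApc replicate 2 to 0.762 up without LApcT replicate 1), erythrocytes (0.0102 up without LApcT replicate 2 to 0.870 down without LApcT replicate 1) and Paneth (0.206 down without LApc replicate 2 to 0.849 down without LApc replicate 1). Log2 ratios of shares ran, for immune-like cells, from 1.73 without LApc replicate 2 to 7.66 without LApc replicate 1, for proliferating-like from 1.67 without LApc replicate 2 to 2.85 without LApc replicate 1, for stem-like from 2.46 without LApc replicate 2 to 4.48 without LApc replicate 1, for tuft-like from −0.69 without LApc replicate 2 to −0.13 without LApc replicate 1, for tumor-like from 2.30 without LApc replicate 1 to 3.91 without LApc replicate 2 and for enteroendocrine-like from 0.48 without LApcT replicate 1 to 0.92 without LApcT replicate 2. LApc replicate 2 holds 0 immune-like cells, so the 7.66 for that class is set against a count of 0 and is no measured ratio. The difference in peaks per library ran from −6532 without LApc replicate 1 to 19975 without LApc replicate 3, peaks in all LApcLef1 and no LApc libraries from 447 without LApc replicate 1 to 2749 without LApcLef1 replicate 1, the reverse from 185 without LApc replicate 3 to 686 without LApc replicate 4, and the TCF/LEF share from −0.0852 without LApc replicate 4 to 0.0557 without LApcLef1 replicate 1.

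The libraries share replicate numbers but nothing says that a number marks a common litter or day. Deviations of LApc and LApcT libraries of the same number were hardly correlated (−0.0325 over all cells, −0.0285 in tumor-like cells). In ATAC-seq the correlations were −0.00734, 0.132, 0.134 and 0.112 for replicates 1 to 4, and each library of replicates 2 to 4, but not of replicate 1, correlated best with its own number, a hint from the data and not from the design. With a replicate block edgeR called 1220 genes higher and 1774 lower in tumor-like cells, and 4280 and 4602 over all cells. The block changed the call of 4 named genes over all cells, which then passed, of 0 of 90 in tumor-like cells and of 0 of 38 lists in either. In ATAC-seq the difference in peaks per library was 4866.75 with or without the block by construction. With 4 pairs the smallest exact sign-flip permutation p is 0.13, so no motif could pass with it. A call lost under the block says nothing on the size of an effect.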

Differences from the paper's values

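The settings with marker genes kept, no integration, resolution 0.8, a lower UMI limit, the replicate block and single libraries left out were set before the data were examined, and the comparisons by gene and list below were chosen after the result was seen. The paper set its tumor-specific clusters against wild-type cells, which are not used here, while here the class rests on markers and the total is the Epcam+ cells of a library. Of LApcT cells the paper puts 36% in tumor-specific clusters, against 22.5% here (SD 2.37). With marker genes kept among the features (32.1%) or without LApcT replicate 2 (24.2%) the values no longer differ by the rule used, which asks for a factor over 1.5 and a gap over the SD. They still do with no integration (15.8%), resolution 0.8 (21.6%), the lower UMI limit (15.9%), without LApcT replicate 1 (20.9%), with the replicate block and without either LApc library. Of the naming rules added after the data were seen, naming without a lead gives 30.6 and 34.8% in replicates 1 and 2, nearer to the paper's share, and the first rule 13.9 and 10.7%, farther from it. As a number of cells, the paper gives 3857 tumor-specific LApcT cells and the tumor-like class here holds 2451. With marker genes kept there are 3534, which does not differ, while no integration (1727), resolution 0.8 (2348), the lower UMI limit (1770), the block and each library left out differ (1219 to 2451). Enterocytes make up 11% of LApcT cells in the paper and 7.2% here (SD 1.06). With the lower UMI limit (7.38%) or without LApcT replicate 2 (7.95%) they do not differ, and with marker genes kept (7.04%), no integration (3.54%), resolution 0.8 (7.11%), without LApcT replicate 1 (6.45%), with the block and without either LApc library they do. In the main setting the same shares of LApc do not differ from the paper's by this rule, nor do those of proliferating cells in either group. The tumor-specific share of LApc, 5% in the paper and 3.03% here, passes the factor but lies within the SD (2.18). Pooled over the cells of both libraries it is 3.81%, nearer to the paper's. The mean over libraries does differ with no integration (2.81%) and the lower UMI limit (2.48%), as does the share without LApc replicate 2 (1.49%). Proliferating cells, 32% of LApcT and 6% of LApc cells in the paper, differ in LApcT with marker genes kept (19.2%), no integration (21.2%) and without LApcT replicate 1 (21.3%), and in LApc without LApc replicate 1 (3.08%).

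The aberrant stem cell score averages about 0.03 in LApc and about 0.54 in LApcT in Fig. 5B of the paper, read by eye, and 0.00818 (SD 0.0217) and 0.354 (SD 8.87e-04) here. Both differ by more than the SD, LApc by hardly more, and the zero of such a score has no meaning of its own, so a ratio of scores says little. The values were 0.469 and 0.840 for the mean without control genes, which is another quantity, and 0.223 and 0.372 with enterocyte-like clusters left out. The paper scores each cell and its text does not state the unit of replication, and here the mean of a library counts once. In both, the LApcT mean over all cells is the higher one.

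Among statements without a number, the paper finds no significant change in secretory populations. Here Paneth-like cells rose (log2 ratio 3.08) and goblet-like cells fell (−2.13) as shares of all Epcam+ cells, while enteroendocrine-like and tuft-like cells did not pass. The paper's test of composition took tuft or goblet cells as reference, so the comparisons are unlike. With enterocyte-like cells left out of the total, the Paneth-like share rose by less and the enteroendocrine-like share ran lower in LApcT. The paper reports squamous and other noncanonical signatures as higher after deletion of *Tcf7*. Here the squamous (median log2 fold change −1.06), EMT (−1.26), neuroendocrine (−1.54) and osteoblast lists (−0.61) ran lower in tumor-like cells and did not pass over all cells, while its 6 squamous hits ran higher. Its osteoblast marker *Msx1* rose in tumor-like cells. After thinning, *Msx1* was read in 18.5 and 17.0% of them in LApc and 53.1 and 54.6% in LApcT. It reports oncofetal and aberrant stem cell programs as higher in LApcT, which holds here over all cells (0.87 and 0.74), but within tumor-like cells they ran lower (−0.68 and −0.74). The discussion describes canonical Wnt target genes as lower after the deletion, and here they were higher over all cells (1.70) and moved both ways in tumor-like cells (−0.20), where *Lgr5*, *Prox1* and *Sox9* fell. The paper's noncanonical Wnt score is higher above all in tumor-specific clusters, and here the score of a list written for this comparison did not rise there, while *Ror2* was higher in both sets of cells.

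Of the oncofetal and Sox genes that the paper lists as higher in LApcT, *Yap1* and *Sox4* rose over all cells and *Sox13* and *Sox17* in tumor-like cells. *Fos* (−1.34 on the log2 scale), *Fosl1*, *Anxa1*, *Sox13* (−0.063) and *Sox17* were not called over all cells, and *Anxa1* fell in tumor-like cells (−1.60). The unnamed cluster with the most *Anxa1* (287 CPM) lies outside that class. It held 4.27 and 4.40% of the LApcT libraries and 0.115 and 0.269% of the LApc ones. The fall thus holds for the class as named, and the paper's staining shows Anxa1 higher in LApcT tumors. Over all cells, settings set before the data were examined do call some of the genes not called above, and *Id1*, as higher. DESeq2 calls *Fosl1* (2.04), *Sox17* (3.25) and *Id1* (0.54), and no low-count filter calls *Fosl1* (2.03), *Sox17* (3.24) and *Id1* (0.55). *Fosl1* and *Sox17* also pass with the replicate block (2.26 and 3.80) and with every barcode (2.20 and 3.35), and *Sox17* with RLE factors. Without LApc replicate 1 or 2, *Anxa1* (0.49 and 3.26), *Fosl1*, *Sox17* and *Id1* pass as higher. *Prox1* is called higher over all cells by DESeq2 (1.25) and without either LApc library, and it fell in tumor-like cells. The paper reports it as strongly lower from protein staining of tumor areas, which is another measure than RNA summed over all cells. In tumor-like cells *Fos* (1.28) and *Fosl1* (1.07) pass as higher without LApc replicate 2 and *Yap1* (0.27) without LApc replicate 1. Over all cells *Fos* passes as lower with DESeq2 (−1.31), RLE factors, every barcode, no low-count filter and without either LApc library. The paper describes inhibitors of differentiation as higher, and *Id2* and *Id3* were, while *Id1* passed only in the settings named and *Sox9* rose over all cells and fell in tumor-like cells. The text of the paper does not state whether cells or libraries were the replicates of its tests, and here libraries are.

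It states that *Rxra* and *Ppard* transcripts were not lower, and here both fell over all cells (−1.93 and −1.59) and *Ppard* in tumor-like cells (−0.59), while *Hnf4a* and *Nr2f6* were not called lower. *Ppard* was not called lower over all cells with enterocyte-like clusters left out (−1.04) or without either LApcT library, nor in tumor-like cells with clusters without integration (−0.50) or without either LApcT library. Settings chosen after seeing the values in which *Ppard* was not called lower in tumor-like cells were the shared cluster (0.036), the first naming rule (−0.35), the unnamed clusters added (−0.69) and the highest doublet scores left out (−0.32). It describes *Msx1*+ tumor cells as strongly *Prox1*+, and here *Prox1* was not read more often in *Msx1*-positive than in *Msx1*-negative cells (mean log2 odds ratio −0.49), while *Anxa1*-positive cells less often had *Prox1*, which agrees in direction. In LApcT alone the odds ratio was above 0 in replicate 2 (0.061) and, without thinning, in replicates 1 (0.44) and 2 (0.92). Without thinning the mean log2 odds ratio was −0.69. A *Prox1* UMI was then found in 88.9, 72.4, 79.5 and 76.6% of *Msx1*-positive cells of LApc replicates 1 and 2 and LApcT replicates 1 and 2. Of *Msx1*-negative cells, 100, 84.8, 74.4 and 63.5% had one. The paper's statement is about the *Msx1*+ cells themselves, and an odds ratio against *Msx1*-negative cells does not test it. From insertion counts the paper finds AP-1 and Sox motifs enriched in regions more accessible in LApcLef1 and motifs of intestinal protectors in less accessible ones. The peak lists point the same way for AP-1 and SOX in peaks of 1 group, without passing over libraries or splits.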

Other observations

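The test of free RNA for the oncofetal genes and the test with the unnamed *Anxa1*-led cluster were set before their results were seen, and the other tests of hypotheses in this part were chosen after the result was seen. Beyond the claims, these lists were tested over all Epcam+ cells and in tumor-like cells. Genes of the tumor stem cell signature did not pass over all cells (17 higher and 10 lower of 42, 18 and 11 adjusted over the list alone, median 0.32, adjusted p = 0.299) or in tumor-like cells (7 higher and 7 lower of 37, 7 and 7 adjusted over the list alone, median 0.14, adjusted p = 0.502). Nor did genes of dissociation and heat stress (5 higher and 2 lower of 21, 4 and 2 adjusted over the list alone, median −0.19, adjusted p = 0.785, and 4 higher and 2 lower of 21, 4 and 2 adjusted over the list alone, median 0.40, adjusted p = 0.225, which passed without LApcT replicate 2, adjusted p = 0.0444). The 5 genes of the AP-1 complex signature had medians of −0.64 and 0.58 (adjusted p = 0.638 and 0.432), and AP-1 subunits 0.28 in tumor-like cells (0.594). Yap and AP-1 targets (1 higher and 4 lower of 9, 1 and 4 adjusted over the list alone, median 0.30, adjusted p = 0.694), the Sox family (3 higher and 6 lower of 10, 3 and 6 adjusted over the list alone, median −1.20, adjusted p = 0.249) and fatty acid oxidation (2 higher and 2 lower of 19, 2 and 2 adjusted over the list alone, median 0.046, adjusted p = 0.694) did not pass in tumor-like cells. MHC class II genes did not either (0 higher and 0 lower of 7, 0 and 0 adjusted over the list alone, median −1.32, adjusted p = 0.389). Without LApc replicate 1 they ran lower, and in the cluster shared by the 4 libraries they ran higher (adjusted p = 0.00690). Yap and AP-1 targets ran higher in that shared cluster too (adjusted p = 0.0148).

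Of genes of other cell types, immune genes (7 higher and 2 lower of 15, 7 and 2 adjusted over the list alone, median 0.86, adjusted p = 0.110) and stromal and endothelial genes (2 higher and 1 lower of 10, 1 and 1 adjusted over the list alone, median −0.44, adjusted p = 0.785) did not pass over all cells, nor in tumor-like cells (adjusted p = 0.124 and 0.596). Erythrocyte genes had 4 of 5 members higher over all cells and a median of 4.94 (adjusted p = 0.110; 0.0154 without LApcT replicate 2). In tumor-like cells their median was 4.07 (adjusted p = 0.508; 0.0102 without LApcT replicate 2). Over all cells injury repair (23 higher and 15 lower of 94, 21 and 15 adjusted over the list alone, median 0.39, adjusted p = 0.433), endoderm development (8 higher and 10 lower of 34, 8 and 10 adjusted over the list alone, median −0.15, adjusted p = 0.770), intestine (12 higher and 15 lower of 45, 14 and 15 adjusted over the list alone, median 0.11, adjusted p = 0.718), stratified epithelium (3 higher and 4 lower of 21, 2 and 1 adjusted over the list alone, median −0.80, adjusted p = 0.536) and fetal genes (3 higher and 2 lower of 23, 3 and 2 adjusted over the list alone, median 0.53, adjusted p = 0.621) did not pass. Injury repair passed without LApc replicate 2 (adjusted p = 0.0356), as did fetal genes (0.0286). The 6 squamous hits that the paper names ran higher over all cells (5 higher and 0 lower of 6, 5 and 0 adjusted over the list alone, median 3.51, adjusted p = 0.0286), which is no independent evidence. With an estimated correlation no list passed, with adjusted p from 0.712 to 0.915 over all cells and from 0.251 to 0.925 in tumor-like cells.

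Oncofetal and aberrant stem cell genes ran higher in LApcT over all cells and lower within tumor-like cells. With each class given the same weight in every library, the median log2 fold change over all cells, from CPM without TMM factors, went from 1.09 to 0.27 for the oncofetal signature (−0.035 to 0.50 without 1 library) and from 1.16 to 0.22 for the aberrant stem cell signature (0.047 to 0.34), so changed shares of classes may give much of the increase and stay open as its whole source. Against different tumor-like clusters as the source of the decrease, the cluster shared by the 4 libraries alone (at least 44 cells per library) still gave −0.46 for the oncofetal genes (−0.55 to −0.37, 38 of 50 lower). That cluster, led by *Ly6d*, *Dkk2* and *Vim*, held 67.7 and 19.1% of LApc and 14.5 and 9.98% of LApcT tumor-like cells. The value holds for it and not for the other tumor-like clusters. Free enterocyte RNA could give 0.232% of the LApc level of the median member called lower (15.2% at most, 0 of 27 over 50%). With the unnamed cluster led by *Anxa1* added the median was −0.72 (−0.80 to −0.65, 40 of 50 lower), but with all 5 unnamed clusters added neither list passed (adjusted p = 0.583 and 0.296), so the decrease depends on which clusters count as tumor-like. The days after tamoxifen (29 and 19) differ with the genotype and stay open, untested.

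Absorptive genes ran lower in LApcT tumor-like cells. Free RNA from the many enterocyte-like cells of the LApc libraries could give up to 42.0% of the LApc level of the median of 33 members called lower, over 50% for 12 of them and 104% at most. The decrease cannot be told apart from free RNA for these 12 genes, since the bound rests on the markers themselves, and for the other 21 it is too coarse to exclude a part. With the same class weights the median over all cells went from −3.16 to −1.18. A loss of enterocyte genes within tumor-like cells stays open as the biological alternative.

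LApcLef1 replicate 1 lay nearer to LApc than to the other LApcLef1 libraries in its share of AP-1 motifs. If it and LApc replicate 1 had been exchanged, more peaks of 1 group and a larger AP-1 odds ratio would be due with the labels changed back. With the pair exchanged 397 peaks were called in every library of 1 group and none of the other, against 508 as labelled, which is not what an exchange would give. The AP-1 log2 odds ratio was larger with the pair exchanged (3.31 against 2.90), but this restates the motif shares that raised the question. An exchange stays open. The paper states that mouse genotypes were checked from ear and tail samples, which bears on the mice and not on later labels of libraries. A mouse with a weaker effect of the deletion was not tested and stays open too. Of the 35 splits of the 8 libraries into 4 and 4, 7, the real one included, gave at least as many peaks of 1 group as the real one (508; highest other 1728), so chance cannot be excluded. Of the 8 splits that take 1 library of each replicate number, looked at after the result was seen, the real one gave the most peaks. The highest of the 35 sets LApc replicate 4 and LApcLef1 replicates 1, 3 and 4 against the rest, which points to a structure of the samples other than the genotype. The highest-scoring peaks of these libraries had 54.8 to 55.3% GC, against 54.3 to 54.6% in the rest. Of those peaks, 47.4 to 50.0% lay within 1 kb of a start site, against 46.1 to 46.6% in the rest. This difference runs partly with the genotype, and its effect on the motif and peak comparisons was not tested.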
